# Dicer is essential for proper maturation, composition, and function in the postnatal retina

**DOI:** 10.1016/j.isci.2025.113794

**Published:** 2025-10-17

**Authors:** Seoyoung Kang, Daniel Larbi, Eik Bruns, Konstantin Hahne, Alireza Khodadadi-Jamayran, Chaitra Sreenivasaiah, Mariana Lima Carneiro, Monica Andrade, Khulan Batsuuri, Shaoheng Chen, Julia Jager, Suresh Viswanathan, Brian Stewart Clark, Stefanie Gabriele Wohl

**Keywords:** Molecular biology, Neuroscience, cell biology, developmental biology

## Abstract

The impact of Dicer/miRNAs during postnatal retinogenesis is unknown. This study aimed to deplete Dicer in postnatal retinal progenitor/precursor cells (RPCs/PCs) and to evaluate the structure and function of the adult Dicer-cKO retina using optical coherence tomography (OCT), electroretinography (ERG), and histology. We found impaired rod function, a significantly reduced number of rod bipolar cells and their associated functions, a decreased Müller glia population, and an increased population of HuC/D + Pax6/+ amacrine cells in the adult Dicer-cKO retina. Transcriptional analyses conducted in one-week-old mice showed early alterations in mRNA and miRNA levels. Single-cell RNA sequencing and initial histological analysis in young mice revealed a delay in differentiation/incomplete maturation, as indicated by an enlarged progenitor/precursor population at young ages that persists into adulthood. This suggests that Dicer/miRNAs in late RPC/PCs are essential for the proper formation and maturation of late RPC progenies and may also play a role in regulating cell state.

## Highlights

• Postnatal progenitor Dicer/miRNAs are essential for retinal cell maturation
• Postnatal Dicer loss impacts rod, bipolar cell, and Müller glia development
• Postnatal Dicer loss in retinal progenitors leads to amacrine cell overproduction
• Dicer loss causes an immature cell population to persist until adulthood

## Introduction

Retinogenesis is a complex and highly regulated process across all vertebrates. There are two principal phases in which all six retinal neuron types are generated: First, retinal ganglion cells (RGCs), cone photoreceptors, horizontal cells (HCs), and early-born amacrine cell types (ACs) arise from early (embryonic) retinal progenitor cells (eRPCs); second: rod photoreceptors, bipolar cells (BCs), late-born ACs, and Müller glia (MG), the only non-neuronal cell type, are generated from late, postmitotic (p) RPCs.^1^^,^^2^^,^^3^^,^^4^^,^^5^^,^^6^^,^^7^^,^^8^^,^^9^^,^^10^^,^^11^^,^^12^^,^^13^ All retinal cell types are found in designated retinal layers, forming distinct connections to neighboring cells, and express their cell-type-specific markers by postnatal day (P) 12. Full tissue maturation is, however, not completed until P28 (full visual acuity).^14^

Various molecules, primarily specific combinations of transcription factors, have been identified in the past decades that play a role in neuro- and gliogenesis in the nervous system, including the neural retina. Dicer/microRNAs (miRNAs) are known to regulate cell proliferation, cell fate decisions, cell differentiation, and maturation in various tissues, including the brain and the neural retina^15^^,^^16^^,^^17^^,^^18^^,^^19^^,^^20^^,^^21^^,^^22^^,^^23^^,^^24^^,^^25^^,^^26^^,^^27^^,^^28^^,^^29^*.* These short (18–22 nucleotides long) non-coding RNAs function as translational repressors.^30^^,^^31^^,^^32^^,^^33^ They are encoded in the exons or introns of genes and processed by the ribonuclease III (RNase III) enzyme complexes, known as Drosha- and Dicer-complexes. The Drosha-complex generates a precursor molecule from the primary transcript, while the Dicer-complex processes the precursor molecule into the mature functional miRNA.^31^^,^^32^^,^^33^ A very efficient method to study the role of tissue- or cell-type-specific miRNAs is therefore via loss-of-function experiments by conditionally deleting the enzyme (or its function) that generates mature miRNAs, Dicer. To our knowledge, Dicer-conditional knock-out (cKO) studies have only been carried out exclusively during embryonic retinal development, resulting in mostly severe outcomes, including microphthalmia, rosette formation, and massive cell loss, leading to severe functional defects.^34^^,^^35^^,^^36^^,^^37^ Intriguingly, the loss of Dicer/mature miRNAs in eRPCs (E12/14) led to an overproduction of early-born cells (RGCs, HCs, ACs) and a failure to produce late-born cells (rods, BCs, MG), as shown by two independent laboratories.^38^^,^^39^ However, most of these studies were performed over a decade ago. Many techniques have advanced over the years, now allowing for defined manipulation and evaluation at the single-cell level. Furthermore, to date, no data are available regarding the role of Dicer and miRNAs in postnatal RPCs/PCs in terms of the generation, maturation, and functionality of their progeny cells, specifically rods, BCs, late-born ACs, and MG.

This study aimed to analyze the impact of Dicer/miRNA loss in late (postnatal) RPCs/PCs on the composition, function, and overall health of the adult retina. We utilized the late RPC-specific *Ascl1CreERT:tdTomato* reporter mouse.^13^^,^^40^^,^^41^ *Ascl1* (Achaete-Scute homolog 1, also known as *Mash1*), a pro-neural basic-helix-loop-helix [bHLH] transcription factor, is expressed in late RPCs/PCs that generate the late-born retinal cells. It is not expressed in differentiated neurons or glia.^13^^,^^42^ This reporter mouse was crossed with the Dicer^f/f^ mouse.^43^ Reporter expression/Dicer loss was induced at postnatal days (P) 1–3, i.e., the peak of the second phase of retinogenesis.^9^^,^^44^ *In vivo* analyses using spectral-domain optical coherence tomography (SD-OCT) and electroretinography (ERG) in combination with histology were conducted predominantly at P56, as well as at P28, 3 months, and 4 months. Molecular analyses to confirm genetic alterations and initial histological instigations were performed at P7 and P14.

Our data show that loss of Dicer/mature miRNAs in postnatal RPCs/PCs results in prolonged cell division events and a delay of maturation in the young postnatal retina. This delay leads to functional impairments and a reduction of the overall number of late RPC/PC progenies in the adult retina, predominantly in the nasal periphery. The most affected were central rod BCs and peripheral MG. Overall, the process of retinogenesis appeared incomplete, resulting in a residual immature population in the adult retina. The failure to mature correctly results in functional impairments. Subsequent retinal degeneration becomes evident as early as two months after Dicer deletion, but progresses very slowly. Moreover, Dicer-cKO_RPC_ retinas have an increased HuC/D+ AC population. We hypothesized that increased *Elavl3* expression, an upregulated RPC-miRNA target and the gene encoding HuC protein, might cause this. Overall, postnatal RPC-miRNAs appear to be essential for the proper maturation of late-born retinal populations.

## Results

### Dicer loss in late RPCs/precursors results in delays in maturation

To label, trace, and analyze the progenies of late RPCs and investigate the impact of Dicer loss in the second phase of retinogenesis (Figure 1A), we used the *Ascl1-CreERT:tdTomato* mouse (referred to as wild type) and crossed it with the Dicer-cKO_RPC_ mouse (referred to as cKO, Figure 1B). *Cre* induction at P1-3 (Figure 1C) resulted in sufficient reporter expression throughout the wild type retina. At P4, the vast majority of cells in the neuroblastic layer (NBL) were reporter+ (Figure 1D). At P7, many Tomato+ cells were found in the inner and outer nuclear layers (INL/ONL); hence, most late-born cells, including rod photoreceptors, were labeled. At P21, very bright Tomato+ cells were found throughout the INL. Reporter signals in photoreceptors in the ONL became fainter over time (Figure 1D), very likely due to the inactivation of Tomato expression in the *Rosa26* locus of mature neurons.^45^^,^^46^

**Figure 1:**
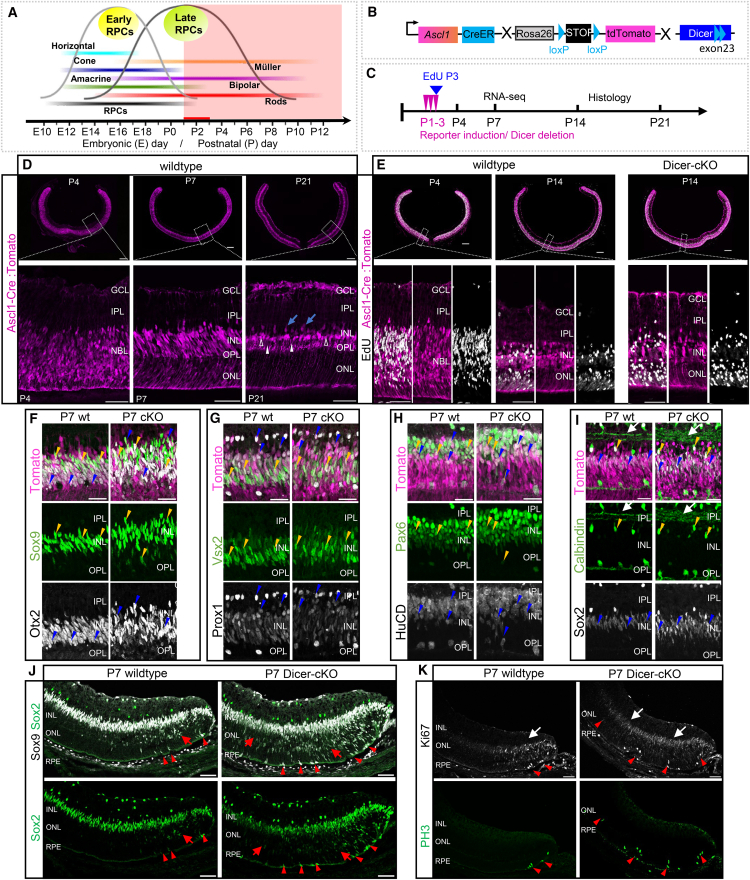
Dicer-cKO retinas have an enlarged progenitor/precursor cell population (A) Mouse retinogenesis schematic with time point of manipulation (red line, after Jin and Xiang^2^). (B) Simplified schematics of retinal progenitor cell (RPC) reporter mouse (wild type, wt) and Dicer-cKO mouse. Note that only Exon 23 of the Dicer1 gene is floxed. (C) Experimental design with time points of *Cre* induction and EdU labeling. (D and E) P4, P7, P14, and P21 wild type and cKO retinal cross sections with magnified insets visualizing endogenous reporter expression of RPC progenies labeled at P1-3, that underwent cell division at P3; blue arrows in D show presumptive amacrine cells, white arrowheads presumptive bipolar cells, unfilled arrowheads presumptive Müller glia; EdU+ progenies are shown in E (see also additional data Figure S1). (F–I) Labeling with antibodies against Sox9 and Otx2 (F), Vsx2 and Prox1 (G), Pax6 and HuC/D (H), and Calbindin and Sox2 (I) of the INL of P7 wild type or Dicer-cKO central retinal cross sections to characterize Tomato+ RPC progenies (arrowheads; see also additional data in Figure S2). Markers depicted in white are labeled in black font. Arrows indicate stratification in the INL. (J and K) Sox2 and Sox9 (J) or phosphohistone 3 (PH3) and Ki67 labeling (K) of P7 peripheral retinal wild type or Dicer-cKO cross sections; red arrows show migrating RPCs, white areas indicate Ki67+ zones; arrowheads indicate dividing RPCs. P4 wt *n* = 4, P4 cKO *n* = 2, P7 wt *n* = 4, P7 cKO *n* = 4, P14 wt *n* = 4, P14 cKO *n* = 3, P21 wt *n* = 5. Scale bars in D, E: 200 μm, insets: 50 μm; in F–I: 25 μm, in J–K: 50 μm. GCL, ganglion cell layer; IPL, inner plexiform layer; INL, inner nuclear layer; OPL, outer plexiform layer; ONL, outer nuclear layer; NBL, neuroblastic layer; RPE, retinal pigment epithelium.

*Cre* activation in the Dicer-cKO mouse at P1-3 led to the successful excision of exon 23 of the Dicer1 gene, resulting in a functionally inactive Dicer enzyme (Figure 1B). This was evident in P4 retinal lysates as well as in all FACS-purified P7 reporter+ cKO RNA-seq samples (reporter-negative or reporter+ wild-type samples had intact *Dicer1*, Figures S1A and S1B). 

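In the bulk RNA-seq counts of the P7 Tomato+ progenies, Dicer1, which encodes the RNase III enzyme that cuts pre-miRNAs, was at 2632 ± 987 normalized counts in the wild type (SD, n = 4) and at 1453 ± 253 in the cKO (SD, n = 4), a difference of −44.8%. In replicate 1, whose library names point to another sequencing run, Dicer1 was higher in the cKO, at 1380.8 in the wild type and 1778.3 in the cKO. In replicates 2 to 4 the difference was −55.9% (limma adjusted p = 0.00789 in these 6 libraries alone). Dicer1 (ENSMUSG00000041415) lies on the minus strand of chromosome 12 of GRCm38, from 104687742 to 104751952. Over all 8 libraries its log2 change was −0.78 (standard error 0.32, adjusted p = 0.678 from limma, and 0.142 with the run as a term). The counts were summed over the whole gene, so a transcript that lacks the floxed exon still adds reads to them.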

To evaluate whether reporter+ cells were actively dividing RPCs, a single EdU pulse was administered at P3 (Figure 1C). At P4, the vast majority of Tomato+ cells (∼75%) were EdU+ in both wild type and cKO retinas, hence proliferating RPCs (Figures 1E and S1C). No drastic difference was seen in the center and periphery of both conditions. However, it appeared the cKO had slightly more EdU+ cells in the lower NBL. We then traced these cells until P14. EdU+Tomato+ progenies were predominantly found in the ONL (PRs) and the lower and center INL (BCs/ACs/MG) of the central retina of wild types and cKOs. Very few cells were also seen in the upper INL and GCL, and were very likely ACs. Overall, the central and peripheral P14 cKO retinas exhibited a similar pattern of EdU+ cell distribution to that of the wild types. Some areas displayed slightly more cells, but that was not consistent in all sections analyzed (Figures 1E and S1C).

We next performed an initial histological characterization of Tomato+ progenies (indicated via yellow/blue arrowheads) at P7 using the markers Otx2 and Sox9, Prox1, and Vsx2, HuC/D and Pax6, as well as Sox2 and Calbindin (Figures 1F–1I and S2). At this stage, these markers label various cell populations, including RPCs/PCs, young BCs and MG, as well as early and late ACs, and HCs, which are predominantly found in the INL. Many Tomato+ cells were Sox9+ and Otx2+, indicating that at this stage, RPCs, BC precursors/young BCs, and/or young MGs were present. In the cKO, some Tomato+Sox9+Otx2+ cells were also found in the ONL, likely representing migrating RPCs/BC precursors or PR precursors/young PRs. Most Tomato+ ONL cells, however, exhibited a very faint, doughnut-like Otx2 expression pattern, characteristic of the typical photoreceptor expression pattern (and were Sox9-negative, Figures 1F and S2A).

Vsx2 and Prox1, both RPC/BC markers, also labeled the majority of the central INL in both conditions. The cKO, however, appeared to have more cell rows than the wild type (Figures 1G and S2B). Prox1 also labels differentiated ACs found as a single layer in the upper INL, adjacent to the IPL, and HCs in the lower INL, adjacent to the OPL. These populations appeared to be minimally affected in the cKO. However, slightly more, yet fainter, small, round Prox1+ cells were observed in the upper cKO INL, possibly representing young ACs. Additional AC markers, such as Pax6 and HuC/D, were also co-expressed by Tomato+ progenies, in the INL, with more cell rows in the cKO (Figures 1H arrowheads and S2C). It also appeared that some HuC/D cells in the cKO were still migrating up to their location in the INL.

The Calbindin/Sox2 combination revealed that Tomato+Calbindin+ ACs were found in the upper INL in both conditions. Some co-expressed Sox2, hence being cholinergic ACs^47^ (Figures 1I and S2D). However, the cKO seemed to have some additional small Calbindin+Sox2-negative cells in the upper INL. Tomato+Calbindin+ HCs or RGCs were, as expected, not found in the wild type nor cKO. Nevertheless, the stratification in the IPL, which in the wild type showed two distinct synapse lines, was different in the cKO. Three less-defined lines were present, suggesting synaptic alterations early on (Figure 1I, white arrows). Moreover, most Sox2+ progenies were found in the INL, exhibiting a similar pattern to Sox9, and are probably RPCs/young MG. We therefore labeled young MG using Sox9 in combination with glutamine synthetase (GS, Figure S2E). GS was only found in retinal astrocytes in the GCL, which also expressed Sox2 and Sox9. GS was not found in MG at this age, in agreement with previous reports,^48^ and also not ectopically expressed in the cKO.

Since the retinal center is more differentiated, we next evaluated Sox9/Sox2 expression in the periphery. In the wild type, many still migrating Tomato+Sox9+Sox2+ RPCs/PCs with typical elongated nuclei were present in the outermost periphery adjacent to the ciliary body (Figure 1J, arrows). A few of them were still found in the vicinity of the RPE, where RPCs divide (arrowheads). In the Dicer-cKO_RPC_, however, the peripheral Tomato+Sox9+Sox2+ population was larger, with more migrating cells (Figure 1J, arrows). Co-labeling with the proliferation markers Ki67 and phosphohistone 3 (PH3, Figure 1K) showed a greater number of Tomato+Ki67+ cells (arrows) and approximately 2–3 times more Tomato+PH3+ cells in the periphery of cKO retinas compared to wild types (arrowheads). Similar results were found by Davis at al.,^39^ in *αCre* mice at embryonic stages, suggesting extended cell division events after miRNA loss.

Since the different markers used are not cell-type specific at this age, and histological characterizations are therefore limited, we performed single-cell and bulk RNA-seq to elucidate better the P7 cell populations and subpopulations, as well as their gene expression patterns (Figures 2 and S3). We FACS-purified P7 Tomato+ wild-type and cKO progenies, as well as collected the corresponding reporter-negative fractions of both conditions for scRNA-seq. 

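Mice of both genotypes had received tamoxifen at 75 mg/kg from P1 to P3, and their retinas were sorted at P7. The paper pooled 3 mice per genotype and made 1 library from each sort fraction of each genotype with PIPseq, a droplet method that counts transcripts as unique molecular identifiers (UMIs). The authors produced the count matrices with PIPseeker, which maps reads with STAR, removes duplicates and calls cells. These matrices held 33451 barcodes for the wild type Tomato+ fraction and 53155 for the cKO Tomato+ fraction. The Tomato-negative matrices held 18387 barcodes for the wild type and 28043 for the cKO. With the limits of the paper's methods, 500 to 10000 UMIs and under 25% mitochondrial UMIs, 33176 and 53055 Tomato+ cells and 17524 and 27826 Tomato-negative cells were kept, wild type first. The number of live cells that the paper's methods give as the input of a sample is below the number of barcodes kept from either Tomato+ library, and whether each kept barcode is 1 cell was not tested. Their median depth was 2183 UMIs per cell in wild type Tomato+, 1761 in cKO Tomato+, 2596 in wild type Tomato-negative and 2316 in cKO Tomato-negative cells. The upper limit of UMIs removed 814 barcodes from the wild type Tomato-negative matrix, and 234, 88 and 215 from wild type Tomato+, cKO Tomato+ and cKO Tomato-negative. All kept cells were clustered together from 3000 variable genes, 17 principal components and 15 neighbours with the Leiden method at resolution 1, which gave 37 clusters. A cluster was named after a cell class when at least 3 markers of that class were at least 2 times as high in it as in the other cells, and when its 10 leading genes held no more markers of another class. The classes are therefore called rod-like, bipolar-like and so on. Unnamed cells made up 6.54% of wild type Tomato+, 14.3% of cKO Tomato+, 1.98% of wild type Tomato-negative and 6.16% of cKO Tomato-negative cells. Most of them sat in 1 cluster of 2097 wild type and 7503 cKO Tomato+ cells, which carried the precursor markers Otx2, Prdm1, Crx and Neurod1 but was led by cone genes. Scrublet called 5.37% of wild type Tomato+, 10.1% of cKO Tomato+, 2.01% of wild type Tomato-negative and 7.03% of cKO Tomato-negative cells doublets. With 1 library per genotype and fraction there is no replicate error, so no difference between genotypes was tested. Eif2s3y, a gene of the Y chromosome, was nearly absent from both cKO libraries and present in both wild type ones. The single-cell genotypes are therefore not matched for sex. Expression in a class is given as counts per 1000000 UMIs of its summed cells (CPM). Intervals are exact 95% intervals, binomial for shares and Poisson for expression, those of a ratio of shares come from the standard error of its logarithm, and all cover counting error only.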

Cell types/populations were identified based on known marker expression for retinal cell types^48^^,^^49^^,^^50^ (Figure 2A). The predominant cell populations found in the FACS-purified reporter+ wild type retinas included the expected late-born RPC progenies, i.e., rods, BCs, and MG. We also found BC/photoreceptor precursors, neurogenic RPCs, and RPCs (Figure 2B). Another separate, quite large population consisted of ACs. 

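Among the 33176 wild type Tomato+ cells, rod-like cells were the largest class with 37.6% (exact 95% interval 37.0 to 38.1). Bipolar-like cells followed with 17.8% (17.4 to 18.2) and Müller glia-like cells with 12.7% (12.3 to 13.1). RPC-like cells, which carried the progenitor genes Hes1 and Notch1, made up 8.15% (7.86 to 8.45). Amacrine-like cells made up 7.92% (7.64 to 8.22), neurogenic RPC-like cells 5.14% (4.90 to 5.38) and BC/photoreceptor precursor-like cells 3.10% (2.92 to 3.29). No cluster took the name of endothelial cells, RPE or lens. Whole clusters were named, so such cells within clusters of another name were not counted, and no upper limit of their share follows. Microglia-like cells were 31, astrocyte-like cells 17 and pericyte-like cells 3.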

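Horizontal-like and retinal ganglion-like cells numbered 3 each among the 33176 wild type Tomato+ cells. In the wild type Tomato-negative fraction there were 332 horizontal-like cells, 1.90% (exact 95% interval 1.70 to 2.11), and 356 retinal ganglion-like cells, 2.03% (1.83 to 2.25). Starburst-like amacrine cells, recognised by the cholinergic genes Chat, Slc18a3 and Slc5a7, numbered 17 in the wild type Tomato+ and 809 in the wild type Tomato-negative library.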

HCs, RGCs, and Starburst ACs, i.e., early-born cells, were not present or only as a tiny population within the Tomato-negative fraction (Figure S3A).

**Figure 2:**
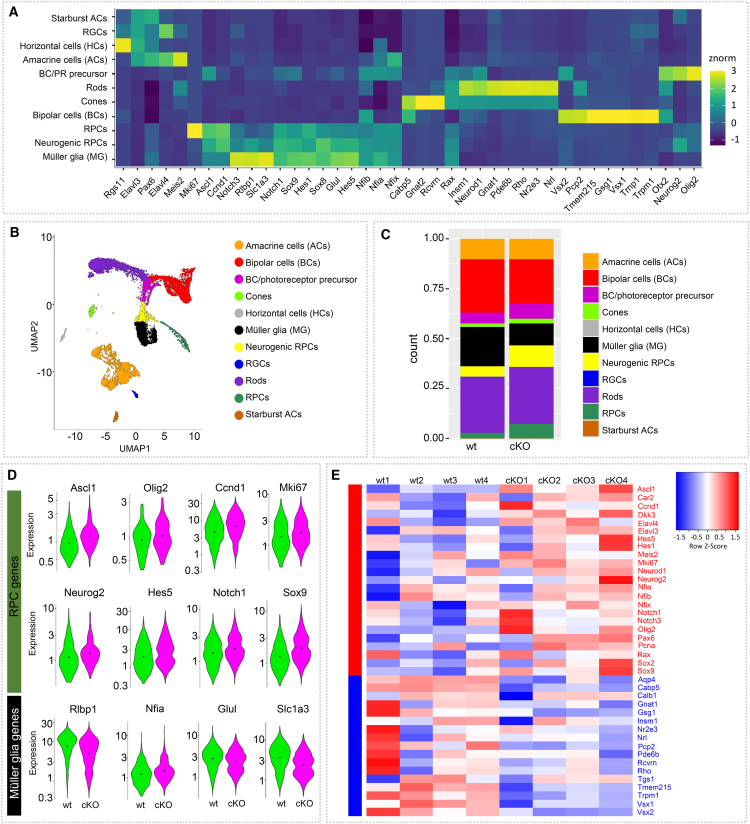
Dicer loss in late RPCs results in less mature progenies (A–D) scRNA-seq of FACS-purified P7 Tomato+ wild type (wt) and Dicer-cKO (cKO) progenies showing (A) a heatmap of expressed genes in annotated cell types, (B) UMAP-dimension reduction, and (C) cell proportions, colored by annotated cell type as determined by marker gene expression; (D) Violin plots of the cellular expression of marker genes of RPCs and Müller glia (MG), facetted by genotype; WT: *n* = 3 mice, pooled, cKO: *n* = 3 mice, pooled, one technical replicate. See also additional data in Figure S3. (E) Heatmap of selected 40 up- and downregulated genes of bulk RNA-seq FACS-purified P7 Tomato+ wild type and cKO progenies; wt: *n* = 4 biological replicates, cKO: *n* = 4 biological replicates, 4 independent experiments per condition, normalized counts, see also Table S1. RPCs, retinal progenitor cells; RGCs, retinal ganglion cells; PRs, photoreceptors.

We next compared the cell proportions found in P7 wild type progenies with those of the cKO progenies. Overall, scRNA-seq confirmed our histological findings. 

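In the cKO Tomato+ library, RPC-like cells made up 12.7% (exact 95% interval 12.4 to 13.0), 1.56 times the wild type share (1.49 to 1.62). Neurogenic RPC-like cells, marked by genes such as Neurog2, Dll1 and Hes6, made up 7.62% (7.40 to 7.85), a ratio of 1.48 (1.40 to 1.57). BC/photoreceptor precursor-like cells made up 7.93% (7.70 to 8.16), a ratio of 2.56 (2.39 to 2.73). With 30 principal components the precursor ratio turned to 0.0285. With 1 library per genotype, the spread between mice is not known.

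**Figure D1:**
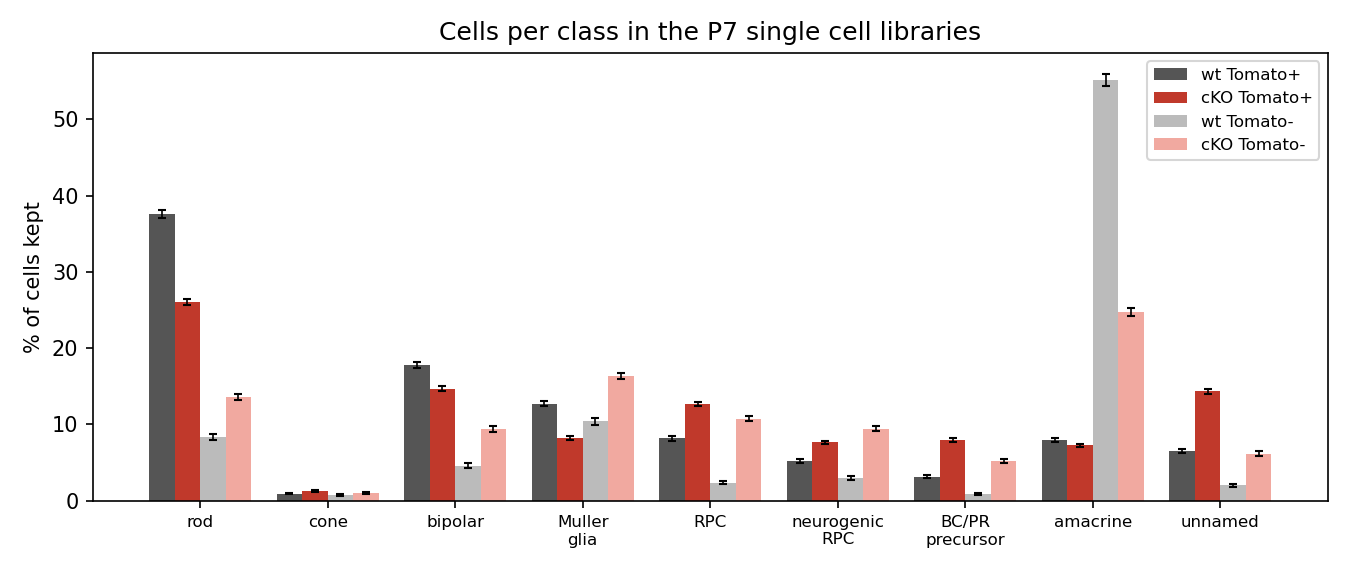
Share of kept cells in each class, in percent of the cells of a library, for wild type and cKO Tomato+ and Tomato-negative libraries. Bars are single libraries with exact binomial 95% intervals, and the 12.7% of RPC-like cells in the cKO Tomato+ library stands above the 8.15% of the wild type.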

The cKO had larger proportions of immature cells, i.e., RPCs, neurogenic RPCs, and BC/rod precursors (Figures 2C and S3A). 

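Bipolar-like cells made up 14.7% of the cKO Tomato+ cells (exact 95% interval 14.4 to 15.0), 0.823 times the wild type share (0.798 to 0.849). Müller glia-like cells made up 8.17% (7.94 to 8.41), a ratio of 0.644 (0.619 to 0.670). Within the bipolar-like cells, the clusters did not move alike. One cluster held 2082 wild type and 1227 cKO Tomato+ cells, another 1576 and 3010. The Müller glia ratio was 0.264 with 30 principal components, 0.328 with under 10% mitochondrial UMIs, 0.348 with a resolution of 2 and 0.396 with at least 1000 UMIs per cell, and nearer to 1 among named cells only, at 0.702, and with a resolution of 0.5, at 0.8.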

Fractions for mature BCs and MG were smaller than those of the wild type, suggesting maturation deficits of these two populations. 

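Rod-like cells made up 26.0% of the cKO Tomato+ cells (exact 95% interval 25.6 to 26.4), a ratio to the wild type share of 0.693 (0.679 to 0.707). The cluster led by Rho, Sag and Gngt1, genes of mature rods, held 6619 wild type and 4544 cKO Tomato+ cells. A second rod-like cluster, led by Nr2e3, Samd7 and Nrl, held 3925 wild type and 7760 cKO Tomato+ cells. Amacrine-like cells made up 7.23% (7.01 to 7.45) of the cKO Tomato+ cells, a ratio of 0.912 (0.870 to 0.957).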

The fractions of rod and AC populations were, however, similar in both conditions. Wild type non-progenies (Tomato-negative cells) contained a large AC fraction, Starburst ACs, HCs, and RGCs. cKO non-progenies (Tomato-negative cells) contained a smaller number of ACs, only a few HCs, RGCs, and Starburst ACs (Figure S3A). This suggests that these cell populations may be indirectly affected by the loss of Dicer in late RPCs (e.g., missing proper connections), potentially impacting their health as well. 

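Amacrine-like cells made up 55.2% (exact 95% interval 54.4 to 55.9) of the wild type Tomato-negative cells and 24.8% (24.3 to 25.3) of the cKO Tomato-negative cells, a ratio of 0.449. Horizontal-like cells made up 0.636% (0.546 to 0.737) in the cKO, or 177 cells, 0.336 times the wild type share. Retinal ganglion-like cells made up 0.456% (0.381 to 0.543), or 127 cells, a ratio of 0.225. Starburst-like amacrine cells numbered 335 in the cKO Tomato-negative library. Astrocyte-like cells, 5.41% in the wild type, made up 1.28% in the cKO, and red blood cell-like cells, 142 in the wild type, numbered 29. Rod-like cells (8.37% and 13.6%) and RPC-like cells (2.35% and 10.7%) took larger shares of the cKO Tomato-negative library than of the wild type one, as did bipolar-like (4.54% and 9.39%), neurogenic RPC-like (2.96% and 9.42%) and precursor-like cells (0.799% and 5.17%). Müller glia-like cells made up 10.4% and 16.3%, a direction that turned at a resolution of 2, with 30 principal components and with under 10% mitochondrial UMIs, and the RPC ratio of 4.58 was 5.88 to 12.1 with other clusterings and filters. The shares of a library sum to 100%, so they do not move independently. From the smaller amacrine, horizontal, ganglion and Starburst populations among the non-progenies, the paper proposes an indirect effect of Dicer loss in late RPCs on these cells.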

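Cone-like cells, marked by genes such as Arr3, Opn1sw and Gngt2, made up 0.91% (exact 95% interval 0.811 to 1.02) of the wild type Tomato+ cells and 1.24% (1.15 to 1.34) of the cKO Tomato+ cells, 302 and 658 cells. In the Tomato-negative fractions they made up 0.736% (0.615 to 0.874) of the wild type and 1.01% (0.896 to 1.13) of the cKO cells. The ratio of cKO to wild type among Tomato+ cells was 1.36 (1.19 to 1.56).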

We also found a small fraction of cones among our wild type and cKO progenies. Since cones are only born during embryonic stages, we believe that this result is due to cell carryover. MGs are very tightly associated with/wrap both PR types, resulting often in some PR contamination of FACS-purified cells with cytoplasmic reporter proteins.^51^

We next analyzed and compared the expression patterns in the specific populations of wild type and cKO progenies, starting with RPC/precursor genes and MG genes. This differentiation is not always easy since MG express many RPC genes.^52^^,^^53^ Interestingly, *Ascl1*, *Olig2*, *Neurog2*, and *Sox9*, all RPC/precursor genes as well as cell cycle genes, such as *Mki67* and *Ccnd1*, were upregulated in the cKO (Figures 2D and S3B). By contrast, known MG markers, including *Rlbp1*, *Nfia*, *Glul*, and *Slc1a3*^48^^,^^50^ showed reduced expression levels.

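In RPC-like cells, Sox9, a transcription factor of progenitors and Müller glia, was at 165 CPM in the wild type and 298.7 in the cKO Tomato+ library, a ratio of 1.81 (exact 95% interval 1.71 to 1.92). Mki67 (ratio 1.24, 1.16 to 1.33) and Ccnd1 (1.23), both genes of dividing cells, were higher in cKO RPC-like cells as well. Without cells called doublets their ratios were 1.01 and 1.14, so the difference of Mki67 was nearly gone. They were 1.39 and 1.25 in cells thinned to 500 UMIs, and 1.29 and 1.13 from 1000 UMIs. The proneural gene Ascl1 had 88.1 CPM in wild type and 88.3 in cKO RPC-like cells, a ratio of 1.0 (0.917 to 1.09). Neurog2 had a ratio of 0.795 and Olig2 of 0.54 in these cells. In neurogenic RPC-like cells the ratios were 3.4 for Mki67, 1.62 for Ccnd1 and 1.43 for Sox9, while those of Ascl1 (1.0), Olig2 (0.877) and Neurog2 (1.06) had intervals that included no difference. Summed over all Tomato+ cells, without regard to class, the ratio was 1.10 for Ascl1, 1.18 for Neurog2, 1.08 for Olig2 (0.949 to 1.22), 1.60 for Sox9, 2.19 for Mki67 and 1.39 for Ccnd1. Of 27 cell cycle genes, 17 were above and 2 below the wild type in RPC-like cells with intervals apart from no difference, at a median ratio of 1.15. Of 20 RPC markers, 12 were above and 3 below, at a median ratio of 1.14. Mki67 in neurogenic RPC-like cells had a ratio of 2.11 when every cell was thinned to 500 UMIs.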

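In Müller glia-like cells, the glutamate transporter gene Slc1a3 had 1432 CPM in the wild type and 867.6 in the cKO Tomato+ library, a ratio of 0.606 (exact 95% interval 0.592 to 0.619). Rlbp1, which encodes a retinaldehyde carrier, was at 2834 and 2257 CPM (ratio 0.797, 0.785 to 0.808), and the glutamine synthetase gene Glul at 917.4 and 726.1 (0.791, 0.772 to 0.812). Nfia, a glial transcription factor, was at 271 and 269.6 CPM, and its ratio of 0.995 (0.952 to 1.04) showed no difference beyond counting error. Of the 19 Müller glia markers with enough UMIs, 15 were below the wild type, 1 was above and 3 were not apart from it, at a median ratio of 0.761. Over all Tomato+ cells the ratios were 0.519 for Slc1a3, 0.629 for Rlbp1, 0.846 for Glul and 0.966 for Nfia. Sox9 and Ccnd1 had ratios of 1.74 and 1.31 in the same Müller glia-like cells.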

In addition to scRNA-seq, we also conducted bulk RNA-seq of FACS-purified P7 progenies. 

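Bulk RNA-seq covered 4 wild type and 4 cKO libraries of sorted P7 Tomato+ cells, each from an independent sort, made with the SMART-Seq HT kit and sequenced as paired-end reads. The authors mapped the reads to mm10 with STAR 2.5.0c, counted them per gene with HTSeq 0.6.0 and divided the counts by DESeq2 size factors, so the values are normalized counts. Every positive value was a whole multiple of the smallest value of its library (tolerance 0.01), which gave back 33789914 to 62658183 assigned reads per library. Of 48397 genes in the table, 29871 had a value above 0, and the 18188 with a mean of at least 10 normalized counts were tested on log2(normalized count + 1) with limma. At an adjusted p under 0.05, 3 genes were higher and 1 was lower in the cKO, and 1122 genes had an unadjusted p under 0.05. Among these 4, Rbpsuh-rs3, a sequence related to the Notch effector Rbpj, was at 32.5 ± 9.42 in the wild type (SD, n = 4) and 375.7 ± 116 in the cKO (SD, n = 4), and Gm13736 at 54.3 ± 30.8 and 640.9 ± 194. Ccdc129 was at 0 in all 4 wild type libraries and at 94.4 ± 24.4 in the cKO, while Gm34267 was at 55.6 in the wild type and at 0 in all 4 cKO libraries. None of the genes the paper names for these data passed this test. Replicate 1 of both genotypes has library names of another form than replicates 2 to 4, was for this reason taken as another sequencing run, and stood apart on the first principal component, which held 48.4% of the variance. With the run as a term in the limma model, 263 genes were higher and 203 lower. Among replicates 2 to 4 alone, 186 were higher and 159 lower, and with samples blocked on replicate number 115 were higher and 97 lower. DESeq2 called 173 higher and 122 lower, and edgeR called 1 and 0, both without a run term. Leaving out 1 library at a time moved the count from 3 higher and 1 lower to 31 and 24 without wild type replicate 1, to 8 and 2 without cKO replicate 1, and to 2 and 0 without wild type replicate 2, 3 or 4. It gave 0 calls without cKO replicate 2 (925 genes at an unadjusted p under 0.05) or replicate 4 (792), and 0 higher and 1 lower without cKO replicate 3. Where p-values are given below for single genes, they come from limma over all genes tested, first with genotype alone and then with the run as a term.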

Although this dataset represents a heterogeneous population, bulk RNA-seq allows a better sequencing depth and validation. The heatmap in Figure 2A shows 30 selected genes known to be specific to RPCs, BCs, PRs, MG, and ACs.^48^^,^^50^^,^^54^^,^^55^^,^^56^ This selection also includes genes whose protein expression we have evaluated over time via histological analysis. 

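Cell cycle genes were higher in the cKO as a group: all 27 tested members of the list had a positive log2 change, with a median of 1.45 (1.18 in replicates 2 to 4), and 21 of them rose once the sequencing run was a term in limma (12 with samples blocked on replicate number, 0 with genotype alone). The list as a whole passed camera, a limma test of a gene set against all other genes (adjusted p = 1.65e-28, and 0.0392 with an estimated instead of a preset correlation between genes). Adjusted over the list alone, 21 passed with genotype alone. Ccnb2, a mitotic cyclin, was at 291.2 normalized counts in the wild type and 976.1 in the cKO (log2 change 1.71, standard error 0.28, limma adjusted p = 0.102, 0.00246 with the run, 0.0146 blocked). Cdk1, the main mitotic kinase, was at 439.8 and 1261, with a log2 change of 1.60 (limma adjusted p = 0.164, 0.00602 with the run, 0.0243 blocked), and the replication factor gene Mcm3 at 655.7 and 1780. Mki67 (chromosome 7, 135689784 to 135716361) was at 1111 ± 815 in the wild type (SD, n = 4) and 3093 ± 932 in the cKO (SD, n = 4), a log2 change of 1.75 (standard error 0.50, limma adjusted p = 0.337, 0.0258 with the run, 0.055 blocked on replicate number). Ccnd1 was at 1264 ± 566 and 2366 ± 1505 (SD, n = 4 each) with a log2 change of 0.84, and cKO replicate 1 alone was at 4608.3. Pcna had a log2 change of 0.23. Progenitor genes moved the same way: all 20 RPC markers had a positive log2 change, with a median of 0.56 (0.65 in replicates 2 to 4; camera adjusted p = 2.21e-09, 0.0392 with an estimated correlation). In limma 5 of them rose with the run as a term, 2 with samples blocked on replicate number and none with genotype alone. Adjusted over the list alone, 4 of the RPC markers passed. Ascl1 (chromosome 10, 87490819 to 87493660) was at 1100 ± 141 in the wild type and 1715 ± 361 in the cKO (SD, n = 4 each), with every cKO library above every wild type library (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 allow) but an adjusted p of 0.632 from limma. Dkk3 was at 61920 ± 6927 and 77340 ± 7354, again without overlap. Hes1 (5074 ± 1869 and 7174 ± 3903) differed by less than the SD of its cKO replicates, though by more than that of the wild type. Rax (4202 ± 3448 and 4675 ± 2374) differed by less than either SD (n = 4 each). None of Ascl1, Dkk3, Hes1, Rax, Ccnd1 and Pcna passed limma with the run as a term.

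**Figure D2:**
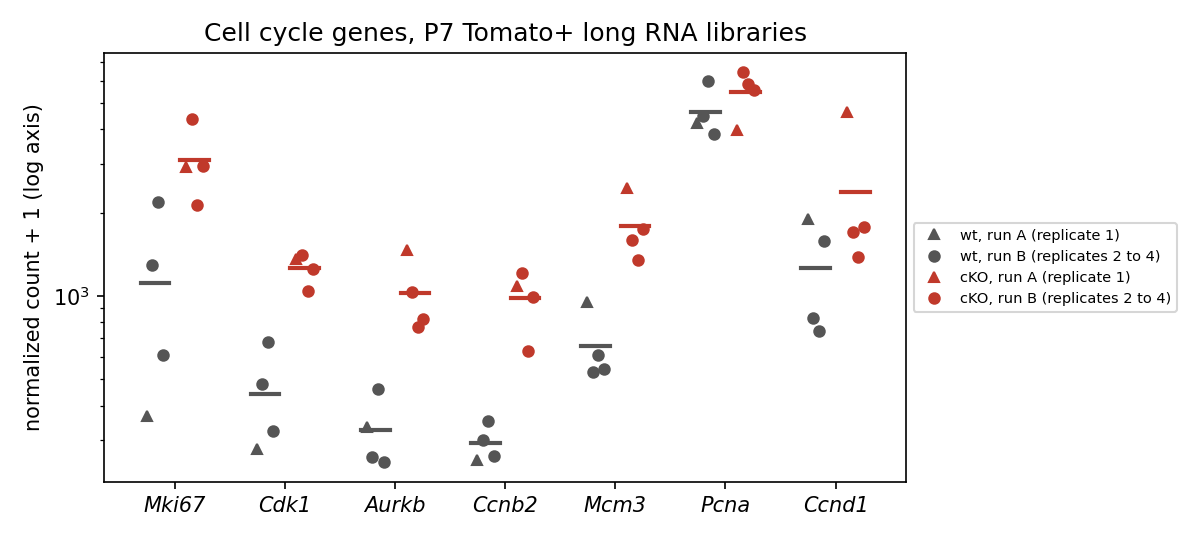
Normalized counts on a log axis for 7 cell cycle genes in the 4 wild type and 4 cKO Tomato+ libraries. Triangles are replicate 1, circles replicates 2 to 4 and bars the means; for Ccnb2 the means are 291.2 and 976.1.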

We identified RPC/precursor genes (e.g., *Ascl1*, *Hes1*, *Rax*, *Dkk3*), including cell cycle genes (e.g., *Ccnd1*, *Mki67*, *Pcna*), which were upregulated (Figure 2E; Table S1). Also upregulated were *Meis2*, *Pax6*, *and Cdkn1b (encodes for* p57kip2*)* genes known to play a role in RPC state as well as AC fates.^57^^,^^58^^,^^59^^,^^60^^,^^61^ Furthermore, we found *Elavl3* and *Elavl4* upregulated, both genes with essential functions during development and AC formation.^62^^,^^63^^,^^64^^,^^65^^,^^66^ In contrast, genes of the late-born cells, including MG (*Aqp4*), BCs (*Cabp5*, *Insm*, *Vsx1*, *Tmem215*, *Gsg1*), and rods (*Gnat2*, *Rcvrn*, *Nrl*, *Nr3e3*, *Rho*), were downregulated in the cKO compared to the wild type (Figure 2E; Table S1). 

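Amacrine genes were higher in the cKO as a group, with 20 of 22 markers at a positive log2 change and a median of 0.69 (0.61 in replicates 2 to 4; camera adjusted p = 6.23e-11, 0.0392 with an estimated correlation). With the run as a term 7 of them rose in limma, 4 when samples were blocked on replicate number and none with genotype alone, where 6 passed adjusted over the list alone. Among them were the GABA-synthesis gene Gad1 (492.2 and 1762 normalized counts, log2 change 1.84, limma adjusted p = 0.164, 0.00691 with the run) and the transcription factor genes Tfap2b and Nr4a2. Pax6, a transcription factor of progenitors and amacrine cells, was at 10350 ± 2664 in the wild type and 15710 ± 4039 in the cKO (SD, n = 4 each), with a log2 change of 0.60 (standard error 0.29, limma adjusted p = 0.869, 0.0412 with the run, 0.0754 blocked on replicate number). Meis2 was at 5643 and 6262, Cdkn1b at 1668 and 2071, and Cdkn1c, the gene that encodes p57Kip2, at 6108 and 6847. None of these 3 passed either limma model. Aqp4, the water channel of Müller glia, was at 857.2 ± 291 in the wild type and 82.1 ± 132 in the cKO (SD, n = 4 each), a log2 change of −4.58 (standard error 0.85, limma adjusted p = 0.147, 0.00549 with the run, 0.0111 blocked on replicate number). The other Müller glia markers did not follow it: 16 of 20 had a positive log2 change, the median was 0.18 and the mean −0.14 (limma camera adjusted p = 0.442), while in replicates 2 to 4 the median was 0.33 (adjusted p = 0.000482 from the same test). Among bipolar genes, Cabp5, a calcium sensor (chromosome 7, 13398132 to 13408887), was at 6919 ± 953 and 1854 ± 687 (SD, n = 4 each), a log2 change of −1.98 (standard error 0.30, limma adjusted p = 0.0985, 0.00133 with the run, 0.00695 blocked). Vsx1, at 7280 and 3043, and Tmem215 both fell with the run as a term, by 1.27 and 1.18 on the log2 scale (limma adjusted p = 0.0022 and 0.002), and both passed with samples blocked (0.00958 each). Gsg1, at 2050 and 968.2, fell with the run as a term (limma adjusted p = 0.0138) and missed the threshold with samples blocked (0.0513). Insm1 was at 4857 and 4092, with a log2 change of −0.31. Of the photoreceptor genes, Rho was at 106600 ± 73540 in the wild type and 68040 ± 16870 in the cKO (SD, n = 4 each), and its difference of −36.2% was −3.3% in replicates 2 to 4. Rcvrn differed by −54.9% (−12.4% in replicates 2 to 4), Nrl by −22.3% (−4.1%), Nr2e3 by −19.4% (+3.6%) and the cone transducin gene Gnat2 by −32.4% (−17.7%). None of these 5 passed limma, with or without the run. All 23 genes shown as higher in Figure 2E that were tested had a positive log2 change (median 0.43) and all 17 shown as lower a negative one (median −0.84). In limma 2 rose and 8 fell with the run as a term, 0 rose and 7 fell with samples blocked, and none passed with genotype alone. Adjusted over the list alone, 0 of the first and 8 of the second list passed. The study chose both lists on these samples, so their direction is not independent evidence.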

Apoptosis genes, including *Caspases* or *Bax*, were not found to be upregulated in P7 cKOs, suggesting no increased apoptosis at least at this stage (Table S1). 

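Of 17 tested genes of apoptosis, 13 had a positive and 4 a negative log2 change, with a median of 0.25, and the list did not pass camera (adjusted p = 0.1, and 0.243 with an estimated correlation). No gene of the list passed limma with genotype alone, and none did with the run as a term. In replicates 2 to 4 the median was 0.19 and the list passed limma camera (adjusted p = 0.0071). Bax, a pore-forming protein of the mitochondrial death pathway, was at 1795 normalized counts in the wild type and 1266 in the cKO, a difference of −29.5% (−6.6% in replicates 2 to 4), and Bak1 differed by −16.8% (−4.9%). Wild type replicate 1 alone was at 3321.8 for Bax. The caspase genes differed by +30.4% for Casp6 (+57.8% in replicates 2 to 4) and +58.6% for Casp8 (+75.1%), while the direction turned for Casp3 (+1.2% and −4.0%), Casp7 (−10.4% and +13.8%) and Casp9 (+4.5% and −3.8%). From the absence of higher caspase and Bax transcripts, the paper proposes that apoptosis was not increased at P7.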

This is different from observations made in embryonic Dicer loss studies.^36^^,^^38^

### P56 cKO mice have fewer Müller glia and an unknown putative immature population

Based on our *in vivo* data, we chose P56 as the time point of in-depth analysis of the adult retina. Since MG seemed to be affected and play a crucial role in overall retinal health, we next examined adult cKO retinas concerning their cellular composition of the glia. To evaluate the total number of MG and the fractions of RPCs that differentiated into MG, we labeled P56 tissue with antibodies against glutamine synthetase (GS) and Sox9 (Figures 3A–3D). Wild type MG somata were almost exclusively located in the center of the INL (arrowheads), in central and peripheral areas. The MG processes spanned the entire retina to form the inner and outer limiting membranes (arrows), confirming that the vast majority of MG was labeled using this reporter mouse (Figures 3A and 3B).

**Figure 3:**
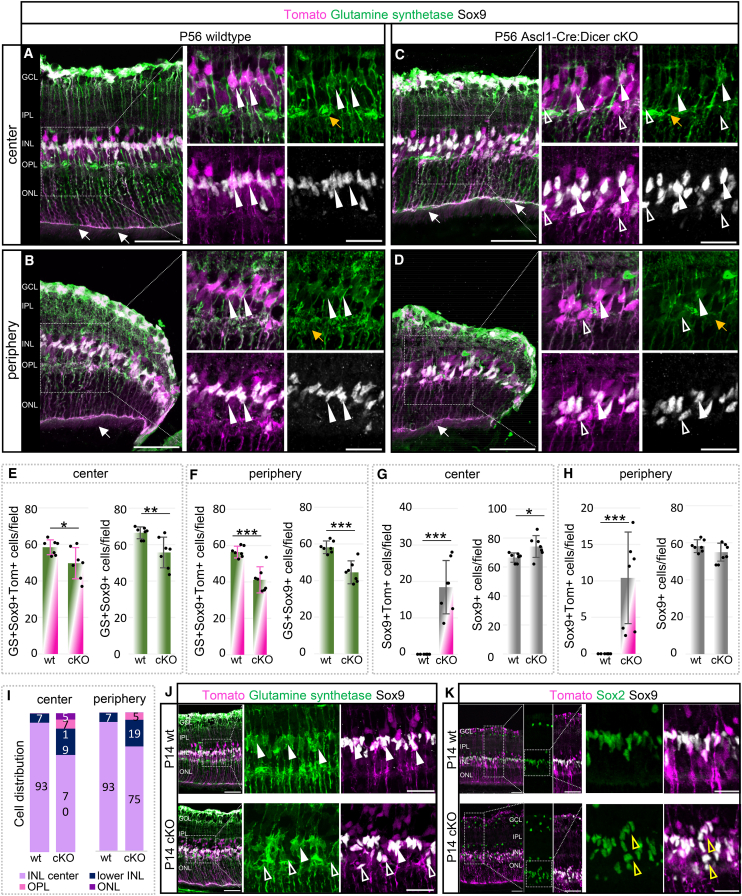
Dicer loss in late RPCs results in reduced Müller glia population and a new, unknown population (A–D) Müller glia (MG) labeling with antibodies against glutamine synthetase (GS) and Sox9 of central or peripheral P56 wild type (wt) or cKO retinas, with insets shown in high magnification; white arrowheads indicate GS+Sox9+ MG, unfilled arrowheads GS-negative Sox9+ cells, white arrows the external limiting membrane (ELM), yellow arrows alterations in MG processes. Markers depicted in white are labeled in black font. (E and F) Absolute number of Tomato+GS+Sox9+ MG and total GS+Sox9+ MG per field in the central or peripheral retina. (G and H) Absolute overall number of Tomato+Sox9+ cells and total number of Sox9+ (GS-) per field of the central or peripheral retina. (I) Tomato+Sox9+ cell distribution (percentage) in the center INL, lower INL, OPL, and ONL of the central and peripheral wild type and cKO retina. (J and K) GS and Sox9 (J) and Sox2 and Sox9 (K) labeling of P14 wild type and cKO central retinas, with higher magnification insets; white arrowheads show Sox9+GS+ MG, unfilled arrowheads Sox9+GS-negative cells, yellow arrowheads stacked cells; P14 wt *n* = 4, P14 cKO *n* = 3, P56 wt: *n* = 7, P56 cKO: *n* = 7, mean ± S.D., Mann-Whitney-U-test: ∗: *p* ≤ 0.05; ∗∗: *p* ≤ 0.01; ∗∗∗: *p* ≤ 0.001. Scale bars in A–D, in insets: 25 μm, scale bars in J–K: 50 μm, in insets and higher magnified insets: 25 μm. The layer description is given in Figure 1.

In the Dicer-cKO_RPC_, central and peripheral retinal areas had many displaced and scattered Sox9+ cells throughout the INL, OPL, and ONL (Figures 3C and 3D). Most cells were GS+ MG (arrowheads). These glia, however, did not have fine, branched processes in the OPL (particularly in peripheral areas, indicated by yellow arrows), suggesting possible maturation deficits. Nevertheless, the OLM was formed and seemed intact (white arrows). Cell counts of the total number of Tomato+ MG as well as overall MG numbers in the central and peripheral cKO retina showed a ∼15% and ∼25% decline of both populations, respectively, compared to the wild type (Figures 3E and 3F). 90% of all MG found in the wild type or cKO were reporter+, and the fraction of Tomato-labeled MG was similar in wild type and cKO, with approximately 90%–97%.

Some of the displaced Sox9+ cells (ONL) in the cKO had elongated nuclei. They were GS-negative (Figures 3C and 3D, unfilled arrowheads), suggesting a putative immature cell population that did not migrate to its intended destination (residual RPCs). This population comprised approximately one-fourth of all Sox9+ cells in the center and about one-sixth in the periphery. The overall number of Sox9+ cells in the cKO was, however, not much different from that in wild types, suggesting that these displaced cells are very likely immature cells that failed to differentiate into glia, resulting in their ectopic location in the outer retina (18%–23% displaced cells, Figures 3G and 3H, the layer distribution (%) is shown I). Interestingly, a similar phenotype, i.e., dislocated Sox9+ cells, mostly GS-negative MG, has been reported previously in an MG-specific Dicer-cKO.^67^ Although in the MG study, young differentiated MG were targeted and manipulated, which differs from the present study in which RPC/PCs, including MG progenitors/precursors, were targeted and manipulated, possible dedifferentiation events could cause this outcome, at least in the central (more mature) retina of this RPC-Dicer-cKO study.

Since we could not detect any GS expression in P7 MG (Figure S2E), we next analyzed P14 tissue to ascertain whether these Tomato+Sox9+GS-negative cells were present early on (Figure 3J, unfilled arrowheads). We found displaced Tomato+Sox9+ cells (GS-negative) in the P14 cKO, but not in the wild type. These displaced cells were also Sox2+ and were partly arranged in stacks (Figure 3K, unfilled arrowheads), presumably representing remaining resident RPCs. Interestingly, similar progenitor stacks/columns were also seen in embryonic Dicer-cKO studies.^39^

### miRNA loss in late retinal progenitor cells results in impaired rod photoreceptor function but does not affect cones

To investigate the observed impact of this maturation delay on structural and functional outcomes in the adult cKO mouse, we performed SD-OCT and ERGs, paired with histological evaluations at P28, P56, as well as 3 and 4 months of age (Figure 4A). SD-OCT was conducted at the central retinas of approximately 650 μm radius from the optic nerve (ON). Measurements were performed across the nasal-temporal and superior-inferior axes (Figures 4B, 4C, S4, and S5). The OCT scans of wild types across the different ages showed intact retinas with a total thickness of about 220 μm, in accordance with previous reports.^68^^,^^69^^,^^70^ Somewhat surprisingly, the OCT of P28 Dicer-cKO_RPC_ mice appeared normal, and the overall retinal thickness was also not much altered later on. However, initial alterations were found at the layer level, starting at P28 and affecting the OLM-RPE area. This area comprises the outer/external limiting membrane (OLM/ELM), the inner and outer segments (IS/OS) of photoreceptors, and the RPE. We found a ∼5% reduction of this area in the cKO retinas (*p* = 0.03), suggesting photoreceptor segment impairments. The ONL, however, which contains the photoreceptor cell bodies, did not show any significant alteration at P28 (*p* = 0.08). Hence, most photoreceptors were formed and present at that age. However, starting at P56, signs of degeneration were trackable. We found a ∼14% reduction in the thickness of the OLM-RPE compared to wild types, suggesting an increased impairment of photoreceptor segments (Figure 4C). The ONL displayed an initial thinning (∼11% decrease) in P56 Dicer-cKO_RPC_ mice that remained at that level at 3 months of age (*p* = 0.414). This photoreceptor loss, however, seemed to progress slowly. Notably, the initial loss of thickness of the OLM-RPE seemed “restored” in 3-month cKOs. However, fluctuation in the thickness of the subretinal space (OLM-RPE) is a characteristic during retinal degeneration, very likely due to swelling in this area (edema formation) or accumulation of cellular debris.^71^^,^^72^^,^^73^ No drastic alterations were found in the inner retinal layers, except for the IPL, suggesting impairment of neuronal processes at P56 and potential swelling events in 3-month cKOs.^73^

**Figure 4:**
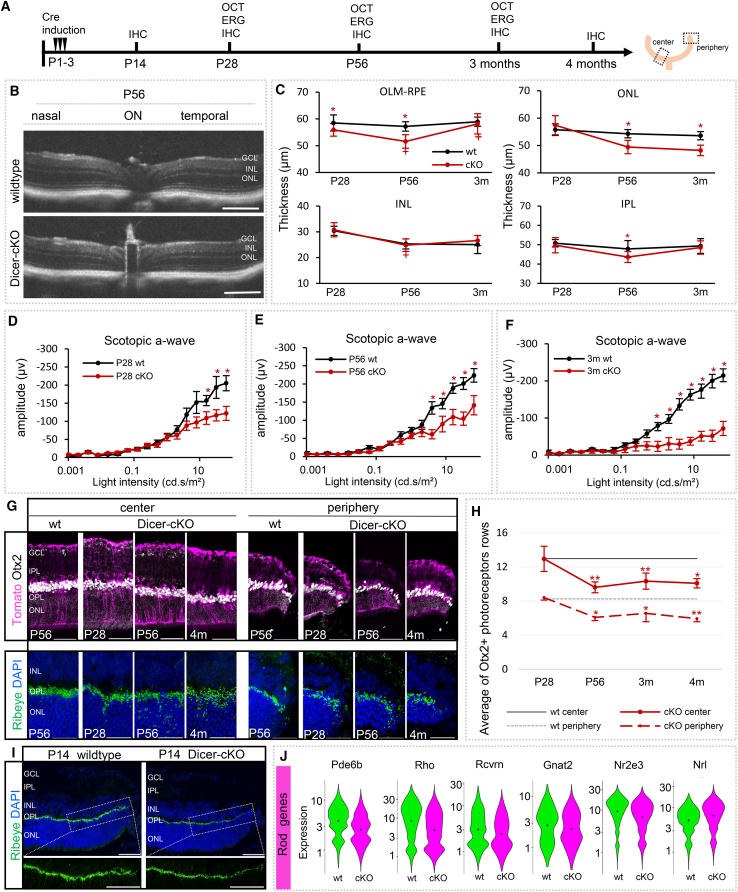
Dicer loss in late RPCs leads to reduced rod function (A) Experimental design and timeline. (B) Optical coherence tomography (OCT) images of wild type (wt) and cKO center retinas at the nasal-temporal axis. (C) Timeline plots showing specific layer thickness changes in OCT for P28 wt (*n* = 13) and cKO (*n* = 10), P56 wt (*n* = 8) and cKO (*n* = 9), and 3-month wt (*n* = 8) and cKO (*n* = 4), mean ± S.D. See also additional data in Figures S4 and S5. (D–F) Full-field scotopic electroretinogram recordings showing a-wave amplitudes of wt and cKO mice at P28 (wt: *n* = 9 vs. cKO: *n* = 10, D), P56 (wt: *n* = 11 vs. cKO: *n* = 7, E), and 3 months (wt: *n* = 5 vs. cKO: *n* = 5, F), mean ± S.E.M. See additional data in Figure S6. (G) Antibody labeling against Otx2 or Ribeye, as well as DAPI nuclear staining of central or peripheral wt or cKO retinas at P28, P56, and 4 months. Markers depicted in white are labeled in black font; additional data are shown in Figure S7. (H) Time course of the number of Otx2+ photoreceptor (PR) rows (10 averaged values per image) in the central or peripheral ONL in wt (*n* = 8, baseline), P28 (*n* = 4), P56 (*n* = 6), 3-month (*n* = 4), and 4-month-old cKO mice (*n* = 4), mean ± S.D. (I) Antibody labeling against Ribeye of P14 wt (*n* = 4) or cKO (*n* = 3) peripheral retinas with higher magnified insets. (J) Violin plots of the cellular expression of marker genes of rod photoreceptors in scRNA-seq FACS-purified P7 progenies (*n* = 3 mice per condition, on technical replicate). Mann-Whitney-U-test: ∗*p* ≤ 0.05, ∗∗*p* ≤ 0.01. Scale bars in B: 200 μm, in G upper Otx2 section: 50 μm, lower Ribeye section: 25 μm, in I: 50 μm. Layer description: see Figure 1.

To measure rod photoreceptor function, scotopic ERGs were conducted (Figures 4D–4F and S6). Wild types displayed normal healthy responses, with a scotopic a-wave amplitude of about −200 μV. Scotopic a-wave amplitude recordings in Dicer-cKO_RPC_ mice showed a significant reduction to ∼130 μV at P28, indicating impairment of photoreceptor function. Amplitudes remained unchanged in P56 cKOs mice but further dropped in 3-month-old mice (∼75 μV).

Since the P28 Dicer cKO exhibited no structural impairments in the ONL (unchanged thickness via OCT), all photoreceptors (cell bodies, histology) were generated; however, they apparently were not fully functional (differentiated). Furthermore, the additional functional loss at 3 months of age could suggest the onset of secondary neuronal degeneration, as reported before in an embryonic Dicer loss study.^34^ This functional loss may be caused by the immaturity of the cells, as no cell loss was detected via OCT.

To analyze photoreceptor impairment at the histological level, we labeled retinal cross sections of various ages with the markers Otx2 (photoreceptor nuclei) and Ribeye (ribbon synapses, Figures 4G–4I and S7A–S7D). We first evaluated the number of Otx2+ photoreceptor rows in the central and peripheral regions of the retina. While P28 cKO retinas appeared intact, a 26% reduction in the ONL was found at P56 in both center and periphery. However, no further cell loss was evident up to 4 months of age (Figure 4H), confirming our OCT data.

The evaluation of ribbon synapses showed dense synapses restricted to the OPL in the center and the peripheral wild type retina (Figures 4G and S7B) In the P28 Dicer-cKO_RPC_, however, ribbon synapses were more diffuse, not only found in the OPL but also in the ONL. In P56 up to 4-month-old cKO mice, they seemed more and more diffuse and scattered throughout the OPL and ONL, predominantly in the central retina. This suggests remodeling or rewiring events. To determine whether these synaptic impairments were already present at a younger age, we evaluated P14 tissue (Figures 4I, S7C, and S7D). In the wild type, Otx2 expression appeared normal, and a clear band of ribbon synapses was formed in the central OPL. In the periphery of Dicer-cKO_RPC_ retinas, Otx2 also seemed to be normal. Ribeye, however, exhibited reduced or absent signals. This suggests that peripheral ribbon synapses were not correctly formed, which may have led to progressive structural impairments and functional defects in the adult retina that spread from the periphery toward the center. Our transcriptomic analysis supported these findings. As mentioned before, the overall proportions of rods in the scRNA-seq datasets were strikingly similar in wild type and cKO (s 2C). Nevertheless, rod gene transcripts were found to be reduced in bulk RNA-seq FACS-purified P7 cKO progenies (Figure 2E; Table S1). scRNA-seq further confirmed this finding, showing reduced levels of essential rod genes, including *Pde6b*, *Rho*, *Rcvrn*, *Gnat2*, *Nr2e3*, *or Nrl*^48^^,^^50^^,^^54^^,^^55^^,^^56^ in the P7 cKO rod progeny (Figure 4J).

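Of 20 rod markers, 19 had a negative log2 change in bulk RNA-seq, with a median of −0.41 (camera adjusted p = 0.000546, and 0.437 with an estimated correlation). In replicates 2 to 4 the median was −0.04 and the list did not pass (limma camera adjusted p = 0.253). One member, the exchanger gene Slc24a1, fell by 1.84 on the log2 scale with the run as a term (limma adjusted p = 0.0137), none passed with genotype alone, and 1 passed adjusted over the list alone. The rod phosphodiesterase gene Pde6b differed by −23.0% in bulk (−8.4% in replicates 2 to 4). In the rod-like cells of the single-cell data, Rcvrn, which encodes recoverin, was at 448.7 CPM in wild type and 126.8 in cKO Tomato+ cells, a ratio of 0.283 (exact 95% interval 0.271 to 0.294). Rho, at 3579 and 2562 CPM, had a ratio of 0.716 (0.708 to 0.723), and Pde6b, at 1256 and 902.8, of 0.719 (0.706 to 0.731). Nr2e3 had a ratio of 0.915 (0.906 to 0.923). Nrl, the transcription factor that sets rod fate, was at 1779 and 2755 CPM, a ratio of 1.55 (1.53 to 1.57), and Gnat2, at 5.96 and 8.24, had a ratio of 1.38 (1.11 to 1.73). Over the 20 rod markers, 15 were below the wild type in rod-like cells, 2 above and 3 not apart from it, with a median ratio of 0.784. Rod-like cells had a median of 1753 UMIs in the wild type and 1462 in the cKO. These ratios run over all rod-like clusters, whose mix differs between the genotypes (6619 wild type and 4544 cKO cells in the cluster led by Rho and Sag, 3925 and 7760 in that led by Nr2e3, Samd7 and Nrl).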

Next, we evaluated cone photoreceptor health using peanut agglutinin (PNA) and M-opsin. The density and pattern of PNA+ and/or M-Opsin+ cone segments in wild type and P56 or 3-month Dicer-cKO_RPC_ retinas were not different (Figures 5A, 5B, and S7E). Furthermore, the photopic b-wave in P28 and P56 cKOs was similar to that of wild types (about 150 μV), suggesting intact, healthy cones (Figures 5C–5E and S6). Hence, early-born cones were not affected in our Dicer-cKO. In 3-month-old Dicer-cKO_RPC_ mice, however, initial functional cone impairments were detected, possibly as a response to the malfunctioning and/or reduced rods at P56 or due to MG impairment,^70^ or both.

To exclude the possibility that the RPE contributed to the observed photoreceptor impairment phenotype as seen in RPE-specific^74^^,^^75^ and MG-specific Dicer-cKO studies,^70^ we examined flat-mounted RPE at P56. We used ZO-1, a marker for the structural and functional integrity of tight junctions (TJs) in the RPE, and Otx2, a marker for RPE nuclei (Figure 5F). There was no reporter expression found in the RPE of wild type and Dicer-cKO mice. The RPE of P56 Dicer-cKO mice was intact and similar to wild type RPE; hence, a direct contribution of the RPE in photoreceptor loss was ruled out.

**Figure 5:**
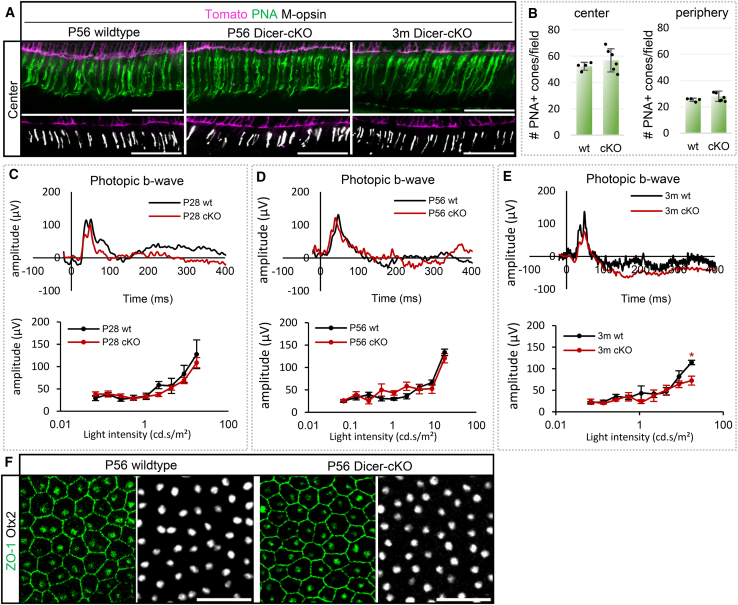
Cone photoreceptors display normal function in young Dicer-cKO mice (A) Antibody labeling against peanut agglutinin (PNA) or M-opsin of central P56 wt or cKO retinas. (B) Absolute number of PNA+ cone segments per field in P56 wt (*n* = 6) and cKO retinas (*n* = 6), mean ± S.D., *p* = 0.454 and 0.412, respectively. Additional data are shown in Figure S7. (C–E) Full-field photopic electroretinogram recordings showing b-wave amplitudes as selected wave forms and intensity-dependent graphs for P28 (C, wt: *n* = 9 vs. cKO: *n* = 10), P56 (D, wt: *n* = 11 vs. cKO: *n* = 7), and 3-month-old (E, wt: *n* = 5 vs. cKO: *n* = 5) wt and cKO mice, mean ± S.E.M., Mann-Whitney-U-test ∗: *p* ≤ 0.05. See additional data in Figure S6. (F) ZO-1 and Otx2 antibody labeling of P56 wt (*n* = 5) or cKO RPE (*n* = 5). Scale bars in A, F: 50 μm. Layer description: see Figure 1. Markers depicted in white are labeled in black font.

### Dicer loss in late retinal progenitor cells leads to a reduction in bipolar cell number and functional deficits

We next analyzed BCs, which are also located in the INL and which form between P0 and P7. According to our P7 transcriptomic data, the cKO BC precursor population was increased at the expense of the mature BC population (Figure 2C), very likely resulting in maturation delays and functional impairments. Furthermore, as mentioned before, BC gene transcripts were reduced in the cKO (bulk RNA-seq, Figure 2E).

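Bipolar genes were lower in the cKO as a group: all 24 tested markers had a negative log2 change, with a median of −1.35 (−1.22 in replicates 2 to 4). The list passed camera (adjusted p = 2.71e-37, and 0.0392 with an estimated correlation). In limma 19 of the 24 fell with the run as a term, 13 with samples blocked on replicate number and 0 with genotype alone, where 23 passed adjusted over the list alone. Prkca (chromosome 11), which encodes the PKC of rod bipolar cells, was at 9364 normalized counts in the wild type and 4401 in the cKO, a log2 change of −1.11 (standard error 0.29, limma adjusted p = 0.275, 0.00258 with the run, 0.0163 blocked). Trpm1, the channel gene of ON bipolar cells, was at 4296 and 1046, a log2 change of −1.99 (standard error 0.39, limma adjusted p = 0.164, 0.00674 with the run). Pcp2 was at 935.9 and 126.3, a log2 change of −2.53 (standard error 0.59, limma adjusted p = 0.222, 0.0144 with the run). Vsx2 (chromosome 12, 84569762 to 84595457), a transcription factor of progenitors and bipolar cells, was at 77430 and 46020, a difference of −40.6% (limma adjusted p = 0.0139 with the run). Isl1 and Scgn fell by 1.35 and 2.10 on the log2 scale with the run as a term. In each of Prkca, Trpm1, Pcp2 and Vsx2 every cKO library was below every wild type library (exact permutation test, two-sided p = 0.0286 each), and the other 3 passed limma with samples blocked as well (adjusted p from 0.0319 to 0.0409).

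**Figure D3:**
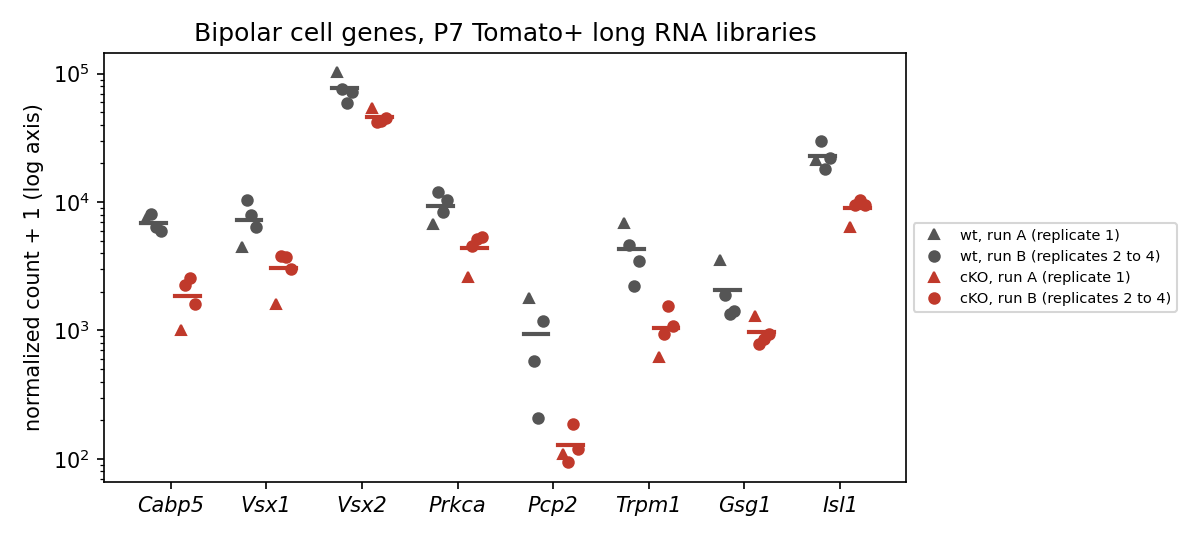
Normalized counts on a log axis for 8 bipolar genes in the 4 wild type and 4 cKO Tomato+ libraries. Triangles are replicate 1, circles replicates 2 to 4 and bars the means; for Prkca the means are 9364 and 4401.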

Although OCT scans did not reveal any cell loss in the INL, we evaluated the overall BC population histologically using antibodies against Otx2 and PKC at P56, the time point at which we found an impaired IPL (Figures 6A–6D and 4C). In the adult retina, Otx2 is a generic BC marker, while PKC labels specifically rod BCs, which constitute approximately one-third of the overall BC population.^76^^,^^77^ In the wild type and Dicer-cKO_RPC_ retinas, Otx2+ BCs were found in the lower INL, adjacent to the OPL, in the central and peripheral retina. The vast majority (88%) of all BCs were reporter+ in both areas. However, the total number of Tomato+Otx2+ BCs was reduced in the cKO compared to the wild type (−26%), and a trend toward reduction was seen in the periphery as well (Figures 6E and 6F). 15%–20% of all Otx2+ BCs were reporter-negative, possibly due to incomplete reporter recombination, cells not being affected by the Dicer-cKO, or loss of their fluorescence tag. Nevertheless, the decrease in BC progenies resulted in a reduction in the overall BC population in the cKO (center: approximately −26%, periphery: approximately −23%; Figure S8).

**Figure 6:**
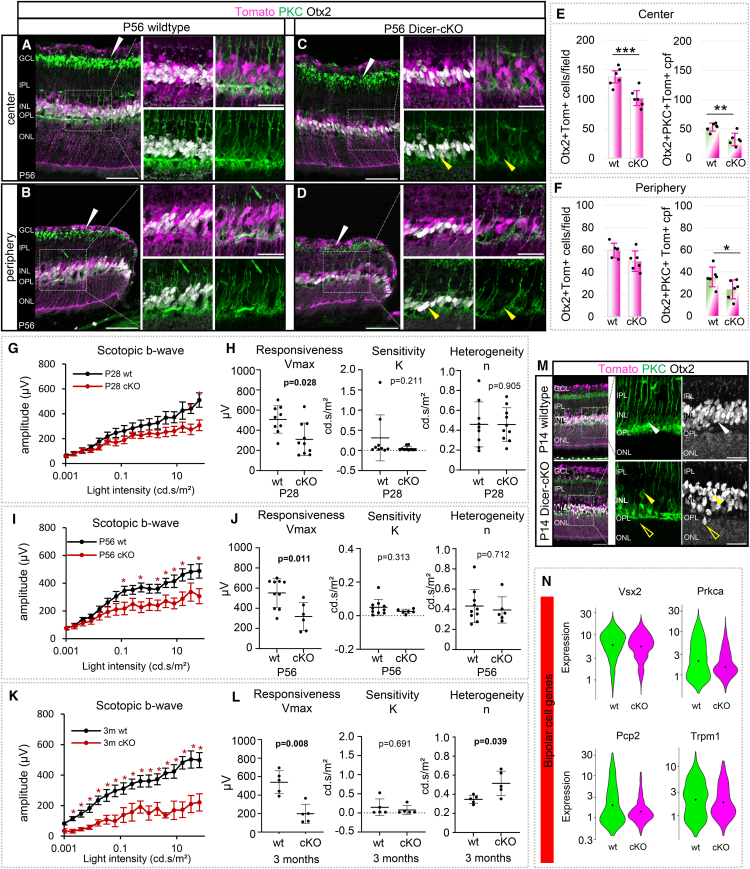
Dicer loss in late RPCs leads to a reduced bipolar cell population and functional defects in the inner retina (A–D) Antibody staining to label Otx2+ overall bipolar cells (BCs) and PKC+ rod BCs of central or peripheral P56 wt or cKO retinas, with insets showing higher magnification; white arrowheads show PKC+ dendrites in IPL; yellow arrowheads show the absence of rod BCs. Markers depicted in white are labeled in black font; additional data are shown in Figure S8. (E and F) Absolute number of Tomato+Otx2+ BCs and Tomato+PKC+Otx2+ rod BCs per field in the central or peripheral retina; wt: *n* = 6, cKO: *n* = 6, mean ± S.D. (G–L) Full-field scotopic electroretinogram recordings showing b-wave amplitudes of P28 (G), P56 (I), and 3-month-old (K) wt and cKO mice. Estimated saturated amplitudes (Vmax, responsiveness), semi-saturation (K, sensitivity), and slope (n, heterogeneity) using the Naka-Rushton equation for P28 (H), P56 (J), and 3-month-old mice (L), P28 wt: *n* = 9 vs. cKO: *n* = 10; P56 wt: *n* = 11 vs. cKO: *n* = 7; 3m wt: *n* = 5 vs. cKO: *n* = 5, mean ± S.E.M. See additional data in Figure S6. (M) PKC and Otx2 antibody labeling of central and peripheral P14 wt (*n* = 4) or cKO (*n* = 3) retinas with insets showing higher magnification; white arrowhead shows wt rod BC, yellow arrowheads displaced rod BCs; unfilled yellow arrowheads displaced PKC-negative Otx2+ cells. (N) Violin plots of the cellular expression of marker genes of BCs in scRNA-seq FACS-purified P7 progenies (*n* = 3 mice per condition, on technical replicate). Significant differences are indicated, Mann-Whitney-U-test: ∗: *p* ≤ 0.05; ∗∗: *p* ≤ 0.01; ∗∗∗: *p* ≤ 0.001). Scale bars: A–D: 50 μm, insets: 25 μm, in M: 50 μm; insets: 25 μm. Layer description: see Figure 1.

The most affected BC type appeared to be the rod BCs. Rod BC somata (PKC+Otx2+) are located in the lower INL. Their processes and dendrites, which are beautifully visualized via PKC, extend to the GCL as well as to the OPL, in both the central and peripheral retina (Figures 6A and 6B, white arrowheads). In the P56 Dicer-cKO_RPC_, rod BCs were present, but their number appeared reduced, and some were dislocated (yellow arrowheads). Furthermore, their processes appeared less dense and less developed (Figures 6C and 6D, white arrowheads). The quantification of the overall number of Tomato+PKC+Otx2+ rod BCs revealed a 40% and 32% reduction in the center and periphery, respectively (Figures 6E and 6F). This deficit resulted in an overall rod BC reduction of 42% in the center and 35% in the periphery in P56 Dicer-cKO_RPC_ retinas (Figure S8).

We next evaluated rod BC function (Figures 6G–6L and S6). In the Dicer-cKO_RPC_, as early as P28, the scotopic b-wave was reduced (∼300 μV vs. wt: ∼550 μV), very likely due to the reduced observed a-wave response. An in-depth analysis using the Naka-Rushton equation revealed a significantly reduced Vmax, i.e., reduced responsiveness. Sensitivity, reflected by the semi-saturation constant (K) as well as heterogeneity, reflected by the slope (n), were, however, surprisingly like wild type values at P28 and P56 (Figures 6H and 6J). In 3-month-old Dicer-cKO_RPC_ mice, the scotopic b-wave amplitudes were approximately 200 μV, indicating a trend toward further functional reduction. 3-month-old cKO mice had a reduced Vmax and a higher slope n, suggesting a potential secondary neuronal degenerative event in the INL at this age, or MG malfunction (Figure 6L).

To determine whether this phenotype onset was observed early, P14 retinal cross sections were evaluated (Figure 6M). Overall, P14 wild type retinas displayed a similar Otx2 and PKC expression pattern as seen in adult wild types. P14 cKO retinas, however, had fewer dense Otx2+ cells (likely due to cell loss), and some cells were found in ectopic locations within the ONL. Rod BCs were reduced, and some were misplaced (Figure 6M, arrowheads) and PKC-negative (unfilled arrowheads). The PKC+ dendrites in the IPL were less dense/less developed, overall displaying the phenotype seen at P56 and confirming developmental defects. Hence, the aforementioned downregulated BC genes (e.g., *Cabp5)* in P7 cKO progenies (bulk RNA-seq, Figure 2E) seemed to be the cause of this outcome. scRNA-seq of P7 BC progenies confirmed these bulk sequencing findings, showing a reduction in important BC genes, including *Prkca* (which encodes PKC), *Vsx2*, *Trpm1*, *Pcp2*, as well as *Cabp5*, *Insm1*, and *Gag1*, in the cKO BC population (Figures 6N and S3B).

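In the bipolar-like cells of the Tomato+ libraries, Trpm1 was at 142.2 CPM in the wild type and 24.5 in the cKO, a ratio of 0.172. Pcp2, at 229.3 and 55.7, had a ratio of 0.243, and Prkca, at 486 and 176.4, a ratio of 0.363 (exact 95% interval 0.349 to 0.377). Cabp5 was at 91.8 and 43.6 CPM, a ratio of 0.474 (0.438 to 0.513), and Vsx2 at 1771 and 1440, a ratio of 0.813. Insm1, a transcription factor of newly formed neurons, was at 61.3 and 108 CPM, a ratio of 1.76 (1.64 to 1.89), and Gsg1 at 107.9 and 222.5, a ratio of 2.06 (2.0 to 2.2). Of the 24 bipolar markers, 20 were below the wild type in these cells, 3 above and 1 not apart from it, at a median ratio of 0.53. The ratios compare 5908 wild type with 7780 cKO bipolar-like cells from 1 library each, and run over clusters whose mix differs between the genotypes (2082 and 1227 cells in one, 1576 and 3010 in another).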

### P56 Dicer-cKO retinas have increased amacrine cell numbers

Since we found some additional faint Prox1+ or Calbindin+ cells in the upper INL in P7 cKOs, we next investigated the ACs in the adult retina. Adult ACs were stained with antibodies against HuC/D and Pax6, both markers that are also in retinal ganglion cells (RGCs) in the GCL (Figures 7A–7D). Similarly, as in P7 retinas, P56 cKO retinas had 1-2 more Pax6+ and HuC/D+ cell layers in the INL (wt center 2–3 Pax6+ HuC/D+ cell layers, wt periphery: 1–2 Pax6+ HuC/D+ cell layers). All HuC/D+ cells were Pax6+, while very few Pax6+ wells were HuC/D-negative and likely MG.^78^^,^^79^^,^^80^ Many of these ACs were Tomato+ (arrowheads) and may have partially compensated for INL cell loss (BCs), which could explain why OCT scans did not show any reduction in the INL. The quantification of the total number of Tomato+HuC/D+Pax6+ ACs in the INL showed a 60% increase in reporter+ ACs in the central cKO retina, and a trend toward an increase (10%) in the periphery compared to wild types (Figures 7E and 7F). The overall amacrine cell population, however, was stable with a trend toward an increase, probably because the vast majority of ACs (∼67%) were generated before the manipulation.

**Figure 7:**
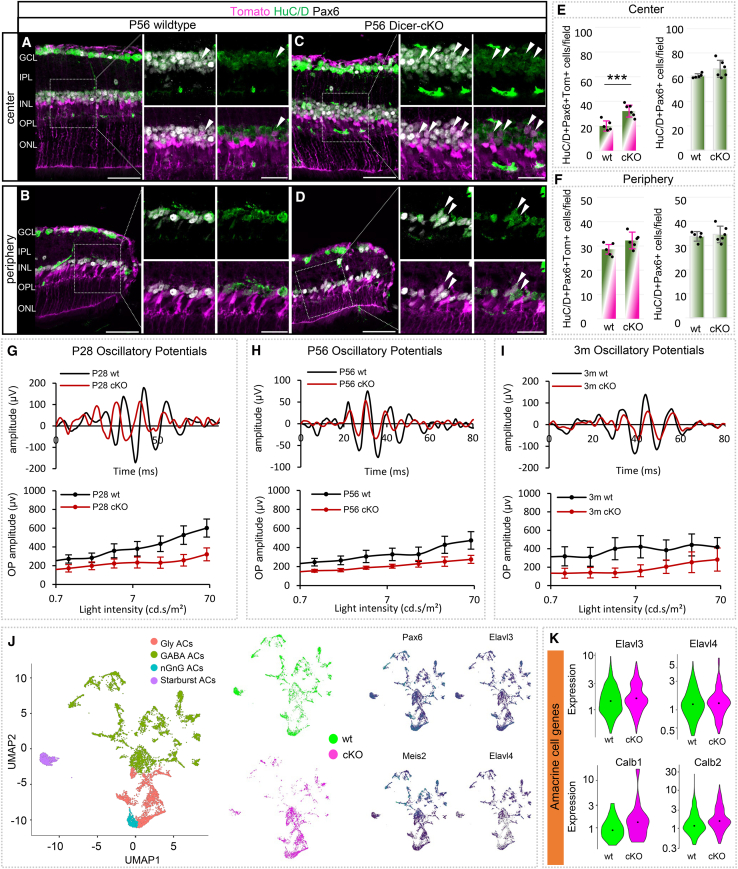
Dicer loss in late RPCs results in an increased amacrine cell population (A–D) Antibody staining against HuC/D and Pax6 to label amacrine cells (ACs) in the central or peripheral P56 wt or cKO retina, with insets in higher magnification; white arrows show AC progenies, partially arranged in clusters in the cKO. Markers depicted in white are labeled in black font. (E and F) Absolute number of Tomato+ Pax6+ HuC/D+ ACs and the overall number of Pax6+HuC/D+ ACs per field in the central or peripheral retina; wt: *n* = 5, cKO: *n* = 6, mean ± S.D. (G–I) Oscillatory potential (OP) amplitudes of full-field scotopic electroretinogram recordings showing selected wave forms and intensity-dependent graphs for P28 (G, wt: *n* = 8, cKO: *n* = 5), P56 (H, wt: *n* = 10, cKO: *n* = 6), and 3-month-old wt and cKO mice (I, wt: *n* = 5, cKO: *n* = 4), mean ± S.E.M. See additional data in Figure S6. (J) UMAP-dimension reduction of scRNA-seq (one technical replicate) FACS-purified integrated P7 Tomato+ wild type (WT, *n* = 3) and Dicer-cKO (cKO, *n* = 3) progenies, colored by annotated cell population or cell type as determined by marker gene expression, with representation of selected AC transcripts. (K) Violin plots of the cellular expression of selected AC transcripts in scRNA-seq P7 progenies (*n* = 3 mice per condition, on technical replicate), additional data are shown in Figure S9. Significant differences are indicated, Mann-Whitney-U-test: ∗: *p* ≤ 0.05; ∗∗: *p* ≤ 0.01; ∗∗∗: *p* ≤ 0.005. Scale bars in A–D, insets 25 μm. Layer description: see Figure 1.

To investigate whether this ectopic cell population impacts retina function, oscillatory potentials (OPs) were evaluated (Figures 7G–7I and S6). OPs reflect inner retinal activity, predominantly neuronal synaptic activity in inhibitory feedback pathways mediated by ACs. They exhibit rapid changes in adaptation and represent both photopic and scotopic processes, hence depend on photoreceptor and BC input. The OPs of wild types across all ages analyzed were approximately the same, with amplitudes ranging between 400 and 600 μV. The OPs in the cKO mice did not show any significant differences (*p* values for highest intensities obtained: P28 wt vs. cKO: *p* = 0.065; P56 wt vs. cKO: *p* = 0.181, 3m wt vs. cKO: *p* = 0.786). However, a trend toward a reduced amplitude (300 μV) was observed at all ages. This is very likely predominantly due to the decreased input (a- and b-wave, Figures 4D–4F and 6G–6L^81^). It, however, could also suggest possible amacrine cell impairment/rewiring events.

Since we identified some ectopic ACs in our adult cKOs, we extracted the AC-progeny population from the P7 scRNA-seq dataset to evaluate its composition in the wild type and cKO (Figures 7J and 7K). The major populations found within the P7 wild type AC fraction based on marker expression (Figure S9A) included glycinergic (born E16-P1) and GABAergic ACs (born E14-P0) as well as cholinergic Starburst ACs (born E8-E16) and non-GABAergic non-glycinergic ACs (nGnG, born postnatally, Figure 7J).^82^^,^^83^ Interestingly, the comparison of cell counts and proportions found in cKOs showed alterations in both the absolute and relative numbers (Figures S9B and S9C). 

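The amacrine-like cells were clustered again on their own, 2629 wild type and 3836 cKO Tomato+ cells together with 9670 wild type and 6892 cKO Tomato-negative cells. A sub-cluster was named after a subtype when at least 3 of its markers were at least 1.25 times as high as in the other amacrine-like cells, a fold that was set after seeing the data because most of these cells carry GABAergic genes. At a fold of 2, the limit used for the classes, fewer sub-clusters take a name. Glycinergic sub-clusters were recognised by Slc6a9, which encodes the glycine transporter, and Ebf1 or Dab1, GABAergic ones by Gad1, Slc6a1 or Slc32a1, and Starburst ones by Chat and Slc18a3. The nGnG name rests on a single sub-cluster with Neurod6, Ppp1r17 and Neurod2, whose leading genes also included Ptf1a, Sox11 and Igfbpl1, genes of immature amacrine cells. Another sub-cluster with the same 3 markers stayed unnamed because its leading genes were rod genes, and it held 141 wild type and 532 cKO Tomato+ cells. Unnamed cells made up 34.2% of the wild type and 47.9% of the cKO Tomato+ amacrine-like cells, so all subtype shares are of a whole that includes them.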

The predominant cKO AC populations were glycinergic and nGnG ACs (Figures 7J, S9B, and S9C), both of which were late-born. Furthermore, overall, the GABAergic (early-born) ACs were reduced, but not only within the progenies (Tomato+) but also within the non-progenies (Tomato-negative, Figure S9B). This could suggest not only a direct but also an indirect impairment of GABA-signaling in the cKO. 

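In the cKO Tomato+ library, glycinergic amacrine-like cells were the largest named subtype with 36.5% (exact 95% interval 35.0 to 38.1) of the 3836 amacrine-like cells. Their share was 17.6% at a resolution of 0.5, 17.3% without doublets and 11.4% with at least 1200 UMIs per cell, where more cells stayed unnamed. The nGnG sub-cluster followed with 9.36% (8.46 to 10.3) and GABAergic cells with 6.02% (5.29 to 6.82). Starburst-like cells made up 0.209% (0.09 to 0.411), or 8 cells.

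**Figure D4:**
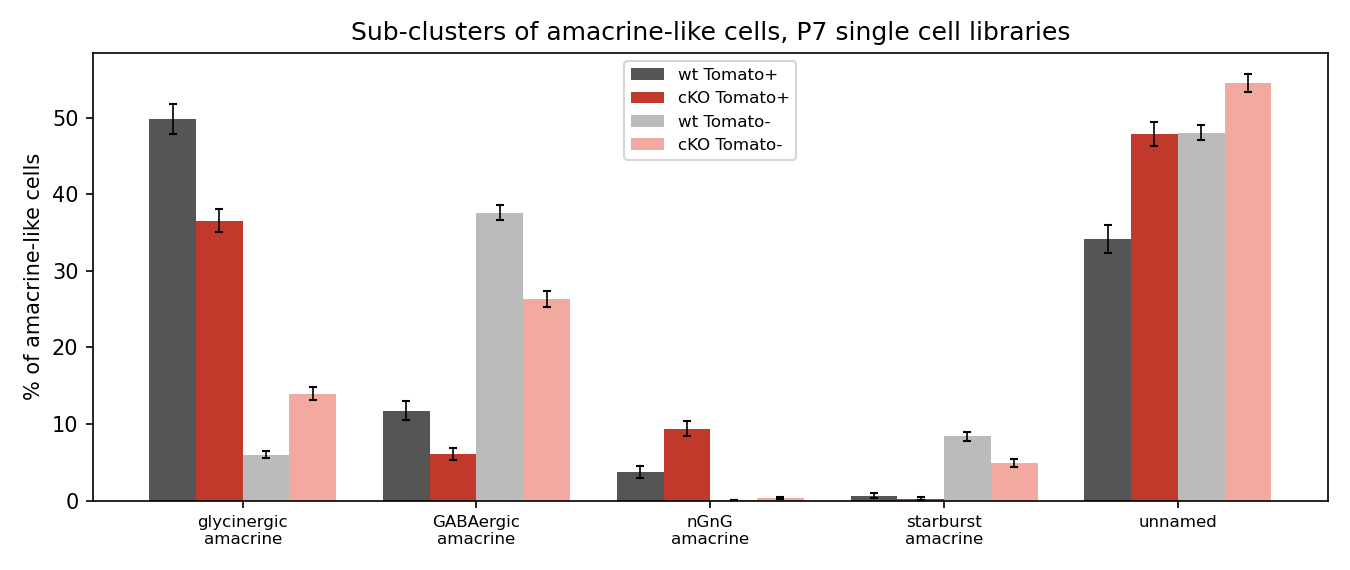
Share of each amacrine subtype, in percent of the amacrine-like cells of a library, for wild type and cKO Tomato+ and Tomato-negative libraries. Bars are single libraries with exact binomial 95% intervals, and GABAergic cells take 6.02% of the cKO Tomato+ library.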

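GABAergic amacrine-like cells numbered 307 in the wild type and 231 in the cKO Tomato+ library, and the cKO share of all amacrine-like cells was 0.516 times the wild type share. Among Tomato-negative cells they numbered 3634 in the wild type and 1815 in the cKO, which is 37.6% (exact 95% interval 36.6 to 38.6) and 26.3% (25.3 to 27.4) of the amacrine-like cells, a ratio of 0.701. Starburst-like cells, another early-born subtype, made up 8.37% of the wild type and 4.86% of the cKO Tomato-negative amacrine-like cells, a ratio of 0.581.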

Glycinergic (late-born) ACs, on the other hand, were the dominating AC population in the P7 cKO. nGnG ACs, though (also late-born), seemed reduced (Figures S9B and S9C).

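Glycinergic amacrine-like cells numbered 1310 in the wild type and 1402 in the cKO Tomato+ library. Among Tomato-negative cells they numbered 579 in the wild type and 963 in the cKO, 5.99% and 14.0% of the amacrine-like cells, a ratio of 2.33. This ratio was 1.46 at a resolution of 0.5 and 1.60 with at least 1200 UMIs per cell. Cells of the nGnG sub-cluster numbered 97 in the wild type and 359 in the cKO Tomato+ library, and 3 and 24 in the Tomato-negative libraries. Under each other setting that was run, no sub-cluster took the nGnG name.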

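In bulk RNA-seq of the Tomato+ progenies, Elavl3 (ENSMUSG00000003410, chromosome 9 of GRCm38, 22015005 to 22052023) was at 493.4 ± 67.0 normalized counts in the wild type (SD, n = 3) and 853.7 ± 184 in the cKO (SD, n = 4), a difference of +73.0% (+67.2% in replicates 2 to 4). The deposited table holds no value for wild type replicate 1, which leaves 7 libraries. Its log2 change was 0.77 (standard error 0.29, limma adjusted p = 0.613, 0.184 with the run as a term), and every cKO library was above every wild type library with a value (exact permutation test, two-sided p = 0.0571). With the value that Table S1 of the paper gives for the missing library, the log2 change was 0.72 (limma adjusted p = 0.565). Elavl4 (chromosome 4, 110203722 to 110351909) was at 1343 ± 624 and 1608 ± 660 (SD, n = 4 each), a log2 change of 0.30 (standard error 0.50, limma adjusted p = 1, 0.461 with the run), less than the spread between its replicates.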

As mentioned earlier, among the genes upregulated in the P7 cKO bulk RNA-seq dataset were the AC genes *Elavl3* and *Elavl4* (Figure 2E), which encode HuC and HuD, respectively. Not much is known about *Elavl3/4* in the retina. However, *Elavl* genes are highly conserved across species^84^^,^^85^^,^^86^ and play a role in neuronal differentiation, maintenance, and axogenesis in the brain, as well as AC subtype differentiation during retinogenesis for maintaining normal retinal function in the retina.^63^^,^^65^

P7 scRNA-seq revealed that *Elavl3* was expressed in all AC subtypes together with *Pax6*, *Meis2*, and *Calb2* (encodes for Calretinin, Figures 7J and S9A). It seemed to have somewhat higher levels in the glycinergic and nGnG ACs, though. 

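A UMI of Elavl3 was found in 54.7% of glycinergic, 61.2% of GABAergic and 74.2% of nGnG amacrine-like cells of the wild type Tomato+ library, and in 62.9% of Starburst-like cells of the wild type Tomato-negative library. Rod-like cells, which should lack the gene, held one in 1.68% in the wild type Tomato+ and in 10.85% in the wild type Tomato-negative library. The median depth was 2634 UMIs in glycinergic, 2934 in GABAergic, 3634 in nGnG and 1753 in rod-like cells. In the cKO the shares were 49.2% of glycinergic, 45.0% of GABAergic and 71.9% of nGnG cells, at median depths of 1772.5, 1582 and 2546 UMIs. With every cell thinned to 500 UMIs, the shares in the wild type were 15.7% of glycinergic, 16.0% of GABAergic and 22.7% of nGnG cells. The cKO then had 18.8% of glycinergic, 17.8% of GABAergic and 20.9% of nGnG cells. Pax6 was found in 91.2% of glycinergic, 92.2% of GABAergic and 93.8% of nGnG wild type cells, against 9.69% of rod-like cells. Calb2, the gene of calretinin, was found in 19.6% of glycinergic, 2.61% of GABAergic and 54.6% of nGnG wild type cells and in 0.96% of rod-like cells. Meis2 was found in 27.3% of glycinergic, 45.0% of GABAergic and 32.0% of nGnG wild type cells, and in 41.1% of rod-like cells, which had less depth.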

*Elavl4* was also found across all AC populations, yet it appeared to be more restricted to GABAergic ACs, which co-expressed Slc6a1 (encoding GABA transporter 1, GAT1) and Gad1 (encoding glutamic acid decarboxylase (GAD) 67). 

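A UMI of Elavl4 was found in 51.8% of GABAergic, 24.7% of nGnG and 14.4% of glycinergic wild type Tomato+ amacrine-like cells, and in 10.8% of wild type Tomato-negative Starburst-like cells, where rod-like cells of that library held it in 6.62%. At 500 UMIs per cell these 2 shares were 2.22% (exact 95% interval 1.32 to 3.49) and 1.84% (1.22 to 2.67), so Elavl4 in Starburst-like cells was not apart from rod-like cells. The rod-like cells of the wild type Tomato+ library held it in 1.09%, at a median depth of 1753 UMIs against 2934 in GABAergic and 2634 in glycinergic cells. At 500 UMIs per cell the wild type shares were 15.0% of GABAergic, 4.12% of nGnG and 2.14% of glycinergic cells. Slc6a1 was found in 62.2% of GABAergic and 6.79% of glycinergic wild type cells, against 1.93% of rod-like cells. Gad1 was found in 43.0% of GABAergic, 0.69% of glycinergic and 0.37% of rod-like wild type cells. In the cKO, 29.9% of GABAergic cells held a UMI of Elavl4, 53.7% one of Slc6a1 and 26.4% one of Gad1, at a median of 1582 UMIs per cell. At 500 UMIs per cell the wild type and cKO shares of GABAergic cells were 15.0% and 9.09% for Elavl4, 11.1% and 8.66% for Gad1, and 16.9% and 22.1% for Slc6a1, which turned its direction.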

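Of the 2629 wild type Tomato+ amacrine-like cells, 49.8% (exact 95% interval 47.9 to 51.8) were glycinergic, 11.7% (10.5 to 13.0) GABAergic and 3.69% (3.00 to 4.48) of the nGnG sub-cluster. Starburst-like cells made up 0.647% (0.377 to 1.03). The rest carried no subtype name. The glycinergic share was 22.6% at a resolution of 0.5, 23.5% without doublets and 20.4% with at least 1200 UMIs per cell.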

A quantification of the cell counts and proportions of the wild type AC progenies revealed that the major populations found were glycinergic (largest), GABAergic, and nGnG ACs (Figures 7K and S9B). In the cKO, an even larger glycinergic but smaller nGnG population was found compared to wild types (Figures 7K, S9B, and S9C). Therefore, although the overall AC fraction/population in the P7 cKO was similar to that in wild types (Figure 2C), the composition of cKO AC subtypes was different. This suggests a role of Dicer/mature miRNAs in AC subtype specification. Moreover, the overall number of captured ACs in the cKO (Tomato+ and Tomato-negative cells) was lower than in the wild type (Figure S9C). 

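The share of glycinergic cells among cKO Tomato+ amacrine-like cells was 0.733 times that of the wild type. For the nGnG sub-cluster the ratio was 2.54, and for Starburst-like cells, with 17 and 8 cells, 0.323. The glycinergic ratio was 0.779 at a resolution of 0.5 and 0.557 with at least 1200 UMIs per cell, so it was below 1 in both. Unnamed sub-clusters led by rod genes grew from 142 to 363 and from 141 to 532 cells between wild type and cKO Tomato+, and the first of these carried glycinergic markers.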

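Counted over both fractions, amacrine-like cells were captured 2629 times in wild type Tomato+ and 9670 times in wild type Tomato-negative cells. In the cKO, 3836 were captured in the Tomato+ and 6892 in the Tomato-negative library. The cKO libraries held more cells of all classes together, 53055 against 33176 for Tomato+ and 27826 against 17524 for Tomato-negative.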

Since we found higher cell numbers histologically, the cKO ACs (even those without the reporter) may be more fragile/impaired and have died during cell sorting. Nevertheless, the evaluation of the AC gene expression in these P7 cKO AC-progenies showed increased levels of *Elavl3 and Elavl4*, as well as *Calb1* and *Calb2* (Figure 7K), confirming our bulk RNA-seq data (Figure 2E).

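In amacrine-like cells of the Tomato+ libraries, Elavl3 was at 315.5 CPM in the wild type and 312.7 in the cKO, a ratio of 0.991 (exact 95% interval 0.941 to 1.04). Elavl4 was at 123.8 and 69.4, a ratio of 0.56 (0.508 to 0.618). Calb2 was at 104.3 and 153.5 CPM, a ratio of 1.47 (1.35 to 1.60). Calb1, the gene of calbindin, had 32 UMIs in the wild type and 35 in the cKO, and its ratio of 0.928 (0.558 to 1.55) shows no difference detectable at this depth. Gad1 had a ratio of 0.393, Slc6a1 of 0.69, Pax6 of 0.801 and Meis2 of 0.93. These ratios run over all amacrine-like cells, whose subtype mix differs between the genotypes (wild type and cKO: GABAergic 11.7% and 6.02%, nGnG 3.69% and 9.36%, unnamed 34.2% and 47.9%). Within GABAergic cells, where Gad1, Elavl4 and Slc6a1 had their highest Tomato+ CPM, the ratio was 0.771 for Gad1 (0.598 to 0.986), 0.731 for Elavl4 (0.584 to 0.908) and 1.19 for Slc6a1 (1.02 to 1.40), so part of the lower values can come from the mix. Of the 22 amacrine markers, 13 were below the wild type, 4 above and 5 not apart from it, at a median ratio of 0.774. When every cell was thinned to 500 UMIs, the ratio of Elavl3 was 1.03, that of Meis2 1.04 and that of Calb2 1.09, while that of Calb1, from few UMIs, was 2.51.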

Since we found ectopic Calbindin+ cells and increased transcripts in the P7 cKO retina (Figures 1I and 7K), we next evaluated this population in P56 retinas. In the P56 wild type, Calbindin+ ACs are located in the upper INL, with about 40% of them expressing choline acetyltransferase (ChAT, Figures 8A and 8B ). Calbindin labeling also beautifully visualizes the synaptic interactions in the IPL, which appear as three distinct synapse lines in the central retina (arrows). ChAT+ cells were found in the upper INL and GCL with synaptic connections in the IPL, overlaying the first and third Calbindin synapse layer. In the P56 cKO retinas, similar to the observations made at P7, many Calbindin+ cells were found in the upper INL. These cells were partly Tomato+ but mostly ChAT-negative (Figures 8C and 8D, Tomato+ arrowheads, Tomato-negative unfilled arrowheads). The quantification of the number of Tomato+Calbindin+ cells showed that numbers were doubled/tripled in the central cKO retina, compared to the wild type (Figures 8E and 8F). This led to an overall increase in the Calbindin+ AC population in the upper INL in the cKOs. Calbindin+ ACs, however, constitute only a minority of the overall population (∼20–30%). In the periphery, however, no AC increase was observed; yet, a trend toward increased Tomato+Calbindin+ ACs and overall Calbindin+ ACs was noted (Figures 8E and 8F). Nevertheless, the increased presumptive AC population seen at P7 was still present at P28 (Figure 8G arrowheads) and remained until P56. The rather loose-appearing processes in the IPL seen at P7 were still present at P28 and P56 and were also ChAT+ (Figures 8C, 8D, and 8G), which, however, did not result in significant functional AC impairments (OPs, Figures 7G–7I).

**Figure 8:**
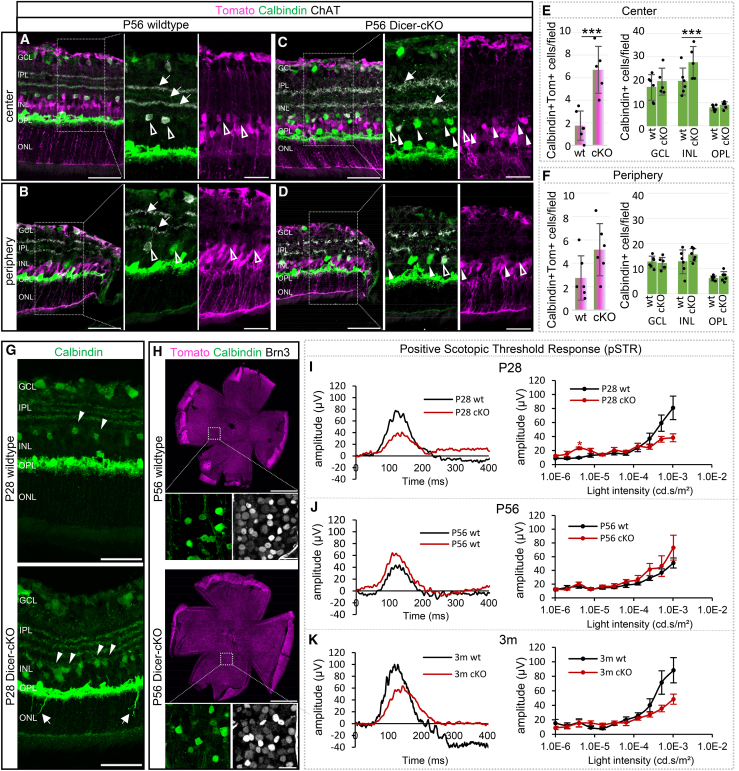
Dicer loss in late RPCs leads to an increased Calbindin+ amacrine cell population but does not affect ganglion cells (A–D) Antibody staining against Calbindin and choline acetyltransferase (ChAT) to label amacrine cells (ACs) in central or peripheral P56 wt or cKO retinas, with insets in higher magnification; arrows show stratification in IPL, white arrowheads Tomato+ ACs; unfilled arrowheads indicate Tomato-negative ACs. Markers depicted in white are labeled in black font. (E and F) Absolute numbers of Tomato+Calbindin+ cells per field in the INL and the overall number of Calbindin+ cells in the GCL, upper INL, and lower INL/OPL of central and the peripheral retinas; wt: *n* = 6, cKO: *n* = 6, mean ± S.D. (G) Calbindin labeling of P28 wt (*n* = 4) and cKO (*n* = 4) retinal cross sections showing ectopic horizontal cell neurites (arrows) in regions with high amacrine cell density (arrowheads) in cKO retinas. (H) Calbindin and Brn3 labeling of retinal flatmounts to visualize ACs and ganglion cells in the GCL of P56 wt and cKO mice, with insets showing higher magnifications. (I–K) Selected wave forms and intensity graphs of positive scotopic threshold responses (pSTRs) of full-field scotopic electroretinogram recordings of P28 (I, wt: *n* = 9, cKO: *n* = 10), P56 (J, wt: *n* = 10, cKO: *n* = 6), and 3-month-old wt and cKO mice (K,: *n* = 5 cKO: *n* = 5), mean ± S.E.M. See additional data in Figure S6. Significant differences are indicated, Mann-Whitney-U-test: ∗: *p* ≤ 0.05; ∗∗: *p* ≤ 0.01; ∗∗∗: *p* ≤ 0.001. Scale bars in A–D, insets: 25 μm, scale bars in G: 50 μm, scale bars in flat-mounted retinas in H: 1 mm, GCL insets: 25 μm. Layer description: see Figure 1.

### Horizontal cells and retinal ganglion cells are not directly affected by miRNA loss in late RPCs

Because Calbindin is also expressed in RGCs and displaced ACs in the GCL, as well as HCs in the lower INL, adjacent to the OPL, we included these cell types in our analysis. RGCs and HC are early-born cell types that should not be affected by Dicer loss in postnatal RPCs/precursors. Indeed, HCs and RGCs were reporter-negative in both conditions, and cell numbers were similar in both conditions (Calbindin+ cell number counts in GCL and OPL are given in Figures 8E and 8F). However, although HCs were reporter-negative, they exhibited some morphological abnormalities, specifically ectopic neurites extending into the ONL (Figure 8G, arrows). This was particularly evident in areas with a higher AC density, suggesting some neuronal remodeling. A similar phenotype was reported in the *Chx10Cre*: *Dicer-cKO*, which, however, had its onset at embryonic stage.^34^ On a different note, some of these ectopic Calbindin+ ACs had cell bodies that somewhat resembled the typical MG somata (Figure 8G).

We next examined RGC pattern and density in retinal flatmounts and used antibodies against Calbindin in combination with antibodies against Brn3 (Figure 8H). We did not detect any density difference in all 4 quadrants in the wild type and Dicer-cKO, confirming our observation in cross sections. We concluded that RGCs were not affected (Brn3: wt 105 ± 2 cells/field vs. cKO: 104 ± 3 cells/field, Calbindin: wt: ∼13 ± 4 cells/field vs. cKO: 12 ± 1 cells/field, wt *n* = 3, cKO *n* = 3).

To measure RGC function, the positive scotopic threshold response (pSTR) was evaluated in P28, P56, and 3-month-old wild types and Dicer-cKO_RPC_ mice. The pSTR reflects activity in RGCs and a subpopulation of ACs.^87^ At all ages analyzed, we could not detect any significant differences between wild type and cKO pSTRs (Figures 8I–8K and S6D, *p* values for highest intensities obtained: P28 wt vs. cKO: *p* = 0.065; P56 wt vs. cKO: *p* = 0.875, 3m wt vs. cKO: *p* = 0.095). There was, however, a trend toward reduced amplitudes in P28 and 3-month-old cKOs, which is likely a result of the already decreased input (a- and b-wave). The slightly improved waveforms at P56 are unexpected and interesting. This could indicate a potential compensatory mechanism in the cKO at this stage and should be further analyzed in subsequent experiments.

### Possible miRNA regulators of the Dicer-cKO_RPC_ phenotype

We next aimed to identify possible miRNA candidates that might be involved in the observed Dicer-cKO phenotype. 

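Small RNA-seq covered 3 wild type and 3 cKO libraries of sorted P7 Tomato+ cells, made with the SMARTer smRNA-Seq kit. The authors cut adapters with cutadapt 5.0, mapped reads to mm10 with STAR 2.5.0c and counted them per gene with HTSeq 0.6.0, so a value belongs to a miRNA gene and does not tell its 5p and 3p arms apart. They divided the miRNA counts by size factors taken from all other genes of the same libraries, which keeps a fall of all miRNAs visible. Every positive value was a whole multiple of the smallest value of its library, which gave back 115406 to 448849 miRNA reads per library, with 313 to 393 miRNAs above 0. The 205 miRNAs with a mean of at least 10 normalized counts were tested with limma on log2(normalized count + 1). Summed over all miRNAs, the wild type libraries held 366911 ± 31273 normalized counts (SD, n = 3) and the cKO libraries 213712 ± 72048 (SD, n = 3), a difference of −41.8%. Every cKO library was below every wild type library (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). The cKO libraries differed among themselves, with totals of 152433, 293082 and 195622. The recovered miRNA reads were 419223, 448849 and 440406 in the wild type and 115406, 375194 and 227689 in the cKO. Scaling to equal miRNA totals or by the median of ratios over miRNAs removes a fall of all miRNAs by construction and so does not test it, and with them the median log2 change of the tested miRNAs was 0.22 and −0.02 instead of −0.59.

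**Figure D5:**
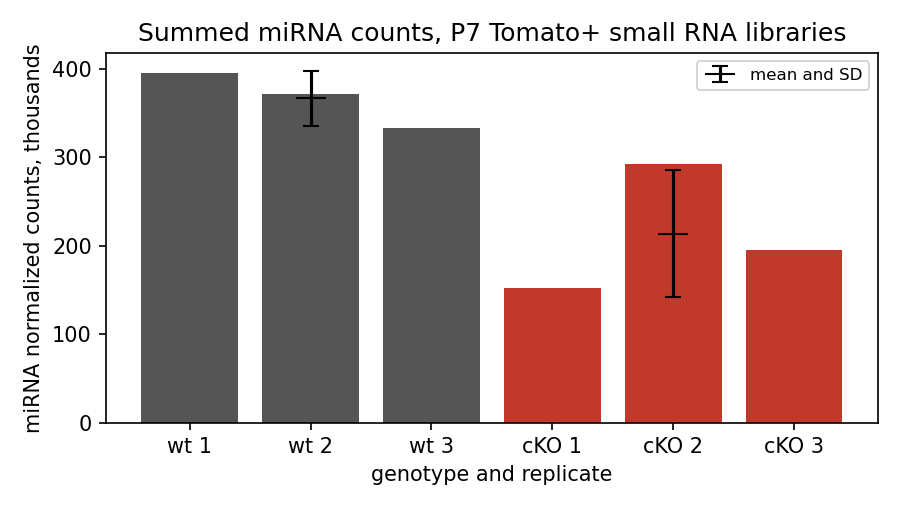
Sum of normalized counts over all miRNAs in the 3 wild type and 3 cKO Tomato+ small RNA libraries. Bars are libraries, and dashes with error bars are the mean with SD. The cKO mean of 213712 lies below the wild type mean of 366911 under the scaling by non-miRNA reads.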

We performed and evaluated the data of small RNA-seq, which includes miRNAs, of FACS-purified P7 wild type and Dicer-cKO_RPC_ retinas. 

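The table of small RNA-seq counts listed 1191 miRNA genes, of which 512 were above 0 in at least 1 of the 6 libraries. In the wild type, 473 had a mean above 0, or 39.7% of those listed. With a wild type mean of at least 1 normalized count there were 354 (29.7%), with at least 5 there were 252 (21.2%), and with at least 10 there were 208 (17.5%).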

Dicer deletion results in interrupting the miRNA maturation of most, not all, miRNAs.^88^^,^^89^^,^^90^ Out of a total of 1200 miRNAs found in our dataset, 285 (∼24%) had detectable expression levels in the P7 wild type. 

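Of the 473 miRNAs with a wild type mean above 0, 374 (79.1%) had a lower mean in the cKO. The largest difference among the abundant ones was that of Mir183, the first member of the sensory miR-183/96/182 cluster, at −71.7%. Of the 205 tested miRNAs, 177 had a negative log2 change, and 53 (25.9%) had all 3 cKO libraries below all 3 wild type libraries, a share that chance gives in 5% of miRNAs, while 4 (2%) had all above. None passed limma at an adjusted p under 0.05, where 44 had an unadjusted p under 0.05, 42 of them lower in the cKO. DESeq2 called 1 lower (Mir183) and edgeR called 0, with 32 unadjusted. Without cKO replicate 2, limma called 73 lower, and without any other single library it called 0 (16 to 33 at an unadjusted p under 0.05). Scaled to equal miRNA totals, 203 of the 473 had a lower mean, limma called 6 higher and 1 lower, and with the median of ratios 270 had a lower mean and limma called 1 higher and 2 lower. The paper takes the lower counts across detectable miRNAs as added evidence that Dicer was deleted and the making of miRNAs impaired. It had shown the loss of the floxed exon by PCR of retinal lysates and in the RNA-seq reads of cKO Tomato+ cells.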

216 miRNAs out of these 285 miRNAs (∼76%) were downregulated in the cKO (up to 72% reduction), confirming successful Dicer deletion and impairment of miRNA biogenesis. The top 20 P7 wild type miRNAs and their expression levels in the cKO are shown in a heatmap in Figure 9A and are listed in Table S2. Among these top miRNAs were the let-7 family (with let-7b having the highest expression levels), as well as miR-183 and miR-204. 

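Mirlet7b had the highest wild type mean, 124500 ± 13710 normalized counts (SD, n = 3), against 70620 ± 17660 in the cKO (SD, n = 3), a log2 change of −0.84 (limma adjusted p = 0.182). Mir183 came second at 66580 ± 11890 and 18850 ± 10150 (SD, n = 3 each), a log2 change of −1.94 (standard error 0.39, limma adjusted p = 0.109). Mirlet7g was at 29390 and 19460, Mirlet7i at 16090 and 8839, and Mir204, a miRNA known from pigment epithelium and neural retina, at 13110 ± 2414 and 9191 ± 5379 (SD, n = 3 each). The 12 let-7 loci together were at 184676 ± 22233 in the wild type and 106657 ± 34119 in the cKO (SD, n = 3 each), −42.2% (exact permutation test, two-sided p = 0.1), and made up 50.3% and 49.9% of all miRNA counts. The miR-183/96/182 cluster differed by −67.7%, from 75158 ± 13347 to 24264 ± 14069 (SD, n = 3 each). Among the 20 miRNAs highest in the wild type, Mir130a (+24.9%), Mir328 (+13.1%) and Mir674 (+2.9%) had a higher mean in the cKO. The directions depend on the scaling: with libraries scaled to equal miRNA totals the log2 change of Mirlet7b was −0.01 and that of Mir204 turned to 0.09, while Mir183 was at −1.12.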

We next used the Diana Tool microT to identify predicted targets of the top 20 miRNAs. We found about 12,660 hits with an interaction score of 0.7–1. 

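Of the 18188 tested genes, 4214 (23.2%) had a cKO mean at least 20% above the wild type mean in bulk RNA-seq. In 3296 of them the log2 change was positive both in replicate 1 and in replicates 2 to 4. Of the 4214, limma called 3 with genotype alone and 263 with the run as a term.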

We then compared this list of predicted targets of the top 20 downregulated miRNAs in the P7 cKO with the list of upregulated genes in the P7 cKO (at least 20% increase). We found 164 matches. Gene ontology (https://pantherdb.org) identified the biological processes in which these genes are involved (Figure 9B; Table S3). Major processes included synapse formation, signaling, and axon guidance, which might explain some of the observed differentiation deficits of differentiating neurons. Nucleokinesis and radial glia migration/cell motility were also prominent biological processes and a possible explanation for the displaced Sox2+/Sox9+ cells in the cKO. Processes related to photoreceptor and amacrine cell differentiation were also identified, which may be the reason for the robust rod cell status in the cKO and the ectopic AC population we observed. The genes associated with these major processes and their targeting miRNAs were *Sun1* (Sad1 And UNC84 domain containing 1) and *Syne2* (spectrin repeat containing nuclear envelope protein 2), involved in glial/nuclear migration. *Sun1* was found to be upregulated in the P7 cKO bulk RNA by 1.2-fold/23% (Table S1). Both genes are regulated by miR-181c/182/484 (Figure 9C; Table S1). 

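Sun1 (ENSMUSG00000036817, chromosome 5 of GRCm38, 139200637 to 139249840), which encodes a protein of the inner nuclear membrane, was at 5134 ± 1748 normalized counts in the wild type and 6300 ± 2571 in the cKO (SD, n = 4 each). The difference of +22.7% was +15.6% in replicates 2 to 4, and cKO replicate 1 alone was at 10112.0. Without that library the difference turned to −2.0%, a comparison that keeps wild type replicate 1, taken as the same run. In replicate 1 and in replicates 2 to 4, each taken alone, the cKO was higher. The log2 change was 0.28 (limma adjusted p = 1, 0.459 with the run as a term), less than the spread between replicates. Syne2 (chromosome 12, 75818134 to 76110926), the gene of a nesprin that binds Sun1, was at 2881 ± 514 and 3785 ± 859 (SD, n = 4 each), +31.4% and +12.5% in replicates 2 to 4 (limma adjusted p = 1, 0.357 with the run). Syne1, the gene given in Table S1, was at 186.5 and 142.4, a difference of −23.6%.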

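Sox9 (ENSMUSG00000000567, chromosome 11 of GRCm38, 112782224 to 112787760) was at 6092 ± 1252 normalized counts in the wild type and 9465 ± 2553 in the cKO (SD, n = 4 each), +55.4% and +53.8% in replicates 2 to 4. Its log2 change was 0.62 (standard error 0.26, limma adjusted p = 0.72, 0.15 with the run as a term; exact permutation test, two-sided p = 0.0571). Casz1 (chromosome 4, 148804429 to 148954889), a zinc finger transcription factor, was at 2531 ± 814 and 3141 ± 1362 (SD, n = 4 each), +24.1% and +13.2% in replicates 2 to 4, with a log2 change of 0.28 (limma adjusted p = 1, 0.469 with the run) and cKO replicate 1 alone at 5182.8. Without that library the difference turned to −2.8%, again with wild type replicate 1 kept. In replicate 1 and in replicates 2 to 4, each taken alone, Casz1 was higher in the cKO.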

*Sox9* (1.6-fold/55% increase in cKO) and *Casz1* (Castor zinc finger 1, 1.2-fold/24% increase in cKO) were associated with photoreceptor differentiation and are targeted by the let-7 family and miR-151, respectively. 

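Hes1 (ENSMUSG00000022528, chromosome 16 of GRCm38, 30064384 to 30067796), a repressor downstream of Notch, had a cKO mean 41.4% above the wild type mean in bulk RNA-seq, and 86.0% above it in replicates 2 to 4. Without cKO replicate 4 the difference was +4.8%. Its log2 change of 0.43 did not pass limma (adjusted p = 1, 0.591 with the run as a term).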

*Hes1* (1.4-fold/41% increase in cKO) and *Casz1* play a role in ACs differentiation. 

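Hes5 (ENSMUSG00000048001, chromosome 4 of GRCm38, 154960923 to 154962371), another repressor downstream of Notch, was at 3296 ± 708 normalized counts in the wild type and 4223 ± 2039 in the cKO (SD, n = 4 each). The difference was +28.1%, and +62.8% in replicates 2 to 4 and +1.3% without cKO replicate 4, with a log2 change of 0.25 (limma adjusted p = 1, 0.734 with the run as a term).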

*Hes5* (1.3-fold/28% increase in cKO) is regulated by miR-182 (Figure 9C; Table S1). Notably, *Casz1*, which appeared in two different processes, is a well-studied gene. It not only regulates photoreceptor differentiation but also maintains late RPC identity.^91^^,^^92^^,^^93^ *Sox9* and *Hes1* are key factors in embryonic and postnatal brain/retinal development, as well as essential for glial development.^94^^,^^95^^,^^96^^,^^97^^,^^98^^,^^99^^,^^100^

**Figure 9:**
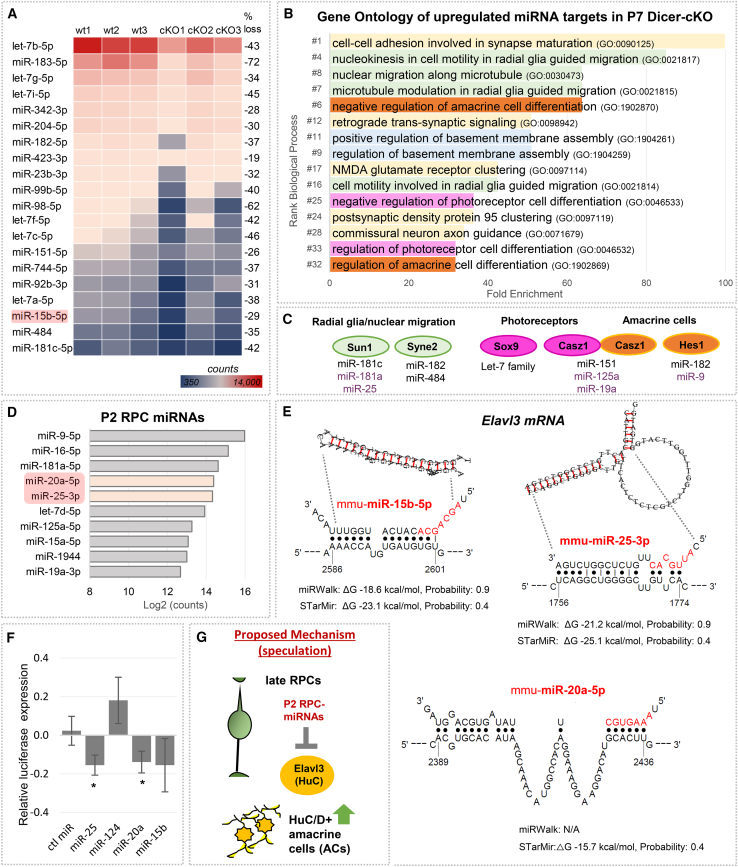
Processes regulated by RPC miRNAs include amacrine cell genes (A) Heatmap of the top 20 miRNAs highly expressed in FACS-purified P7 wild type progenies and their expression levels in the cKO, with emphasis on miR-15b (small RNA-seq, *n* = 3 per condition); see also Table S2. (B) Biological processes (gene ontology, GO, fold enrichment) of genes targeted by RPC-miRNAs found upregulated in P7 cKO FACS-purified progenies (>20%, bulk RNA-seq dataset, see also Table S3). (C) Selected genes associated with major GO biological processes and their targeting P7 and P2 (purple) RPC miRNAs, see also Table S1. (D) miRNAs highly expressed in P2 RPCs (log2 counts from Wohl et al.^101^), not found in the P7 miRNA dataset with emphasis on miR-20a/miR-25, see also Table S4. (E) Predicted binding sites for miR-15b-5p, miR-25-3p, and miR-20a-5p in the 3′UTR of the *Elavl3* mRNA using STarMir and miRWalk. miRNA seed sequences are indicated in red. Guide values for ΔG (hybrid stability): <−15 kcal/mol, probability: ≥0.5 indicate high hybrid stability/probability. Additional data shown in Figure S10 and Table S5. (F) Normalized relative luciferase activity of *Elavl3* 3′UTR reporter plasmids co-transfected with control miRNAs (ctl miR) or RPC mimics, 3 technical replicates, 6 independent experiments, mean ± S.D., Mann-Whitney U-Test: ∗: *p* < 0.05. (G) Schematic of proposed possible mechanism for AC overproduction: loss of late RPC-miRNAs miR-20a/25 might increase *Elavl3* mRNA, leading to ectopic HuC+ ACs.

A somewhat unexpected finding was that many miRNAs known to be expressed by RPCs/PC, including miR-9, miR-16, miR-25, miR-20a, miR-15a, and miR-19a^21^^,^^51^^,^^102^^,^^103^ were not detectable in our P7 dataset (or only at very low levels, Table S4). It was reported several years ago that P0-P2 RPCs, including miR-16, 15a/b, and miR-25, decline rapidly within the first postnatal days.^103^ However, this fact could also be due to the different methodology used and/or RNA degradation, as our yields of captured miRNAs were relatively low (25%). 

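Of the miRNA genes of these families, Mir9-3 was at 82.6 normalized counts in the wild type and 51.7 in the cKO, while Mir9-1 and Mir9-2 were listed at 0 in all 6 libraries. Mir16-2 was at 61.0 and 41.4, Mir16-1 at 26.1 and 9.54, Mir15a at 81.1 and 52.1 and Mir15b at 1702 and 1200. Mir25, Mir20a and Mir19a were listed at 0 in every library, as were Mir17, Mir19b-1 and Mir93. The 11 loci of miR-17-92 and its paralogs, 7 of them at 0, summed to 844 ± 86 in the wild type and 608 ± 123 in the cKO (SD, n = 3 each), nearly all from Mir106b (832.8 and 594.9). Mirlet7d, Mirlet7e and Mirlet7f-1, members of the most abundant family, were also listed at 0. A value of 0 means that no read was assigned to the gene. Of the miRNA genes in the P2 RPC list of Table S4, all 18 at 0 lie inside an exon of another annotated gene, against 10 of the 43 with counts.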

To rule out the possibility of missing essential miRNA candidates that might play a role in the cKO phenotype, we plotted the top 10 miRNAs found in P2 RPCs (Figure 9D; Table S4). Interestingly, several of them also target *Sun1*, *Casz1*, and *Hes*2 (as shown in Figure 9C, in purple font), including miR-25. Interestingly, miR-25, together with miR-15 and other P2 RPC miRNAs, was shown to induce RPC features in primary MG when overexpressed.^101^ These RPCs subsequently adopt BC features, but not AC features. Since our RPC-miRNA loss leads to an almost opposite outcome, we hypothesized that these P2 miRNAs might be involved in the observed BC/AC phenotype.

One major AC gene that caught our attention was *Elavl3*, which encodes HuC. HuC, together with HuD, is only expressed in RGCs (which are not affected in our model) and ACs, but not in BCs, HCs, or MG. Furthermore, *Elavl3* was found to be upregulated in P7 cKO progenies (bulk and scRNA-Seq) and may be a contributing factor to the higher number of HuC/D+ ACs observed in the cKO. To explore the possibility that P2 RPC-miRNAs target *Elavl3* mRNA, we utilized MirWalk and STarMir, two comprehensive databases for mRNA:miRNA target prediction. These two tools, based on AGO-Clip data, provide extensive information about and visualize the binding sites (Figure 9E; Table S5). Diana Tools and TargetScan were also used, although they do not utilize the most current mRNA transcripts. We identified three P2 miRNAs, namely miR-15b-5p, miR-20a-5p, and miR-25-3p, which are predicted to target *Elavl3*. The predominant binding sites were at the 3′UTR, but also sites at the CDS (coding sequence, Figures 9E and S10; Table S5, ΔG should be less than −15 kcal/mol, and the probability for binding should be higher than 0.5 and close to 1^104^). It should be noted that the predicted binding sites were rather unusual miRNA target sites with only partial seed matches. Nevertheless, for an initial screening of potential interactions with any of the three identified miRNA candidates, we utilized dual luciferase assays. We cloned the full-length 3′UTR directly downstream of the firefly luciferase gene. Cloning the entire 3′ UTR, rather than just small fragments, is considered more biologically accurate. It allows for capturing the effect of multiple miRNAs, which was the purpose of this pilot assay. It, however, will not reveal whether an interaction is direct or indirect. Nonetheless, we transfected miR-25-3p, miR-20a-5p, miR-15-5p, as well as miR-124-3p as a reference miRNA,^62^ or control mimics, together with a dual luciferase plasmid containing the 3′UTR of *Elavl3* mRNA. We found that miR-25-3p and miR-20a-5p significantly reduced luciferase activity. miR-15b-5p showed a trend toward reduction (Figure 9F). This supports our hypothesis that the reduction/loss of these miRNAs around P2-P4 via Dicer loss could have contributed to the increase in their target *Elavl3* mRNA (Figure 9G).

## Discussion

In the past decades, a variety of studies showed that Dicer and proper miRNA biogenesis are required for interspecies developmental processes of many organs and systems, including the central nervous system.^35^^,^^105^^,^^106^^,^^107^^,^^108^^,^^109^^,^^110^^,^^111^^,^^112^ In the neural retina, miRNAs have been shown to play a fundamental role during the embryonic phase, regulating the competence of early RPCs and the fates of their progenies.^21^^,^^36^^,^^37^^,^^38^^,^^39^ Whether Dicer and miRNAs also play a role in postnatal retinogenesis has not been explored *in vivo* yet.

Here, we demonstrate that Dicer in postnatal RPCs/PCs is essential for the proper differentiation and maturation of all late-born progeny, ensuring a fully functional retina. Overall, we observed five primary outcomes in the adult retina: a reduction in BCs (1) and MG number (2), impaired rod maturation and function (3), the presence of an ectopic immature population (4), and an ectopic AC population (5). Although somewhat similar observations regarding BC, rods, MG, and immature cells have been reported after Dicer loss during embryonic phases, to our knowledge, AC overproduction has not been documented. We propose *Elavl3*, which encodes HuC, and miR-20a/25 as possible key players and speculate that their interaction may be a possible regulatory mechanism underlying this AC phenotype. We also present and discuss additional possible key players that may be involved in the observed maturation delays, as a potential starting point for subsequent analyses.

### The vital role of Dicer in embryonic and postnatal retinogenesis

Dicer and miRNAs are crucial during the embryonic stages of retinogenesis. The first study was conducted by the Strettoi and Harfe Labs,^34^ using the *Chx10-Cre* mouse.^113^ *Chx10*, also known as *Vsx2*, is induced early, around E11.5.^113^^,^^114^^,^^115^^,^^116^^,^^117^ Although this manipulation did not cause a severe phenotype due to mosaic expression of *Chx10-Cre*, which was not traceable, one notable abnormality was the temporary formation of rosettes at P16. These rosettes appeared to cause dysfunction in rod and cone photoreceptors and ongoing degeneration in adult mice (up to 5 months). Signs of retinal remodeling, such as neurite sprouting of HCs, were observed, similar to our findings. Using the inducible *Ascl1CreER* transgenic mouse,^13^^,^^40^ we induced Dicer loss after birth, specifically targeting postnatal RPCs/PCs. Unlike Damiani et al.,^34^ we identified only functional deficits in rod photoreceptors (not cones) in young adult mice. Cone dysfunction was only seen later on, indicating secondary impairment due to rod malfunction^81^ and/or MG dysfunction.^70^ We did not see rosettes; however, horizontal cell (HC) neurite sprouting suggests similar remodeling mechanisms are present in both embryonic and postnatal Dicer-cKO models.

A second RPC Dicer-cKO study was conducted at the embryonic stage (E10.5) using the *αPax6Cre*:*R26EYFP* mouse. This model allowed for a more detailed investigation of Dicer-cKO cells through lineage tracing.^38^ In this mouse, only peripheral RPCs lost Dicer, enabling extensive tissue analysis into adulthood. Unlike Damiani et al.,^34^ a notably severe and interesting phenotype was observed in the affected periphery: early-born RGCs and HCs were produced in abundance, whereas late-born cell types (rods, MG, and BCs) were not formed. Late RPC genes, including *Ascl1*, were downregulated, and cell proliferation was slightly reduced at E16 and P1.^38^ This contrasts with our findings in postnatal RPCs, where we observed an increase in *Ascl1* transcripts and cell proliferation. This suggests that the specific progenitor state at which Dicer is deleted is essential, as that particular cell state seems to be maintained or extended. Additionally, embryonic and postnatal RPCs express somewhat different sets of miRNAs,^103^ which likely regulate different genes (targets) and biological processes, including RPC state and competence.^21^

A subsequent embryonic Dicer-cKO study, conducted by the Ashery-Padan Lab,^39^ confirmed the overproduction of RGCs at the expense of late-born retinal cells (HCs, PRs, BCs, ACs, and MG), as seen by Georgi et al.^38^ Davis et al.^39^, focused on neuroepithelial cells, including those of the iris and ciliary body, and used different *Cre* lines, including the *αCre* that labels optic cup progenitors (E10/11). Interestingly, similar to our findings, an increase in proliferation markers (i.e., Ki67, PH3, and Ccnd1) and Sox2+ cells (a progenitor marker) was observed, resulting in columns of progenitor cells that persisted until P8.^39^ An ectopic progenitor population was also found within the ciliary margins.^39^ Although our ectopic immature population was not restricted to the periphery and the ciliary marginal zones in our Dicer-cKOs did not show any abnormalities, these outcomes are comparable. This may suggest shared mechanisms for maintaining cells in an immature state. Interestingly, Davies et al.^39^ reported a differentiation failure of ACs and PRs in the *αCre-*cKO at E18.5, just before birth. This was due to the absence of Syntaxin1 and altered expression of *Bhlhe22* and *Tfap2a*. Both genes are found in differentiating ACs.^118^^,^^119^^,^^120^ However, Foxn4, a marker of cycling AC and HC precursors,^121^ and Ptf1, a marker expressed in postmitotic AC precursors,^122^ were present.^39^ This led the authors to conclude that miRNAs are dispensable for AC type specification but essential for their differentiation.^39^ In our study, all later-born AC types were present, but their proportions were altered. We also observed additional, ectopic Calbindin+Pax6+HuC/D+ ACs, which persisted at least until P56. This suggests some differences related to the RPC stage at the time Dicer is deleted (continued discussion below).

A very severe phenotype, with most cells gone by P14, was reported by the Watanabe Lab using the *Dkk3-Cre* mouse.^36^ *Dkk3-Cre* is active during the embryonic stage (E10.5),^123^ but throughout the entire retina. As a result, massive RPC death during embryonic phases was found, leading to microphthalmia. GCL and IPL were not formed. However, specific differentiation markers were expressed, including the MG/astrocyte marker GS (scattered throughout the Dicer-cKO retina). This is interesting since *Dkk3* is known to be expressed in MG,^123^^,^^124^^,^^125^ hence one would expect them to be affected most. Since that was not the case, MG progenitors/precursors appear to be relatively resilient cell types and may be less affected by Dicer/miRNA loss than neuronal progenitors/precursors. This could partly explain why, also in our study, MG was formed. Nevertheless, Dicer loss in young MG leads to MG impairment, which, however, takes several months to become evident.^67^^,^^70^

Nonetheless, cells most affected in the *Dkk3-Cre: Dicer-cKO* were BCs (rod BCs), showing weak PKC expression both *in vivo* and *ex vivo* (after electroporating P0 retinas and maintaining them in culture for 12 days^36^). Since we too found impaired BCs with predominantly impaired PKC+ rod BCs, this suggests that BC progenitors/precursors are more susceptible to Dicer/miRNA loss. The P0 *Dkk3-Cre: Dicer-cKO* explants also displayed an unchanged rod number, consistent with our findings, a slight increase in MG number, and a ∼66% reduction in Islet+ cells (RGC/ACs). Impaired ACs, indicated by weak Pax6/HuC/D expression, were also present *in vivo.*^36^ Hence, ACs seem to be affected differently in the *Dkk3-Cre* study. A possible explanation could involve the *Cre* lines used. Although *Dkk3* and *Ascl1* are both expressed in RPCs, some MGs, and mature ACs,^126^ their expression patterns do not appear to overlap. This is likely due to their opposing roles, as Ascl1 inhibits Dkk3, as demonstrated during fish regeneration.^127^ As a result, different subpopulations of RPC/precursors may have been manipulated in the Iida et al.^36^ study and our study. Additionally, the Dicer phenotype can be accelerated *ex vivo*^67^; therefore, a culture experiment does not necessarily reflect the same timeline observed *in vivo*.

### RPC miRNAs and RPC state—Peripheral versus central retinal impairments

One of the other significant findings in our study was a delay in tissue maturation. This was very likely due to increased and/or sustained transcripts associated with the cell cycle (more Ki67+ PH3+ cells in cKOs). A key miRNA regulator that plays a fundamental role during development by controlling cell cycle dynamics is let-7. let-7 (lethal-7) is a family of miRNAs consisting of let-7a, b, c, d, e, f, g, and i, which are expressed in mouse RPCs, MG, and neurons.^21^^,^^51^ During retinal development, let-7 accumulates in RPCs, and its levels and activity oscillate, mediating cell cycle exit in a concentration-dependent manner.^20^ One well-known target of let-7 is Cyclin D1.^128^^,^^129^^,^^130^^,^^131^ The *Ccnd1* gene encodes Cyclin D1, a transcript we found upregulated in the cKO mouse. *Ccnd1* is a major regulator of cell division and is downregulated during cell cycle exit and retinal cell maturation.^132^^,^^133^^,^^134^ Alterations in *Ccnd1* have been shown to affect cell fates significantly, and as a consequence, the cellular composition of the retina.^135^^,^^136^ Besides regulating the RPC cell cycle, let-7 also appears to play a role in primary mouse MG proliferation events.^101^ Therefore, the decline of members of the let-7 family we found in our study might have contributed to the prolonged cell cycle events we observed. Furthermore, in addition to cell cycle control, let-7 also negatively regulates *Ascl1* expression. This occurs in RPCs^21^ as well as in fish MG after initiating a natural regeneration program in response to injury.^111^^,^^137^^,^^138^ An induction of *Ascl1* was also observed in the aforementioned primary MG study after let-7 inhibition.^101^ Since the P7 cKO-progenies in our study displayed increased *Ascl1* transcripts, the loss of let-7 might be responsible for this outcome as well.

Because the retina matures and differentiates from the center to the periphery, we conducted thorough analyses of both central and peripheral regions of the adult retina. Compared to findings from embryonic studies,^36^^,^^38^ our results were somewhat unexpected, such as the still relatively normal size of the overall retina, which meant no drastic cell loss of the affected cells; a normal OCT, even though this was misleading since the cellular composition differed, and ectopic immature and AC populations in the central retina. Moreover, despite being impaired, the retina was still functional up to 4 months of age. The slow degeneration is an intriguing outcome that will require further investigation, and can be discussed in this study only to a limited extent. Part of the explanation might, however, lie in the cell state of the affected cells.

Furthermore, although most Tomato+ progenies were identified as proliferating RPCs, we also affected more committed precursor cells, especially in the central retina.^12^^,^^44^^,^^97^^,^^114^^,^^139^^,^^140^ As a result, these BC, rod, MG, and AC precursor cells may respond differently to Dicer/miRNA loss than late RPCs, leading to even more diverse outcomes. It appears that the impact of Dicer/miRNA loss on RPCs is faster than in more mature cells. This is probably because RPC miRNAs fluctuate and can change within a few days.^103^ Hence, their rapid turnover might enhance the Dicer-cKO phenotype. Conversely, miRNAs of specific differentiating cells appear relatively stable, at least under normal (injury-free) conditions. This may allow survival for several months, even if most cells are affected.^67^^,^^75^^,^^141^^,^^142^ The stability/half-lives of Dicer (both protein and mRNA), as well as miRNA, are also influential. This means that, although Dicer was impaired by P4, the mRNA and protein produced up to that point remained present and functional. The half-lives of miRNAs vary, ranging from hours to weeks, especially when bound to other factors like argonaut proteins.^143^^,^^144^^,^^145^^,^^146^^,^^147^ Consequently, not only the miRNA itself but also its half-life can be cell-type specific.^147^ As a result, the dynamics of miRNA may differ across retinal cell types, leading to distinct outcomes. Moreover, there is a Dicer-independent miRNA pathway.^88^^,^^148^ Although only a small number of miRNAs are processed this way, these miRNAs could still influence the canonical pathway.

Another aspect we want to address is the immature Sox9+Sox2+GS-negative population found in both the peripheral and central cKO retina. While the peripheral cells might indeed be remaining RPCs that stay undifferentiated, the central cells could belong to a different population. Although we observed these cells at P7 and P14, they may already have been more committed MG precursor cells, possibly even young glia, by the time the miRNA loss occurred. Furthermore, some of the ectopic ACs seen in the central retina could even be cells that originated from impacted MG precursors. This is because some of their nuclei were somewhat triangular and MG-like rather than round. Furthermore, Dicer/miRNA loss in P11 MG leads to proliferation and migration of the MG, which also lose GS expression over time.^67^ This could suggest a similar mechanism. The impairment of MG precursor/young glia could also be part of the events resulting in the relatively moderate degeneration we observed. It is conceivable that the glial reactivity of young glia in response to cell loss leads to less secondary neuronal loss.

### miRNAs of postnatal RPCs as possible regulators of amacrine cell populations

As mentioned earlier, another significant outcome of our postnatal RPC/PC study was the ectopic AC population, a result not previously reported. Since this is a new outcome, we decided to conduct an initial investigation on what potential regulators may have caused this phenotype. It is more straightforward to analyze first the upregulated genes in a Dicer-cKO and identify potential direct miRNA targets. Another reason for focusing first on ACs was the relatively slow degeneration we observed in the adult retina and the absence of functional defects of ACs. This may suggest a possible compensatory mechanism via these additional neurons (neuroplasticity).

So, what is causing the generation of these additional ACs? We do not have a complete answer to that question yet, and it is very likely a complex event involving many factors and miRNAs. For instance, early factors such as *Pax6*, *Sox2*, *Meis2*, and *Cdkn1c* (which encodes p51kip2), all found to be upregulated in P7 cKO progenies, are known to influence the competence of retinal progenitors and significantly affect the development of ACs from the early progenitor pool.^57^^,^^58^^,^^59^^,^^60^^,^^61^^,^^83^^,^^149^^,^^150^^,^^151^ In particular, Pax6 and Meis2 are required for the generation of late-born glycinergic AC types.^57^^,^^149^^,^^152^^,^^153^ Meis2 is also an early marker for postmitotic GABAergic ACs,^57^ which is targeted by miR-204.^150^ miR-204 was found in the P2 and our P7 progeny population, with declining levels in the cKO. Hence, the increase of ACs might also be partially regulated via the miR-204 and *Meis2*.^150^

Sox2, expressed in cholinergic and GABAergic subsets of ACs in the inner INL of the adult retina,^154^ also influences AC fates. Overexpression of Sox2 causes progenitor cells to shift toward an AC fate,^154^ while its knockdown results in a switch from amacrine to bipolar fates.^154^ Since we observed an increase in Sox2 and ACs, but a loss of BCs, Sox2 may act as an upstream regulator promoting AC overproduction at the expense of BC development. p57Kip2 was shown to regulate AC proportions and appears involved in determining GABAergic AC fates. Loss of p57Kip2 led to an increase in Calbindin+ ACs, although this p57Kip2-expressing AC population does not colocalize with markers like Calbindin, Calretinin, ChAT, or others,^61^ suggesting an indirect regulation. However, since we found that the transcripts of these genes were increased in our P7 cKO retinas (bulk RNA-seq data), they may contribute to the observed phenotype and may be regulated by RPC miRNAs.

Nevertheless, we would like to propose another possible mechanism, introducing new potential key players: miR-20a/25/15 and *Elavl3*. This remains speculative at this point, but it also provides a starting point for further in-depth analysis. *Elavl3* encodes HuC and was found to be expressed across all AC populations and upregulated in cKO progenies. Furthermore, the ectopic AC population in the P56 retina was HuC/D+. HuC/D is exclusively expressed in ACs and RGCs, but not in HCs, BCs, or MG. Because of that, and since RGCs are unaffected in our model, this marker serves as a relatively specific AC marker in our study. Additionally, *Elavl3* remains a relatively unexplored gene, despite initial studies being conducted over two decades ago. It is known that the Hu family of proteins contains RNA-binding proteins related to the Drosophila protein ELAV (embryonic lethal abnormal visual system) and are essential for nervous system development and maintenance (see reviews by Soller and White as well as Perrone-Bizzozero and Bolognami^155^^,^^156^).

There are four Hu family members in vertebrates with HuB, HuC, and HuD being neuron-specific, encoded by *Elavl2*, *Elavl3*, and *Elavl4*, respectively.^86^ These factors are first expressed in the GCL and later in the inner part of the INL, which contains ACs.^84^^,^^85^ *Elavl* genes play a vital role in neuronal differentiation, maintenance, and axogenesis in the brain.^64^^,^^66^^,^^157^ Recently, *Elavl* genes have been reported to be involved in AC subtype differentiation during retinogenesis to maintain normal retinal function.^63^^,^^65^ Therefore, *Elavl3* might be involved in AC fate, as well as overall tissue maturation processes. Two of the predicted miRNAs, namely miR-20a and miR-25, interacted with *Elavl3 3′UTR* (luciferase assays). However, whether that interaction is direct or indirect requires further and more detailed investigation. Since we cloned the full-length 3′UTR directly downstream of the firefly luciferase gene, it should be noted that this approach also bears the risk of indirect effects. The tested miRNA(s) might affect the expression of another factor that, in turn, influences the luciferase reporter. Therefore, further validation of the individual miRNA-specific binding sites, for instance by mutating them, would be required. Moreover, the luciferase assay is an artificial system that not only operates in an unrelated cell line, but it also separates the 3′ UTR from its natural coding sequence and places it in a non-native context. This can result in findings that don’t perfectly reflect *in vivo* gene regulation, which might also be species-specific. Murine primary cultures or explants in subsequent experiments might be useful tools to confirm our hypothesis and speculation.

Nevertheless, these miRNAs are known to be expressed in P2-4 RPCs^101^^,^^103^ and might be regulators since the overexpression of these RPC-miRNAs (in cocktails or separately) in young primary MG predominantly drives BC fates, but not primarily AC fates.^101^ ACs are, however, the other primary cell type usually generated in MG reprogramming experiments.^158^^,^^159^^,^^160^ This led us to hypothesize that these miRNAs might influence BC/AC fate determination. Although *Elavl3* hasn’t been examined in these reprogramming studies, it could be a direct target of miR-20a and miR-25. This regulation is thereby not limited to the *3′UTR*. We also found binding sites for these miRNAs in the coding sequence (CDS), which would result in the inhibition of *Elavl3* translation.^161^^,^^162^ Additionally, it is important to note that there are multiple binding sites for miR-25-3p. One appears to be a target-directed miRNA degrading site (TDMD site), leading to the degradation of the miRNA itself.^163^ Therefore, other regulatory events might also occur. To better understand these complex interactions, further experiments will be necessary.

Taken together, late RPC Dicer/miRNAs seem to regulate processes essential for the proper differentiation and maturation of all three major late-born cell types: rods, BCs, and MG. The loss of miRNA primarily affected rod BCs; therefore, BC progenitors and precursors appear to be the most vulnerable, regardless of whether Dicer loss occurred in late RPC/PCs (this study) or early RPCs, as shown in previous studies. In contrast, rod and MG progenitors and precursors appear to be quite resilient. AC progenitors and precursors, however, show opposing reactions depending on the timing of Dicer/miRNA loss, which seems beneficial in the postnatal retina. We speculate that a potential partial explanation for the observed AC phenotype might involve *Elavl3*, which encodes HuC. *Elavl3* appears to be regulated by miR-25/20a, at least in part, directly or indirectly. Overall, Dicer and mature miRNAs play a vital role in maintaining and ensuring the survival of not only embryonic but also postnatal RPCs and their progeny in the adult retina.

### Limitations of the study

This study presents the first comprehensive *in vivo* report on the structure and function of the adult retina after Dicer/miRNA depletion in postnatal RPC/PCs. The primary objective was to assess the overall retinal health with emphasis on cellular composition and function in adult mice, for which comprehensive histological analysis and cell quantifications were performed. Transcriptomic analyses, i.e., bulk RNA-, scRNA-, and small RNA-seq were conducted at P7 to confirm successful Dicer deletion. We chose this time point intentionally, primarily to confirm the early onset of the observed phenotypes. scRNA-seq served also as a primary tool to visualize and characterize the major cell populations as well as their subpopulations in P7 wild type and cKO retinas. Histological validation of important markers was conducted to confirm the presence of the protein and to show the location of the cells expressing these markers (protein). An in-depth histological quantification and cellular characterization at early postnatal stages was, however, not the aim of this study, as the primary objective is the adult retina. Additional transcriptomics at later stages is also beyond the scope of this study. Moreover, we used P7 transcriptomics data to identify potential key players, since they manifest early on. Several potential regulators were identified as a result of the aim of the study, but they were not the primary objective. They represent a possible starting point for subsequent in-death analysis. The thorough validation of these identified putative regulators requires tissue culture experiments, which cannot be covered in this study. Lastly, small RNA-seq currently cannot be performed at single-cell resolution, so these data reflects a heterogeneous cell population with an unknown cellular composition.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Stefanie Gabriele Wohl, ().

### Materials availability

Mouse lines generated in this study can be obtained after obtaining permission from the vendor selling the original strains and after completing a materials transfer agreement. This study did not generate new, unique reagents. Plasmids generated in this study will be made available on request, but we may require a completed materials transfer agreement.

### Data and code availability

All relevant data and resources can be found within the article and its supplementary information. scRNA-seq as well as bulk RNA (long RNA) and miRNA (short RNA) data files generated in this study were deposited at Gene Expression Omnibus (GEO), accession number GSE288381 and are publicly available. The late RPC miRNAs dataset (Nanostring dataset from^101^ is also available at GEO (GSE135835, under SuperSeries accession number GSE135846).

## Acknowledgments

The authors would like to thank Dr. Adriana Heyguy and her outstanding team from the NYU Langone Health Genome Technology Center for handling our miRNA-seq and bulk RNA-seq samples, as well as for their exceptional support. We thank Dr. Aristotelis Tsirigos from the NYU Applied Bioinformatics Laboratories (ABL) for his support. We thank Autumn Cholger from FluentBio/Illumina for excellent training and in-depth troubleshooting. We thank Prof. Dr. Volker Busskamp and his team from the University of Bonn for providing protocols, reagents, and advice for the Luciferase assays. We thank Dr. Joseph A. Brzezinski IV from the University of Colorado for sharing the EdU injection protocol. We thank Dr. Ching-Hwa Sun from Weill Cornell Medicine for sharing HEK 293T cells. We also thank Dr. Miruna Ghinia-Tegla for suggesting the Ribeye antibody. This study was funded by the 10.13039/100000053National Eye Institute (NEI, R01 EY032532) to S.G.W., The New York State Empire Innovation Grant to S.G.W., 10.13039/100007258SUNY Start up to S.G.W., 10.13039/501100001655DAAD stipend to E.B. (2022-2023), Förderverein Augenoptik/Optometrie der Berliner Hochschule für Technik e.V.—stipend to K.H. and E.B., 10.13039/100000053NEI T35 2T35 EY020481 to J.J., and SUNY Graduate Assistantship to D.L., S.K., and S.C., as well as 10.13039/100000053NEI, R01 EY035381 to B.S.C. and a Career Development Award to B.S.C. and unrestricted funds to the WashU Department of Ophthalmology and Visual Sciences from Research to 10.13039/100010264Prevent Blindness.

## Author contributions

Conceptualization: S.G.W., B.S.C., and A.K.-J.; data curation: S.K., D.L., E.B., K.H., A.K.-J., C.S., M.L.C., M.A., K.B., S.C., J.J., B.S.C., and S.G.W.; formal analysis: S.K., D.L., E.B., K.H., A.K.-J., C.S., M.L.C., K.B., B.S.C., and S.G.W.; funding acquisition: S.G.W., B.S.C., E.B., K.H., S.K., D.L., S.C., and J.J.; investigation: S.K., D.L., E.B., K.H., A.K.-J., C.S., M.L.C., M.A., K.B., S.C., J.J., B.S.C., and S.G.W.; methodology: S.G.W., B.S.C., A.K.-J., C.S., S.V., and K.B.; project administration: S.G.W.; resources: S.G.W. and S.V.; supervision: S.G.W. and S.V.; validation: S.K., D.L., E.B., K.H., A.K.-J., C.S., M.L.C., K.B., B.S.C., and S.G.W.; visualization: S.K., D.L., A.K.-J., C.S., M.A., K.B., B.S.C., and S.G.W.; writing – original draft: S.K., D.L., E.B., K.H., A.K.-J., M.A., K.B., B.S.C., and S.G.W.; writing – review and editing: S.G.W., B.S.C., and A.K.-J.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rat α-RFP	Antibodies online	Cat# ABIN334653; RRID: AB_10795839
Mouse α-Brn3a	Millipore	Cat# MAB1585; RRID: AB_94166
Mouse α-glutamine synthetase	Millipore	Cat# MAB302; RRID: AB_2110656
Rabbit α-Sox9	Millipore	Cat# AB5535; RRID: AB_2239761
Goat α-Sox2	R&D Systems	Cat# AF2018; RRID: AB_355110
Mouse α-PKC	Millipore	Cat# P5704; RRID: AB_477375
Rabbit α-Pax-6	Invitrogen	Cat# 42–6600; RRID: AB_2533534
Rabbit α-Ribeye	SYSY	Cat# 192103; RRID: AB_2086775
Rabbit α-HuC/D	Fisher Scientific	Cat# A-21271; RRID: AB_221448
Goat α-Otx2	R&D System	Cat# AF1979; RRID: AB_2157172
Mouse α-Calbindin	Millipore	Cat# ABN 2192; RRID: AB_2935805
Goat α-ChAT (Choline Acetyltransferase)	Millipore	Cat# AB144P; RRID: AB_2079751
Rabbit α-ZO-1	Invitrogen	Cat# 61–7300; RRID: AB_2533938
Rat α-PH-3	Novus	Cat# NB600-1168; RRID:AB_10002855
Rabbit α-Ki67	Abcam	Cat# ab15580; RRID: AB_443209
Rabbit α-*M*-opsin	Sigma	Cat# AB5405; RRID:AB_177456
Peanut glutamine (PNA)	VectorLabs	Cat# FL-1071; RRID:AB_2315097
Rhodamine Red 570 Donkey Anti-Rat IgG (H + L)	Jackson ImmunoResearch Laboratories, Inc.	Cat# 712-296-150; RRID: AB_2340677
Alexa Fluor 488 Donkey Anti-Mouse IgG (H + L)	Jackson ImmunoResearch Laboratories, Inc.	Cat# 715-546-150; RRID: AB_2340849
Alexa Fluor 488 Donkey Anti-Rabbit IgG (H + L)	Jackson ImmunoResearch Laboratories, Inc.	Cat# 711-546-152; RRID: AB_2340619
Alexa Fluor 488 Donkey Anti-Goat IgG (H + L)	Jackson ImmunoResearch Laboratories, Inc.	Cat# 705-546-147; RRID: AB_2340430
Alexa Fluor 647 Donkey Anti-Rabbit IgG (H + L)	Jackson ImmunoResearch Laboratories, Inc.	Cat# 711-606-152; RRID: AB_2340625
Alexa Fluor 647 Donkey Anti-Goat IgG (H + L)	Jackson ImmunoResearch Laboratories, Inc.	Cat# 705-606-147; RRID: AB_2340438

**Chemicals, peptides, and recombinant proteins**		

Corn Oil	Aqua Solutions	Cat# 8001-30-7
4,6-diamidino-2-phenylindole (DAPI)	Sigma	Cat# D9542
Fetal Bovine Serum (FBS)	Corning	Cat# MT35010CV
Fluoromount G	SouthernBiotech	Cat# 0100-01
Hank’s balanced salt solution (HBSS) with Ca^2+^ and Mg^2+^	Corning	Cat# 21-023-CV
High-sensitivity DNA kit	Agilent	Cat# 5067-4626
**Normal Horse Serum**	**Jackson Immunoresearch Lab**	**Cat# 008-000-121**
Ketamine	Dechra Veterinary Products	Cat# 20040127
1% Methylcellulose	Allergan	Cat# 396264
Papain Dissociation System	Worthington Biochemical	Cat# LK003153
Paraformaldehyde (PFA)	Avantor	Cat# 100503-917
Phenol-free Neurobasal medium	Gibco	Cat# 12349-015
Phenylephrine hydrochloride 2.5%	Bausch and Lomb	Cat# 3M379
Phosphate buffered saline (PBS)	Fisher Scientific	Cat# BP399-4
Sucrose	Fisher Scientific	Cat# BP220-212
Tamoxifen	Cayman	Cat#13258
Triton X-100	Sigma	Cat# T8787-100 ML
1% Tropicamide	Sandoz	Cat# 120L4
Xylazine	Akorn	Cat# 081401A
mmu-miR-124-3p mimics	Horizon Dharmacon	Cat# C-310390-05-0020 MIMAT0000134
mmu-miR-15a-5p mimics	Horizon Dharmacon	Cat# C-310510-05-0020 MIMAT0000526
mmu-miR-20a-5p mimics	Horizon Dharmacon	Cat# C-310514-05-0002 MIMAT0000529
mmu-miR-25-3p mimics	Horizon Dharmacon	Cat# C-310564-05-0020 MIMAT0000652
miR-negative control	Horizon Dharmacon	Cat# CN-001000-01-50; RRID: MIMAT0000039

**Critical commercial assays**		

Dual-Glo Luciferase Assay System	Promega	Cat# E2920
miRNeasy Tissue/Cells Advanced Micro Kit	Qiagen	Cat# 217684

**Deposited data**		

P7 Ascl1 wildtype bulk mRNAseq fastq and count tables_	This paper	GEO GSE288381, GSM9156032-GSM9156035
P7 Ascl1 cKO bulk mRNAseq fastq and count tables_	This paper	GEO GSE288381, GSM9156036-GSM9156039
P7 Ascl1 wildtype small RNAseq fastq and count tables_	This paper	GEO GSE288381, GSM9156040-GSM9156042
P7 Ascl1 cKO smallRNAseq fastq and count tables_	This paper	GEO GSE288381 GSM9156043-GSM9156046
P7 Ascl1 wildtype scRNAseq fastq	This paper	GEO GSE288381, GSM9156046 + GSM9156048
P7 Ascl1 cKO scRNAseq fastq	This paper	GEO GSE288381, GSM9156047 + GSM9156049

**Experimental models: Cell lines**		

Hek293T	sample from Dr. Ching-Hwa Sung, Weill Cornell Medicine	RRID: CRL_3216, ATCC

**Experimental models: Organisms/strains**		

*Ascl1tm1.1(Cre/ERT2)Jejo/J*	Jackson Laboratory	RRID:IMSR_JAX:012882
*B6.Cg-Dicer1tm1Bdh/J*	Jackson Laboratory	RRID:IMSR_JAX:006366
*B6.Cg-Gt(ROSA)26Sortm14(CAG-tdTomato)Hze/J*	Jackson Laboratory	RRID:IMSR_JAX:007914
*129S1/SvImJ*	Jackson Laboratory	RRID:IMSR_JAX:002448

**Oligonucleotides**		

Genotyping primer Ascl1Cre wildtype Forward: TCC AAC GAC TTG AAC TCT ATG G Reverse: CCA GGA CTC AAT ACG CAG GG	Sigma Millipore	WD12369750 WD12369751
Genotyping primer Ascl1Cre mutant Forward: AAC TTT CCT CCG GGG CTC GTT TC Reverse: CGC CTG GCG ATC CCT GAA CAT G	Integrated DNA Technologies	427612814 427612813
Genotyping primer tdTomato wildtype Forward: AAG GGA GCT GCA GTG GAG TA Reverse: CCG AAA ATC TGT GGG AAG TC	Sigma Millipore	WD11246623 WD11246624
Genotyping primer tdTomato mutant Forward: CTG TTC CTG TAC GGC ATG G Reverse: GGC ATT AAA GCA GCG TAT CC	Sigma Millipore	WD11246621 WD11246622
Genotyping primer Dicer Forward: CCTGACAGTGACGGTCCAAAG Reverse: CATGACTCTTCAACTCAAACT	Sigma Millipore	WD12191088 WD12191089
Genotyping primer Dicer Deletion Forward: CCT GAC AGT GAC GGT CCA AAG Revers2: CCT GAG CAA GGC AAG TCA TTC	Sigma Millipore	WD12191088 WD12191090
*Elavl3* primers Forward: AATTCTAGTTGTTTAAACG AGCTCGGCATTTATTGCCCTCCCTCCC Reverse: CAGCTTGCATGCCTGCAGG TCGACTTTAAGATTCTGAACTTTTTA TT TTCTGGCA TG	Sigma Millipore	WD10998934 WD10998935

**Recombinant DNA**		

pmiRGLO empty	Kutsche et al.^164^	Cat# 78128; RRID:Addgene_78128
pmiRGLO *Elavl3 3′UTR*	This paper	N/A

**Software and algorithms**		

Adobe Bridge	Adobe, https://www.adobe.com/	Version 2022
Adobe Photoshop	Adobe, https://www.adobe.com/	RRID: SCR_014199; Version 2022
Affinity Photo 1.8.5	Serif Europe, https://affinity.serif.com/	RRID: SCR_016951
Diana-TarBase v.8	http://diana.imis.athena-innovation.gr/DianaTools/index.php?r=tarbase/index	RRID: SCR_010841
InVivoVue Diver Release_2.0	Bioptigen, https://bioptigen-invivovue-diver.software.informer.com/	Not registered
Sigma Plot 10.0	Systat Software Inc., https://grafiti.com/sigmaplot-detail/	Not registered
Fluoview FV31S	Olympus, http://mirwalk.umm.uni-heidelberg.de	Not registered
miRWalk	http://mirwalk.umm.uni-heidelberg.de/	RRID: SCR_016509
STarMir	http://sfold.wadsworth.org	Not registered
TarPmiR	https://hulab.ucf.edu/research/projects/miRNA/TarPmiR/	Not registered
TargetScan	https://www.targetscan.org/vert_80/	RRID: SCR_010845

**Other**		

Agilent 2100 Bioanalyzer System	Agilent	Cat# G2938C; RRID:SCR_018043
BD Melody sorter	BD BioScience	RRID:SCR_023209; https://www.bdbiosciences.com/en-us/products/instruments/flow-cytometers/research-cell-sorters/bd-facsmelody
Countess II	Life technologies	Cat# AMQAS1000R; https://www.thermofisher.com/order/catalog/product/AMQAX2000?SID=srch-srp-AMQAX2000
Confocal Laser scanning microscope	Olympus	Cat# FV1200; RRID:SCR_016264, Cat# FV3000 RRID:SCR_017015
Envisu SD-OCT R4300	Leica Systems	https://www.leica-microsystems.com/products/light-microscopes/p/envisu-r-class/
Espion Electrodiagnostic rodent system	Diagnosys LLC	https://www.diagnosysllc.com/preclinical/preclinical-products/
FilterMax F3 Multi-Mode Microplate Reader	Molecular Devices	https://www.moleculardevices.com/products/microplate-readers/multi-mode-readers/filtermax-f3-f5-readers
Keyence microscope	Keyence	Cat# BZ-X810; RRID:SCR_025160

### Experimental model and study participant details

#### *In vivo* animal studies

All mice (species *Mus musculus*) used in this study were housed at the State University of New York, College of Optometry, following the Institutional Animal Care and Use Committee-approved protocols (IACUC, SW2021-12-1, SW2024-12-1). The *Ascl1-creERT2* strain (ID 12882, generated by Dr. Jane Johnson,^40^ the *R26-stop-flox-CAG-tdTomato* strain (also known as Ai14, ID 007908), and the Dicer conditional knockout strain (*Dicer*^*f/f,*^ ID 006001,^43^ were obtained from the Jackson Laboratory (key resources table) Males and females were used, with experimental groups consisting typically of more than one litter. Littermates were randomly assigned to experimental groups, whenever possible. Cre-negative littermates, as well as S129 background wild type mice (key resources table), were used as reference controls. Time point of analysis included postnatal day (P) 4, 7, 14, 28, 56, as well as 3 and 4 months of age.

#### Cell lines

Human embryonic kidney cells (ATCC, authenticated, female origin, obtained from Dr. Ching-Hwa Sung, Cornell University) were grown and maintained in DMEM medium supplemented with 1% FBS (Fischer Scientific) and passaged when 70–80% confluency was reached, up to 30 passages.

### Method details

#### Generation of mouse strains

The *Ascl1-creERT2* strain (ID 12882, The Jackson Laboratory, key resources table, generated by Dr. Jane Johnson,^40^ was crossed with the *R26-stop-flox-CAG-tdTomato* strain (also known as Ai14, ID 007908, The Jackson Laboratory, key resources table) to create the *Ascl1CreER: stop*^*f/f*^*-tdTomato* strain, further referred to as wild type (wt). This wild type strain was then crossed with the Dicer conditional knockout strain (*Dicer*^*f/f,*^ ID 006001, The Jackson Laboratory, key resources table ^43^) to create the *Ascl1CreER: Dicer*^*f/f*^: *stop*^*f/f*^*-tdTomato,* further referred to as the Ascl-Dicer-cKO strain (cKO). The homozygous Dicer-cKO_RPC_ mouse will have a functionless Dicer enzyme in late RPCs due to the excision of exon 23 of the *Dicer1* gene via Cre recombinase.^43^ Heterozygous mice (Dicer^f/wt)^were not used in this study.

#### Cre induction

Genotyping was done using the primers listed in Table S6, key resources table. *Cre*-positive, not tamoxifen-treated, mice were checked for reporter induction. Successful deletion of exon 23 of *Dicer1* was confirmed via PCR for retinal lysates at P4, P7, and adult mice. Tamoxifen (Sigma, St. Louis, MO) was administered intraperitoneally at 75 mg/kg in corn oil for three consecutive days to initiate the recombination of the floxed alleles for inducing tdTomato at postnatal day (P) 1–3, P4-6, P9-11, or P13-15, or to initiate Dicer deletion at P1-3.

#### EdU labeling

Labeling of dividing cells using 5-Ethynyl-2′-deoxyuridine (EdU) was conducted at P3. EdU (Santa Cruz, cat. sc-284628) was reconstituted in sterile PBS, and 25 μL were injected subcutaneously into the back (skinfold) of the P3 old pups of unknown gender (10 mg/mL).^165^

#### Retinal spectral-domain optical coherence tomography (SD-OCT) imaging

*In vivo*, retinal structure and integrity were assessed using spectral-domain optical coherence tomography (SD-OCT) imaging using the Envisu R2200 SD-OCT device (Bioptigen, Durham, NC). Animals were anesthetized using 75–100 mg/kg Ketamine and 5–10 mg/kg Xylazine dissolved in sterile saline, injected intraperitoneally. Pupils were dilated with phenylephrine hydrochloride (2.5%) and tropicamide (0.5%). Methylcellulose was used to keep the corneas lubricated during the scans. Rectangular and radial volume scans were obtained while centered on the optic nerve head (1.4 × 1.4 mm, 1000 A-scans/B-scan X 15 frames/B-scan). For image analysis and measurements, retinal layers were manually segmented in a 9 × 9 plot in four regional quadrants (superior-inferior, nasal-temporal). Thicknesses were measured using DiverRelease_2_4 software. The total retinal thickness was defined as the distance between the inner border of the retinal nerve fiber layer (RNFL or NFL) and the outer border of the retinal pigment epithelium (RPE). All nuclear and plexiform layers were analyzed, including the nerve fiber layer/ganglion cell layer (NFL/GCL), inner plexiform layer (IPL), inner nuclear layer (INL), outer plexiform layer, and outer nuclear layer (ONL). The inner and outer segments, as well as the RPE, were measured individually. The distance between the outer border of the outer limiting membrane (OLM, also known as external limiting membrane, ELM) and the outer border of the RPE was examined as a whole, allowing for more accurate measurement of overall outer retinal thickness, which can be a valuable biomarker for various retinal conditions.^166^^,^^167^ Thickness measurements were conducted in the central areas, within a radius of approximately 650 μm from the optic nerve (ON).

#### Electroretinogram (ERG) recordings

For electroretinography, mice were dark-adapted overnight and anesthetized the following day via an intraperitoneal injection of 75–100 mg/kg Ketamine and 5–10 mg/kg Xylazine dissolved in sterile saline. Recordings were performed using the Espion Electrodiagnostic rodent system (Diagnosys LLC, Lowell, MA, USA) in a darkroom. Pupils were dilated with 1% tropicamide ophthalmic solution, and the eyes were lubricated using 1% methylcellulose. During the recording, mice were kept on a heat pad to maintain a constant body temperature. A gold wire electrode served as the recording electrode, while needles inserted into the cheek and back of the mouse served as reference and ground electrodes, respectively. A handheld, portable stimulator was used as the light source. Full-field 5-ms flashes were used to elicit responses. Dark-adapted ERGs were obtained with light intensities ranging from 0.001 to 64 cd s/m^2^. To assess photoreceptor functionality, scotopic and photopic ERG a- and b-wave amplitudes were measured from the baseline to the a-wave trough and from the a-wave trough to the b-wave peak, respectively. For an in-depth analysis of the scotopic b-wave, the Naka-Rushton equation was employed, where V(I) = Vmax (In)/(In + Kn), as shown in Equation 1. The intensity–response amplitudes were fitted using the generalized equation: “V” is the amplitude at stimulus intensity “I”. “Vmax” is the maximum/saturated amplitude and an indirect measurement of responsiveness. “K” is the semi-saturation constant representing the stimulus intensity I at which half of the saturated amplitude Vmax is reached. Hence, K is an indirect measurement of sensitivity. “n” is the slope of the fit curve and an indirect measurement of heterogeneity.^168^^,^^169^

(Equation 1) $$V\left(I\right)=\setminus frac\left\{V_{\left\{\max\right\}et}al\;\setminus cdot\;I^{ˆ}n\right\}\left\{I^{ˆ}n+K\_n\right\}$$

Generalized Naka-Rushton equation for estimating fit parameters.

To assess the function of the inner retinal layers, oscillatory potentials (OPs) and positive scotopic threshold responses were analyzed. OPs are low-amplitude wavelets superimposed on the ascending b-wave and are believed to be generated by the inhibitory feedback interactions between amacrine, bipolar, and ganglion cells.^170^^,^^171^^,^^172^^,^^173^ Total OP amplitude was determined by adding the amplitudes of each OP wavelet (OP1, OP2, OP3, and OP4). A single OP wavelet amplitude was calculated from the trough to the peak of that wavelet, as previously described.^174^ Scotopic threshold responses (STRs) were generated in the proximal retina and are believed to reflect the activity of retinal ganglion and amacrine cells.^175^^,^^176^ Positive scotopic threshold responses are waveforms with positive polarity, similar to the b-wave. Still, they are elicited at light levels too low to generate the b-wave produced by bipolar cells.^177^ The pSTR amplitude was evaluated from the pre-stimulus baseline to the peak of the positive deflection.

#### Tissue preparation for immunofluorescent labeling

Mice were euthanized, and eyes were marked at the nasal side, enucleated, and transferred to pre-chilled phosphate-buffered saline (PBS, Fisher Scientific, Hampton, NH, USA). For retinal cross sections, the eyeball was fixed in cold 4% paraformaldehyde (PFA, VWR International, Radnor, PA, USA, 4°C) for 20 min. The cornea, lens, iris, and vitreous body were removed (video available in,^178^ and eyecups were fixed for an additional 20 min in cold 4% PFA. After fixation, eyecups were subsequently washed for 10 min in pre-chilled PBS, and incubated with 30% sucrose (Fisher Scientific, Hampton, NH, USA) in PBS overnight at 4°C. The tissue was embedded in O.C.T. embedding medium (Sakura Finetek, Torrance, CA, USA) with nasal-temporal orientation and frozen at −80°C. The frozen tissue was cross-sectioned into 12 μm-thick sections for subsequent immunofluorescent labeling. For labeling, frozen sections were dehydrated at 37°C for 20 min, then fixed for 20 min with 4% PFA, and subsequently washed in PBS. Sections were incubated in blocking solution (10% horse serum, Fisher Scientific, Hampton, NH, USA, in PBS; with 0.5% Triton X-100, Sigma-Aldrich, St. Louis, MO, USA) for at least 1 h at RT, then incubated with primary antibodies (Tables S7 and S8) overnight. Secondary antibody incubation was done on the following day for 1 h at RT. All antibodies were diluted in 10% horse serum. 4,6-Diamidino-2-phenylindole (DAPI, Sigma-Aldrich, St. Louis, MO, USA, 1:2,000) was used for counterstaining. For EdU labeling, the Click-iT EdU Alexa Fluor 647 Imaging Kit (Catalog #C10340, Fisher Scientific) was used, following the manufacturer’s instructions. Slides were mounted with cover glasses and mounting medium (Invitrogen, Waltham, MA, USA). Only validated antibodies were used in this study. Validation was based on item information given by the vendor as well as publications.

For retinal flatmounts and RPE preparation, muscles and connective tissues on the sclera were removed from the eyeball to facilitate tissue flattening. The cornea, iris, lens, and vitreous body were removed, and the RPE (with attached retina) was carefully transferred onto filter paper. The tissue was cut radially (4 times), and the retina was gently detached and fixed with cold 4% PFA for at least 30 min up to 1 h at RT. The RPE (with sclera) was fixed with cold 4% PFA for 1–2 h at RT. After fixation, the tissue was washed three times in PBS at RT for 10 min and stained following the protocol as described above and the markers listed in Tables S7 and S8, and key resources table.

#### Microscopy and cell count

Retinal eye cups were imaged using a confocal laser scanning microscope (FM1-200 and FV3000, Olympus, Shinjuku City, Tokyo, Japan) and the Fluoview FV31S software for whole tissue imaging. Whole cup stitched images were taken with 10× and 20× objectives. Images of peripheral areas (close to the ora serrata) and central areas (within 500 μm distance from the optic nerve [ON]) were taken with 20× or 40× objectives as z-stacks. For confocal analysis, image parameters were defined by control/wild type groups and used (reloaded) for all conditions. Images were processed and analyzed using Adobe Bridge, Adobe Photoshop, and Affinity. Cells per field (field = full image) or photoreceptor segments per field (field = full image) were counted for at least four images per mouse per staining protocol from central and peripheral cross-sections. The number of rod columns was counted for 10 areas per image for at least four images of the central regions per mouse. For P56 analysis, at least six mice per group were evaluated per group and condition (power analysis 85%); the exact n for the particular cell counts is given in the respective legends. For color-blind friendly figures, either gray-scale or green/magenta images were chosen or generated using Photoshop. Several lab members analyzed images under blinded conditions.

### Fluorescence-activated cell sorting

P7 wild type and Dicer-cKO retinas were checked for successful recombination and reporter induction using a fluorescence microscope (Keyence BZ-X810, KEYENCE, Elmwood Park, NJ, USA). For each sort, the retinas of 1–3 reporter+ mice were pooled and dissociated in DNase/Papain (50 μL/500 μL respectively, Worthington Biomedical, Lakewood, NJ, USA) for 20 min at 37°C on the shaker (Thermomixer, Fisher Scientific, Hampton, NH, USA), triturated, mixed with Ovomucoid (500 μL, Worthington Biomedical, Lakewood, NJ, USA), and centrifuged for 10 min at 300 × g. The pellet was resuspended in 800 μL DNase/Ovomucoid/Neurobasal without phenol red medium (Gibco, Hampton, NH, USA) solution per retina (1:1:10, respectively). Cells were filtered through a 35-μm filter, sorted using a 100-micron nozzle (BD Melody, BD Bioscience, Franklin Lakes, NJ, USA), and collected into two chilled FBS-coated tubes containing Neurobasal medium without phenol red. Cells with the brightest fluorescence were considered “positives” (RPC-progeny fraction), and cells with no fluorescence (“negatives”) were considered as the non-progeny fraction. Debris was excluded. After collection, the Tomato+ fraction and the Tomato-negative fraction were post-sorted, and a fraction of each sort was plated in a 48-well plate to confirm and validate purity and viability using 7-AAD viability staining (BD Bioscience). After the sort, cells were spun for 10 min at 300 × g at 4 °C. Pellet was either resuspended in HBSS for scRNA-seq and cell numbers were ascertained using an automated cell counter (Countess, Thermo Fisher), or homogenized in RLT lysis buffer (miRNeasy Tissue/Cells Advanced Micro Kit, 217684, Qiagen, Hilden, Germany) for subsequent RNA extraction.

#### Single-cell RNA sequencing and data analysis

Single-cell RNA sequencing was performed using pre-templated instant partitions (PIP) sequencing (PIPseq,^179^). The T20 kit (≤20,000 cells output, FBS-SCR-T20-4-V4.05, Fluent Biosciences) was used according to the manufacturer’s instructions and split in half (2× “T10”). In brief, tubes containing template beads were thawed on ice, and the required number of input cells was added per tube (i.e., approximately 25,000–30,000 live cells per T10 sample. The suspension was mixed gently by pipetting and processed further according to the manufacturer’s instructions. After the cDNA synthesis, purification, and library preparation, the concentration, integrity, and quality were assessed using the Agilent 2100 Bioanalyzer System and the high-sensitivity DNA kit (Agilent Technologies, Santa Clara, CA, USA). Illumina-compatible libraries were sequenced using the NovaSeq X + Sequencing System (Illumina, 40,000 reads per cell) at the NYU Genome Technology Center. FASTQ files were preprocessed using PIP Seeker, a comprehensive analysis solution that performs barcode matching, quality control, mapping with the STAR aligner40, deduplication, transcript counting, cell calling, clustering, differential expression, and cell type annotation. Resulting matrices from PIPseeker were imported into R (version 4.5.1) and processed using Monocle3 (monocle3_1.4.26)^180^^,^^181^^,^^182^ for downstream analysis. Matrices were aggregated, and first-pass filtering for cell quality was performed, keeping cells with <25% reads coming from mitochondrial transcripts and displaying total transcript numbers between 500 and 10,000 transcripts per cell. Dimension reduction was performed using the top 3234 transcripts displaying high variance across the data using UMAP dimension reduction^183^ on the top 17 PCAs (umap.min_dist = 0.1, umap.n.neighbors = 15,umap.metric = “euclidean”). Cells were clustered within the reduced dimension space using the cluster_cells function (reduction_method = “UMAP”, cluster_method = “louvain”, num_iter = 5, partition_qval = 0.01). Cell type calls were performed based on enrichment of transcripts within individual clusters using established markers.^48^ Similar analyses were utilized to determine major amacrine cell subtypes after subsetting of amacrine cells from the total datasets. Fastq files are deposited at Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo), accession number GSE288381.

#### RNA extraction and RNA sequencing

Total RNA was isolated using the RNeasy Plus Mini Kit (Qiagen, Hilden, Germany) per the manufacturer’s instructions. RNA quantity and quality were assessed via NanoDrop 2000 (Thermo Scientific, Waltham, MA, USA) as well as the RNA 6000 Pico Kit (Agilent Technologies, Santa Clara, CA, USA) for 2100 Bioanalyzer Systems. All RNA samples were submitted to the NYU Langone Health Genome Technology Center for processing.

The SMART-Seq HT Kit (Takara) was utilized to generate complementary DNA (cDNA) from 1 ng of total RNA input. The synthesis process included 13 PCR cycles. The quality and concentration of the stock RNA were assessed using an Agilent Pico Chip on the Bioanalyzer system, ensuring high-quality RNA inputs. For library preparation, cDNA was quantified using the Invitrogen Quant-iT system and subsequently diluted to a concentration of 0.3 ng/μL for library preparation. Libraries were prepared using the Nextera XT DNA Library Preparation Kit, employing a total of 12 PCR cycles to amplify and uniquely barcode the samples. The quality of the generated libraries was assessed using the Agilent High Sensitivity TapeStation to verify fragment sizes and integrity. Additionally, the concentration of libraries was measured with the Invitrogen Quant-iT system to ensure accurate normalization before pooling. For sequencing, libraries were pooled in equimolar ratios and sequenced on the Illumina NovaSeq X+ platform using paired-end 100-cycle reads.

Small RNA libraries were prepared from 10 ng of purified miRNA using the SMARTer smRNA-Seq Kit for Illumina (Takara Bio), following the manufacturer’s protocol. The kit utilizes a ligation-free method based on SMART (Switching Mechanism at the 5′ end of RNA Template) technology to generate high-quality libraries from low-input small RNA. After adapter ligation and cDNA synthesis, libraries were amplified using PCR and purified using AMPure XP beads according to the protocol specifications. The quality and size distribution of the final libraries were assessed using the Agilent High Sensitivity D1000 ScreenTape on the TapeStation 4200 system (Agilent Technologies) to confirm the presence of expected small RNA insert sizes (∼140–150 bp for miRNA). Library concentrations were measured using the Quant-iT dsDNA High Sensitivity Assay Kit (Invitrogen) to ensure accurate quantification. Libraries were normalized to equimolar concentrations based on fluorometric measurements and pooled accordingly. Sequencing was performed on the Illumina NovaSeq X+ platform using paired-end 100-cycle reads, providing high-depth coverage suitable for small RNA transcriptome analysis.

#### Bulk RNA-seq data processing and analysis

All sequencing data were processed by the Applied Bioinformatics Laboratories (ABL) at New York University School of Medicine using standard bioinformatics pipelines. Cutadapt (v5.0)^184^ was used to cut the adaptors from the small RNA-seq data. Sequencing reads from both small and large RNA-Seq projects were mapped to the reference genome (mm10) using the STAR aligner (v2.5.0c).^185^ Alignments were guided by a Gene Transfer Format (GTF) file. The mean read insert sizes and their standard deviations were calculated using Picard tools (v.1.126) (http://broadinstitute.github.io/picard). The read count tables were generated using HTSeq (v0.6.0),^186^ normalized based on their library size factors using DEseq2,^187^ and differential expression analysis was performed. The Read Per Million (RPM) normalized BigWig files were generated using BEDTools (v2.17.0)^188^ and bedGraphToBigWig tool (v4). Gene set enrichment analysis was performed using GSEA tool^189^. To compare the level of similarity among the samples and their replicates, we used two methods: principal-component analysis and Euclidean distance-based sample clustering. All the downstream statistical analyses and generating heatmaps and plots were performed in R environment (v3.1.1) (https://www.r-project.org/). Because of the possibility of a global effect in mature miRNA levels in our Dicer1 knockout (cKO) model, we made count tables for all genes and used the none miRNA genes as our spike-in factor. Spike-in normalization is generally used when gene expression is affected globally. We then used Geometric Library Size Factor (GLSF) normalization as described in DESeq R package for our spike-in factors and applied it to normalize the miRNA genes. Raw files (fastq) and RPM-normalized BigWig files were used to visualize genomic data in interactive genomic browsers (IGV). Fastq files and Bigwig files were deposited at Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo), accession number GSE288381.

#### miRNA-target interaction analysis and prediction tools to identify RPC miRNA targets

Different prediction tools and genome browsers were used to find putative targets (correct and latest transcript) of late RPC miRNAs (Nanostring dataset from,^101^ available at GEO (GSE135835, under SuperSeries accession number GSE135846), including miRWalk, STarMir, and microT (Diana tools).^161^ miRWalk (http://mirwalk.umm.uni-heidelberg.de) is a database of predicted, as well as experimentally validated, miRNA-target interaction pairs within the complete sequence of genes resulting from the TarPmiR algorithm. TarPmiR is a random-forest-based approach that was trained with 13 features, including Seed match, Accessibility, AU content, exon preference, and the length of the target mRNA region. It also integrates results from other databases with predicted and validated miRNA-target interactions^190^; STarMir web server (http://sfold.wadsworth.org/starmir.html) is an application module of the Sfold RNA package (http://sfold.wadsworth.org), which predicts miRNA binding sites on a target mRNA.^104^ STarMir is a logistic prediction model developed with miRNA binding data from CLIP studies, which predicts miRNA binding sites and computes comprehensive sequence, thermodynamic, and target structure features for any given gene. The sequence information for several miRNAs (miRNA IDs) and our single target mRNA (RefSeq ID) were entered manually, and the HITS-CLIP mouse model for prediction was selected. The miRNA-mRNA binding sites results predicted from the STarMir web server range from one up to around 40 hybrid conformations, which were cross-referenced with those from miRWalk. In contrast to TargetScan, these tools utilize the most current and up-to-date mRNA transcript (https://mart.ensembl.org/info/genome/genebuild/canonical.html), resulting in updated matches of miRNA:mRNA interactions. However, TargetScan was also used as a reference.

#### Luciferase assay

The 3′ UTR of *Elavl3* (obtained from UCSC Genome Browser, https://genome.ucsc.edu/), was cloned into the IV-80 pmiRGLO vector (Addgene plasmid #78128, obtained from Dr. Volker Busskamp, University of Bonn,.^191^ The restriction enzymes NheI and XbaI were used with specific primers for the 3′ UTR region to generate the construct (Table S6, key resources table) as previously described.^164^ The empty IV-80 vector (without a 3′UTR) was a negative control for the assay. These constructs were transfected with mimics (Dharmacon Horizon, Lafayette, CO, USA) for the RPC miRNA miR-25-3p, miR-20a-5p, miR-15a-5p, and the proneuronal miRNA miR-124-3p, as well as a control mimic (C.elegans, Table S9, KST). Four independent experiments were conducted with three technical replicates using HEK293T cells (ATCC, obtained from Dr. Ching-Hwa Sung, Cornell University) and Lipofectamine 3000 (L3000015, Invitrogen, Waltham, MA, USA). 48 h after transfection, Dual-Glo Luciferase reagents were added to the cells (E2920, Promega, Madison, WI, USA). Luciferase activity (Firefly and Renilla) was measured using a plate reader (FilterMax F3, Molecular Devices, San Jose, CA, USA). Data was normalized against negative controls (Plasmid only), and RPC-miRNA treatments were compared to control mimic-transfected conditions. Six independent experiments were conducted with three technical replicates.

### Quantification and statistical analysis

Statistical analyses were performed using SPSS or Sigma Plot by using the Mann-Whitney U-Test, a non-parametric test for independent samples. The Mann–Whitney U test is preferable to the t-test when the data are ordinal but not interval-scaled, hence the spacing between adjacent values of the scale cannot be assumed to be constant. The Holm-Bonferroni method was used to correct for multiple comparisons. Based on power analysis (85% power, alpha 0.5) and previous studies, an n of at least five mice per group was used (detailed numbers below). Only animals that could not be adequately analyzed, i.e., methodological complications (for instance, anesthesia complications, noisy ERG recordings, missing or insufficient reporter labeling) were excluded, which was rarely the case. For randomization and to reduce the badge effect, animals of several litters were analyzed. The genotype or any other identifier was withheld from the investigator evaluating cell numbers or expression levels at the time point of analysis to guarantee unbiased results. All details about the particular sample size n, biological and technical replicates, information about the region analyzed, data shown (mean, SD, or SEM), confidence intervals, and *p*-values are given in the main results text, Figures, Figure legends, and the Supplemental Figures and their legends. The number of biological and technical replicates, as well as the statistical test information is also given below for the particular method:

#### OCT

Mice of various litters and of both sexes were evaluated by three independent investigators. The particular animal numbers per group were P28 wt *n* = 13, P28 cKO *n* = 10, P56 wt *n* = 8, P56 cKO *n* = 9, 3-month wt *n* = 8, 3-month cKO *n* = 4. Data are shown as mean ± S.D. Statistical analyses were conducted using the Mann-Whitney test, *p* ≤ 0.05 indicated by ∗∗, and *p* ≤ 0.01 indicated by ∗∗∗ were assumed as significantly different.

#### ERG

Mice of various litters and of both sexes were evaluated by three independent investigators. The particular animal numbers per group were: P28 wt *n* = 9, P28 cKO *n* = 10, P56 wt *n* = 11, P56 cKO *n* = 7, 3-month wt *n* = 5, 3-month cKO *n* = 5. Data are shown as mean ± SEM. Statistical analysis was conducted using the Mann-Whitney test, *p* ≤ 0.05 indicated by ∗∗, and *p* ≤ 0.01 indicated by ∗∗∗ were assumed as significantly different.

#### Micrograph evaluation and cell counts

Mice of various litters and of both sexes (if determinable) were evaluated by three independent investigators. The numbers per group for young mice were: P4 wt *n* = 4, P4 cKO *n* = 2, P7 wt *n* = 4, P7 cKO *n* = 4, P14 wt *n* = 4, P14 cKO *n* = 3, P21 wt *n* = 5, at least 4 images per retina or RPE. The numbers per group for adult mice were: P28 wt *n* = 5, P28 cKO *n* = 4, P56 wt: *n* = 6, P56 cKO *n* = 7, 3-month wt *n* = 3, 3-month cKO *n* = 4, 4-month-old cKO *n* = 4; For cell quantification, the particular mouse numbers were: Sox9/GS quantification (4 images per mouse): P56 wt: *n* = 7, P56 cKO: *n* = 7; Otx2+ photoreceptor (PR) rows evaluation (10 averaged values per image) in the central or peripheral ONL in wt (*n* = 8, baseline), P28 cKO (*n* = 4), P56 cKO (*n* = 6), 3-month cKO (*n* = 4), and 4-month-old cKO mice (*n* = 4); Otx2/PKC quantification (4 images per mouse): P56 wt: *n* = 6, P56 cKO: *n* = 6; Sox9/GS HuC/D/Pax6 quantification (4 images per mouse): P56 wt: *n* = 5, P56 cKO: *n* = 6; Calbindin, Calretinin quantification (4 images per mouse): P56 wt: *n* = 6, P56 cKO: *n* = 6; All value are expressed as mean ± S.D., Statistical analyses were conducted using the Mann-Whitney test, ∗: *p* ≤ 0.05; ∗∗: *p* ≤ 0.01; ∗∗∗: *p* ≤ 0.001 were assumed as significantly different.

#### Bulk and scRNA-seq

For bulk RNA seq (siRNA and mRNA), a total of 4 P7 wild type and 4 Dicer-cKO mice were pooled and processed in 4 independent experiments per condition. Data is expressed in normalized counts. For scRNA-Seq, 3 P7 wt and 3 P7 cKO mice were pooled, one technical replicate per condition.

#### Luciferase assay

Six independent experiments were conducted with three technical replicates. Data is given in mean ± S.D., Mann-Whitney U-Test: ∗: *p* < 0.05.

## References

[1] Cook T. (2003). Cell diversity in the retina: more than meets the eye. Bioessays.

[2] Jin K., Xiang M. (2017). Transitional Progenitors during Vertebrate Retinogenesis. Mol. Neurobiol..

[3] Marquardt T., Gruss P. (2002). Generating neuronal diversity in the retina: one for nearly all. Trends Neurosci..

[4] Rapaport D.H., Wong L.L., Wood E.D., Yasumura D., LaVail M.M. (2004). Timing and topography of cell genesis in the rat retina. J. Comp. Neurol..

[5] Xiang M. (2013). Intrinsic control of mammalian retinogenesis. Cell. Mol. Life Sci..

[6] Andreazzoli M. (2009). Molecular regulation of vertebrate retina cell fate. Birth Defects Res. C Embryo Today..

[7] Hoang T., Wang J., Boyd P., Wang F., Santiago C., Jiang L., Yoo S., Lahne M., Todd L.J., Jia M. (2020). Gene regulatory networks controlling vertebrate retinal regeneration. Science.

[8] Hahn J., Monavarfeshani A., Qiao M., Kao A.H., Kölsch Y., Kumar A., Kunze V.P., Rasys A.M., Richardson R., Wekselblatt J.B. (2023). Evolution of neuronal cell classes and types in the vertebrate retina. Nature.

[9] Young R.W. (1985). Cell differentiation in the retina of the mouse. Anat. Rec..

[10] Prada C., Puga J., Pérez-Méndez L., Ramírez G., López And R., Ramírez G. (1991). Spatial and Temporal Patterns of Neurogenesis in the Chick Retina. Eur. J. Neurosci..

[11] LaVail M.M., Unoki K., Yasumura D., Matthes M.T., Yancopoulos G.D., Steinberg R.H. (1992). Multiple growth factors, cytokines, and neurotrophins rescue photoreceptors from the damaging effects of constant light. Proc. Natl. Acad. Sci. USA.

[12] Cepko C.L., Austin C.P., Yang X., Alexiades M., Ezzeddine D. (1996). Cell fate determination in the vertebrate retina. Proc. Natl. Acad. Sci. USA.

[13] Brzezinski J.A., Kim E.J., Johnson J.E., Reh T.A. (2011). Ascl1 expression defines a subpopulation of lineage-restricted progenitors in the mammalian retina. Development.

[14] Prusky G.T., Alam N.M., Beekman S., Douglas R.M. (2004). Rapid quantification of adult and developing mouse spatial vision using a virtual optomotor system. Investig. Ophthalmol. Vis. Sci..

[15] Bian S., Xu T.L., Sun T. (2013). Tuning the cell fate of neurons and glia by microRNAs. Curr. Opin. Neurobiol..

[16] Foshay K.M., Gallicano G.I. (2009). miR-17 family miRNAs are expressed during early mammalian development and regulate stem cell differentiation. Dev. Biol..

[17] Lee S.W., Oh Y.M., Lu Y.L., Kim W.K., Yoo A.S. (2018). MicroRNAs Overcome Cell Fate Barrier by Reducing EZH2-Controlled REST Stability during Neuronal Conversion of Human Adult Fibroblasts. Dev. Cell.

[18] Lu D., Davis M.P.A., Abreu-Goodger C., Wang W., Campos L.S., Siede J., Vigorito E., Skarnes W.C., Dunham I., Enright A.J., Liu P. (2012). MiR-25 regulates Wwp2 and Fbxw7 and promotes reprogramming of mouse fibroblast cells to iPSCs. PLoS One.

[19] He L., Hannon G.J. (2004). MicroRNAs: small RNAs with a big role in gene regulation. Nat. Rev. Genet..

[20] Fairchild C.L.A., Cheema S.K., Wong J., Hino K., Simó S., La Torre A. (2019). Let-7 regulates cell cycle dynamics in the developing cerebral cortex and retina. Sci. Rep..

[21] La Torre A., Georgi S., Reh T.A. (2013). Conserved microRNA pathway regulates developmental timing of retinal neurogenesis. Proc. Natl. Acad. Sci. USA.

[22] Akerblom M., Jakobsson J. (2013). MicroRNAs as Neuronal Fate Determinants. Neuroscientist.

[23] Ambros V. (2011). MicroRNAs and developmental timing. Curr. Opin. Genet. Dev..

[24] Amini-Farsani Z., Asgharzade S. (2020). The impact of miR-183/182/96 gene regulation on the maturation, survival, and function of photoreceptor cells in the retina. J. Comp. Neurol..

[25] Bueno M.J., Malumbres M. (2011). MicroRNAs and the cell cycle. Biochim. Biophys. Acta.

[26] Coolen M., Katz S., Bally-Cuif L. (2013). miR-9: a versatile regulator of neurogenesis. Front. Cell. Neurosci..

[27] Corbin R., Olsson-Carter K., Slack F. (2009). The role of microRNAs in synaptic development and function. BMB Rep..

[28] Sun A.X., Crabtree G.R., Yoo A.S. (2013). MicroRNAs: regulators of neuronal fate. Curr. Opin. Cell Biol..

[29] Vo N.K., Cambronne X.A., Goodman R.H. (2010). MicroRNA pathways in neural development and plasticity. Curr. Opin. Neurobiol..

[30] Lee R.C., Feinbaum R.L., Ambros V. (1993). The C. elegans heterochronic gene lin-4 encodes small RNAs with antisense complementarity to lin-14. Cell.

[31] Gurtan A.M., Sharp P.A. (2013). The role of miRNAs in regulating gene expression networks. J. Mol. Biol..

[32] Sundermeier T.R., Palczewski K. (2012). The physiological impact of microRNA gene regulation in the retina. Cell. Mol. Life Sci..

[33] Zuzic M., Rojo Arias J.E., Wohl S.G., Busskamp V. (2019). Retinal miRNA Functions in Health and Disease. Genes.

[34] Damiani D., Alexander J.J., O'Rourke J.R., McManus M., Jadhav A.P., Cepko C.L., Hauswirth W.W., Harfe B.D., Strettoi E. (2008). Dicer inactivation leads to progressive functional and structural degeneration of the mouse retina. J. Neurosci..

[35] Decembrini S., Andreazzoli M., Barsacchi G., Cremisi F. (2008). Dicer inactivation causes heterochronic retinogenesis in Xenopus laevis. Int. J. Dev. Biol..

[36] Iida A., Shinoe T., Baba Y., Mano H., Watanabe S. (2011). Dicer plays essential roles for retinal development by regulation of survival and differentiation. Investig. Ophthalmol. Vis. Sci..

[37] Pinter R., Hindges R. (2010). Perturbations of microRNA function in mouse dicer mutants produce retinal defects and lead to aberrant axon pathfinding at the optic chiasm. PLoS One.

[38] Georgi S.A., Reh T.A. (2010). Dicer is required for the transition from early to late progenitor state in the developing mouse retina. J. Neurosci..

[39] Davis N., Mor E., Ashery-Padan R. (2011). Roles for Dicer1 in the patterning and differentiation of the optic cup neuroepithelium. Development.

[40] Kim E.J., Ables J.L., Dickel L.K., Eisch A.J., Johnson J.E. (2011). Ascl1 (Mash1) defines cells with long-term neurogenic potential in subgranular and subventricular zones in adult mouse brain. PLoS One.

[41] Kim E.J., Leung C.T., Reed R.R., Johnson J.E. (2007). In vivo analysis of Ascl1 defined progenitors reveals distinct developmental dynamics during adult neurogenesis and gliogenesis. J. Neurosci..

[42] Nelson B.R., Ueki Y., Reardon S., Karl M.O., Georgi S., Hartman B.H., Lamba D.A., Reh T.A. (2011). Genome-wide analysis of Muller glial differentiation reveals a requirement for Notch signaling in postmitotic cells to maintain the glial fate. PLoS One.

[43] Harfe B.D., McManus M.T., Mansfield J.H., Hornstein E., Tabin C.J. (2005). The RNaseIII enzyme Dicer is required for morphogenesis but not patterning of the vertebrate limb. Proc. Natl. Acad. Sci. USA.

[44] Young R.W. (1985). Cell proliferation during postnatal development of the retina in the mouse. Brain Res..

[45] Godecke N., Zha L., Spencer S., Behme S., Riemer P., Rehli M., Hauser H., Wirth D. (2017). Controlled re-activation of epigenetically silenced Tet promoter-driven transgene expression by targeted demethylation. Nucleic Acids Res..

[46] Long M.A., Rossi F.M.V. (2009). Silencing inhibits Cre-mediated recombination of the Z/AP and Z/EG reporters in adult cells. PLoS One.

[47] Whitney I.E., Keeley P.W., St John A.J., Kautzman A.G., Kay J.N., Reese B.E. (2014). Sox2 regulates cholinergic amacrine cell positioning and dendritic stratification in the retina. J. Neurosci..

[48] Clark B.S., Stein-O'Brien G.L., Shiau F., Cannon G.H., Davis-Marcisak E., Sherman T., Santiago C.P., Hoang T.V., Rajaii F., James-Esposito R.E. (2019). Single-Cell RNA-Seq Analysis of Retinal Development Identifies NFI Factors as Regulating Mitotic Exit and Late-Born Cell Specification. Neuron.

[49] Blackshaw S., Harpavat S., Trimarchi J., Cai L., Huang H., Kuo W.P., Weber G., Lee K., Fraioli R.E., Cho S.H. (2004). Genomic analysis of mouse retinal development. PLoS Biol..

[50] Macosko E.Z., Basu A., Satija R., Nemesh J., Shekhar K., Goldman M., Tirosh I., Bialas A.R., Kamitaki N., Martersteck E.M. (2015). Highly Parallel Genome-wide Expression Profiling of Individual Cells Using Nanoliter Droplets. Cell.

[51] Wohl S.G., Reh T.A. (2016). The microRNA expression profile of mouse Muller glia in vivo and in vitro. Sci. Rep..

[52] Jadhav A.P., Roesch K., Cepko C.L. (2009). Development and neurogenic potential of Müller glial cells in the vertebrate retina. Prog. Retin. Eye Res..

[53] Roesch K., Jadhav A.P., Trimarchi J.M., Stadler M.B., Roska B., Sun B.B., Cepko C.L. (2008). The transcriptome of retinal Müller glial cells. J. Comp. Neurol..

[54] Akimoto M., Cheng H., Zhu D., Brzezinski J.A., Khanna R., Filippova E., Oh E.C.T., Jing Y., Linares J.L., Brooks M. (2006). Targeting of GFP to newborn rods by Nrl promoter and temporal expression profiling of flow-sorted photoreceptors. Proc. Natl. Acad. Sci. USA.

[55] Shekhar K., Lapan S.W., Whitney I.E., Tran N.M., Macosko E.Z., Kowalczyk M., Adiconis X., Levin J.Z., Nemesh J., Goldman M. (2016). Comprehensive Classification of Retinal Bipolar Neurons by Single-Cell Transcriptomics. Cell.

[56] Kim J.W., Yang H.J., Brooks M.J., Zelinger L., Karakülah G., Gotoh N., Boleda A., Gieser L., Giuste F., Whitaker D.T. (2016). NRL-Regulated Transcriptome Dynamics of Developing Rod Photoreceptors. Cell Rep..

[57] Bumsted-O'Brien K.M., Hendrickson A., Haverkamp S., Ashery-Padan R., Schulte D. (2007). Expression of the homeodomain transcription factor Meis2 in the embryonic and postnatal retina. J. Comp. Neurol..

[58] Dupacova N., Antosova B., Paces J., Kozmik Z. (2021). Meis homeobox genes control progenitor competence in the retina. Proc. Natl. Acad. Sci. USA.

[59] Yan W., Laboulaye M.A., Tran N.M., Whitney I.E., Benhar I., Sanes J.R. (2020). Mouse Retinal Cell Atlas: Molecular Identification of over Sixty Amacrine Cell Types. J. Neurosci..

[60] Dyer M.A., Cepko C.L. (2001). p27Kip1 and p57Kip2 regulate proliferation in distinct retinal progenitor cell populations. J. Neurosci..

[61] Dyer M.A., Cepko C.L. (2001). The p57Kip2 cyclin kinase inhibitor is expressed by a restricted set of amacrine cells in the rodent retina. J. Comp. Neurol..

[62] Lu Y.L., Liu Y., McCoy M.J., Yoo A.S. (2021). MiR-124 synergism with ELAVL3 enhances target gene expression to promote neuronal maturity. Proc. Natl. Acad. Sci. USA.

[63] Wu M., Deng Q., Lei X., Du Y., Shen Y. (2021). Elavl2 Regulates Retinal Function Via Modulating the Differentiation of Amacrine Cells Subtype. Investig. Ophthalmol. Vis. Sci..

[64] Bronicki L.M., Jasmin B.J. (2013). Emerging complexity of the HuD/ELAVl4 gene; implications for neuronal development, function, and dysfunction. RNA.

[65] Wutikeli H., Yu Y., Zhang T., Cao J., Nawy S., Shen Y. (2025). Role of Elavl-like RNA-binding protein in retinal development and signal transduction. Biochim. Biophys. Acta. Mol. Basis Dis..

[66] Yokoi S., Udagawa T., Fujioka Y., Honda D., Okado H., Watanabe H., Katsuno M., Ishigaki S., Sobue G. (2017). 3'UTR Length-Dependent Control of SynGAP Isoform alpha2 mRNA by FUS and ELAV-like Proteins Promotes Dendritic Spine Maturation and Cognitive Function. Cell Rep..

[67] Wohl S.G., Jorstad N.L., Levine E.M., Reh T.A. (2017). Muller glial microRNAs are required for the maintenance of glial homeostasis and retinal architecture. Nat. Commun..

[68] Ferreira H., Martins J., Moreira P.I., Ambrósio A.F., Castelo-Branco M., Serranho P., Bernardes R. (2021). Longitudinal normative OCT retinal thickness data for wild-type mice, and characterization of changes in the 3xTg-AD mice model of Alzheimer's disease. Aging.

[69] Ferguson L.R., Grover S., Dominguez J.M., Balaiya S., Chalam K.V. (2014). Retinal thickness measurement obtained with spectral domain optical coherence tomography assisted optical biopsy accurately correlates with ex vivo histology. PLoS One.

[70] Larbi D., Rief A.M., Kang S., Chen S., Batsuuri K., Fuhrmann S., Viswanathan S., Wohl S.G. (2025). Dicer Loss in Muller Glia Leads to a Defined Sequence of Pathological Events Beginning With Cone Dysfunction. Investig. Ophthalmol. Vis. Sci..

[71] Li Y., Zhang Y., Chen S., Vernon G., Wong W.T., Qian H. (2018). Light-Dependent OCT Structure Changes in Photoreceptor Degenerative rd 10 Mouse Retina. Investig. Ophthalmol. Vis. Sci..

[72] Adachi K., Takahashi S., Yamauchi K., Mounai N., Tanabu R., Nakazawa M. (2016). Optical Coherence Tomography of Retinal Degeneration in Royal College of Surgeons Rats and Its Correlation with Morphology and Electroretinography. PLoS One.

[73] Jones B.W., Marc R.E. (2005). Retinal remodeling during retinal degeneration. Exp. Eye Res..

[74] Ohana R., Weiman-Kelman B., Raviv S., Tamm E.R., Pasmanik-Chor M., Rinon A., Netanely D., Shamir R., Solomon A.S., Ashery-Padan R. (2015). MicroRNAs are essential for differentiation of the retinal pigmented epithelium and maturation of adjacent photoreceptors. Development.

[75] Sundermeier T.R., Sakami S., Sahu B., Howell S.J., Gao S., Dong Z., Golczak M., Maeda A., Palczewski K. (2017). MicroRNA-processing Enzymes Are Essential for Survival and Function of Mature Retinal Pigmented Epithelial Cells in Mice. J. Biol. Chem..

[76] Greferath U., Grünert U., Wässle H. (1990). Rod bipolar cells in the mammalian retina show protein kinase C-like immunoreactivity. J. Comp. Neurol..

[77] Wassle H., Yamashita M., Greferath U., Grunert U., Muller F. (1991). The rod bipolar cell of the mammalian retina. Vis. Neurosci..

[78] Kato M., Sudou N., Nomura-Komoike K., Iida T., Fujieda H. (2022). Age- and cell cycle-related expression patterns of transcription factors and cell cycle regulators in Muller glia. Sci. Rep..

[79] Joly S., Pernet V., Samardzija M., Grimm C. (2011). Pax6-positive Muller glia cells express cell cycle markers but do not proliferate after photoreceptor injury in the mouse retina. Glia.

[80] Bernardos R.L., Barthel L.K., Meyers J.R., Raymond P.A. (2007). Late-stage neuronal progenitors in the retina are radial Müller glia that function as retinal stem cells. J. Neurosci..

[81] Gargini C., Terzibasi E., Mazzoni F., Strettoi E. (2007). Retinal organization in the retinal degeneration 10 (rd10) mutant mouse: a morphological and ERG study. J. Comp. Neurol..

[82] Voinescu P.E., Kay J.N., Sanes J.R. (2009). Birthdays of retinal amacrine cell subtypes are systematically related to their molecular identity and soma position. J. Comp. Neurol..

[83] Balasubramanian R., Gan L. (2014). Development of Retinal Amacrine Cells and Their Dendritic Stratification. Curr. Ophthalmol. Rep..

[84] Perron M., Furrer M.P., Wegnez M., Théodore L. (1999). Xenopus elav-like genes are differentially expressed during neurogenesis. Mech. Dev..

[85] Good P.J. (1995). A conserved family of elav-like genes in vertebrates. Proc. Natl. Acad. Sci. USA.

[86] Amato M.A., Boy S., Arnault E., Girard M., Della Puppa A., Sharif A., Perron M. (2005). Comparison of the expression patterns of five neural RNA binding proteins in the Xenopus retina. J. Comp. Neurol..

[87] Lagnado L. (1998). Retinal processing: amacrine cells keep it short and sweet. Curr. Biol..

[88] Cheloufi S., Dos Santos C.O., Chong M.M.W., Hannon G.J. (2010). A dicer-independent miRNA biogenesis pathway that requires Ago catalysis. Nature.

[89] Chong M.M.W., Zhang G., Cheloufi S., Neubert T.A., Hannon G.J., Littman D.R. (2010). Canonical and alternate functions of the microRNA biogenesis machinery. Genes Dev..

[90] Kim Y.K., Kim B., Kim V.N. (2016). Re-evaluation of the roles of DROSHA, Export in 5, and DICER in microRNA biogenesis. Proc. Natl. Acad. Sci. USA.

[91] Mattar P., Ericson J., Blackshaw S., Cayouette M. (2015). A conserved regulatory logic controls temporal identity in mouse neural progenitors. Neuron.

[92] Mattar P., Jolicoeur C., Dang T., Shah S., Clark B.S., Cayouette M. (2021). A Casz1-NuRD complex regulates temporal identity transitions in neural progenitors. Sci. Rep..

[93] Mattar P., Stevanovic M., Nad I., Cayouette M. (2018). Casz1 controls higher-order nuclear organization in rod photoreceptors. Proc. Natl. Acad. Sci. USA.

[94] Poche R.A., Furuta Y., Chaboissier M.C., Schedl A., Behringer R.R. (2008). Sox9 is expressed in mouse multipotent retinal progenitor cells and functions in Muller glial cell development. J. Comp. Neurol..

[95] Zhu M.Y., Gasperowicz M., Chow R.L. (2013). The expression of NOTCH2, HES1 and SOX9 during mouse retinal development. Gene Expr. Patterns.

[96] Tomita K., Ishibashi M., Nakahara K., Ang S.L., Nakanishi S., Guillemot F., Kageyama R. (1996). Mammalian hairy and Enhancer of split homolog 1 regulates differentiation of retinal neurons and is essential for eye morphogenesis. Neuron.

[97] Kageyama R., Ishibashi M., Takebayashi K., Tomita K. (1997). bHLH transcription factors and mammalian neuronal differentiation. Int. J. Biochem. Cell Biol..

[98] Furukawa T., Mukherjee S., Bao Z.Z., Morrow E.M., Cepko C.L. (2000). rax, Hes1, and notch1 promote the formation of Muller glia by postnatal retinal progenitor cells. Neuron.

[99] Takatsuka K., Hatakeyama J., Bessho Y., Kageyama R. (2004). Roles of the bHLH gene Hes1 in retinal morphogenesis. Brain Res..

[100] Wohl S.G., D’Amore P.A. (2025). Encyclopedia of the Eye, vol. 1.

[101] Genini S., Guziewicz K.E., Beltran W.A., Aguirre G.D. (2014). Altered miRNA expression in canine retinas during normal development and in models of retinal degeneration. BMC Genomics.

[102] Hackler L., Wan J., Swaroop A., Qian J., Zack D.J. (2010). MicroRNA profile of the developing mouse retina. Invest. Ophthalmol. Vis. Sci..

[103] Wohl S.G., Hooper M.J., Reh T.A. (2019). MicroRNAs miR-25, let-7 and miR-124 regulate the neurogenic potential of Muller glia in mice. Development.

[104] Rennie W., Liu C., Carmack C.S., Wolenc A., Kanoria S., Lu J., Long D., Ding Y. (2014). STarMir: a web server for prediction of microRNA binding sites. Nucleic Acids Res..

[105] De Pietri Tonelli D., Pulvers J.N., Haffner C., Murchison E.P., Hannon G.J., Huttner W.B. (2008). miRNAs are essential for survival and differentiation of newborn neurons but not for expansion of neural progenitors during early neurogenesis in the mouse embryonic neocortex. Development.

[106] Davis T.H., Cuellar T.L., Koch S.M., Barker A.J., Harfe B.D., McManus M.T., Ullian E.M. (2008). Conditional loss of Dicer disrupts cellular and tissue morphogenesis in the cortex and hippocampus. J. Neurosci..

[107] Kawase-Koga Y., Low R., Otaegi G., Pollock A., Deng H., Eisenhaber F., Maurer-Stroh S., Sun T. (2010). RNAase-III enzyme Dicer maintains signaling pathways for differentiation and survival in mouse cortical neural stem cells. J. Cell Sci..

[108] McLoughlin H.S., Fineberg S.K., Ghosh L.L., Tecedor L., Davidson B.L. (2012). Dicer is required for proliferation, viability, migration and differentiation in corticoneurogenesis. Neuroscience.

[109] Zindy F., Lee Y., Kawauchi D., Ayrault O., Merzoug L.B., Li Y., McKinnon P.J., Roussel M.F. (2015). Dicer Is Required for Normal Cerebellar Development and to Restrain Medulloblastoma Formation. PLoS One.

[110] Rajaram K., Harding R.L., Bailey T., Patton J.G., Hyde D.R. (2014). Dynamic miRNA expression patterns during retinal regeneration in zebrafish: reduced dicer or miRNA expression suppresses proliferation of Muller glia-derived neuronal progenitor cells. Dev. Dyn..

[111] Konar G.J., Ferguson C., Flickinger Z., Kent M.R., Patton J.G. (2020). miRNAs and Muller Glia Reprogramming During Retina Regeneration. Front. Cell Dev. Biol..

[112] Lagos-Quintana M., Rauhut R., Yalcin A., Meyer J., Lendeckel W., Tuschl T. (2002). Identification of tissue-specific microRNAs from mouse. Curr. Biol..

[113] Rowan S., Cepko C.L. (2004). Genetic analysis of the homeodomain transcription factor Chx10 in the retina using a novel multifunctional BAC transgenic mouse reporter. Dev. Biol..

[114] Belecky-Adams T., Tomarev S., Li H.S., Ploder L., McInnes R.R., Sundin O., Adler R. (1997). Pax-6, Prox 1, and Chx10 homeobox gene expression correlates with phenotypic fate of retinal precursor cells. Investig. Ophthalmol. Vis. Sci..

[115] Burmeister M., Novak J., Liang M.Y., Basu S., Ploder L., Hawes N.L., Vidgen D., Hoover F., Goldman D., Kalnins V.I. (1996). Ocular retardation mouse caused by Chx10 homeobox null allele: impaired retinal progenitor proliferation and bipolar cell differentiation. Nat. Genet..

[116] Green E.S., Stubbs J.L., Levine E.M. (2003). Genetic rescue of cell number in a mouse model of microphthalmia: interactions between Chx10 and G1-phase cell cycle regulators. Development.

[117] Sigulinsky C.L., Green E.S., Clark A.M., Levine E.M. (2008). Vsx2/Chx10 ensures the correct timing and magnitude of Hedgehog signaling in the mouse retina. Dev. Biol..

[118] Jin K., Jiang H., Xiao D., Zou M., Zhu J., Xiang M. (2015). Tfap2a and 2b act downstream of Ptf1a to promote amacrine cell differentiation during retinogenesis. Mol. Brain.

[119] Park S.J., Lei W., Pisano J., Orpia A., Minehart J., Pottackal J., Hanke-Gogokhia C., Zapadka T.E., Clarkson-Paredes C., Popratiloff A. (2023). Molecular identification of wide-field amacrine cells in mouse retina that encode stimulus orientation. bioRxiv.

[120] Perez-Leon J.A., Espinal-Centeno A., Mendoza-Gonzalez Z., Camacho A.C., Lopez A.B., Perez R.A., Miranda M. (2022). Identification of amacrine neurons with a glycinergic and GABAergic phenotype in the mouse retina. Med. Res. Arch..

[121] Li S., Mo Z., Yang X., Price S.M., Shen M.M., Xiang M. (2004). Foxn4 controls the genesis of amacrine and horizontal cells by retinal progenitors. Neuron.

[122] Fujitani Y., Fujitani S., Luo H., Qiu F., Burlison J., Long Q., Kawaguchi Y., Edlund H., MacDonald R.J., Furukawa T. (2006). Ptf1a determines horizontal and amacrine cell fates during mouse retinal development. Development.

[123] Sato S., Inoue T., Terada K., Matsuo I., Aizawa S., Tano Y., Fujikado T., Furukawa T. (2007). Dkk3-Cre BAC transgenic mouse line: a tool for highly efficient gene deletion in retinal progenitor cells. Genesis.

[124] Gallina D., Palazzo I., Steffenson L., Todd L., Fischer A.J. (2016). Wnt/beta-catenin-signaling and the formation of Muller glia-derived progenitors in the chick retina. Dev. Neurobiol..

[125] Zhu L., Shen W., Zhang T., Wang Y., Bahrami B., Zhou F., Gillies M.C. (2018). Characterization of canonical Wnt signalling changes after induced disruption of Muller cell in murine retina. Exp. Eye Res..

[126] Muranishi Y., Furukawa T. (2012). BAC-Dkk3-EGFP transgenic mouse: an in vivo analytical tool for Dkk3 expression. J. Biomed. Biotechnol..

[127] Ramachandran R., Zhao X.F., Goldman D. (2011). Ascl1a/Dkk/beta-catenin signaling pathway is necessary and glycogen synthase kinase-3beta inhibition is sufficient for zebrafish retina regeneration. Proc. Natl. Acad. Sci. USA.

[128] Shu J., Xia Z., Li L., Liang E.T., Slipek N., Shen D., Foo J., Subramanian S., Steer C.J. (2012). Dose-dependent differential mRNA target selection and regulation by let-7a-7f and miR-17-92 cluster microRNAs. RNA Biol..

[129] Song X., Liang Y., Sang Y., Li Y., Zhang H., Chen B., Du L., Liu Y., Wang L., Zhao W. (2020). circHMCU Promotes Proliferation and Metastasis of Breast Cancer by Sponging the let-7 Family. Mol. Ther. Nucleic Acids.

[130] Tu F., Li M., Chen Y., Chu H., Wang S., Hai L., Xie T., Geng F., Zhao T., Wang Q., Feng Z. (2022). Let-7i-3p inhibits the cell cycle, proliferation, invasion, and migration of colorectal cancer cells via downregulating CCND1. Open Med..

[131] Wang L.J., Cai H.Q. (2020). Let-7b downgrades CCND1 to repress osteogenic proliferation and differentiation of MC3T3-E1 cells: An implication in osteoporosis. Kaohsiung J. Med. Sci..

[132] Barton K.M., Levine E.M. (2008). Expression patterns and cell cycle profiles of PCNA, MCM6, cyclin D1, cyclin A2, cyclin B1, and phosphorylated histone H3 in the developing mouse retina. Dev. Dyn..

[133] Trimarchi J.M., Stadler M.B., Cepko C.L. (2008). Individual retinal progenitor cells display extensive heterogeneity of gene expression. PLoS One.

[134] Dyer M.A., Cepko C.L. (2000). Control of Muller glial cell proliferation and activation following retinal injury. Nat. Neurosci..

[135] Das G., Choi Y., Sicinski P., Levine E.M. (2009). Cyclin D1 fine-tunes the neurogenic output of embryonic retinal progenitor cells. Neural Dev..

[136] Das G., Clark A.M., Levine E.M. (2012). Cyclin D1 inactivation extends proliferation and alters histogenesis in the postnatal mouse retina. Dev. Dyn..

[137] Goldman D. (2014). Müller glial cell reprogramming and retina regeneration. Nat. Rev. Neurosci..

[138] Ramachandran R., Fausett B.V., Goldman D. (2010). Ascl1a regulates Müller glia dedifferentiation and retinal regeneration through a Lin-28-dependent, let-7 microRNA signalling pathway. Nat. Cell Biol..

[139] Hojo M., Ohtsuka T., Hashimoto N., Gradwohl G., Guillemot F., Kageyama R. (2000). Glial cell fate specification modulated by the bHLH gene Hes5 in mouse retina. Development.

[140] Turner D.L., Cepko C.L. (1987). A common progenitor for neurons and glia persists in rat retina late in development. Nature.

[141] Sundermeier T.R., Zhang N., Vinberg F., Mustafi D., Kohno H., Golczak M., Bai X., Maeda A., Kefalov V.J., Palczewski K. (2014). DICER1 is essential for survival of postmitotic rod photoreceptor cells in mice. FASEB J..

[142] Aldunate E.Z., Di Foggia V., Di Marco F., Hervas L.A., Ribeiro J.C., Holder D.L., Patel A., Jannini T.B., Thompson D.A., Martinez-Barbera J.P. (2019). Conditional Dicer1 depletion using Chrnb4-Cre leads to cone cell death and impaired photopic vision. Sci. Rep..

[143] Grosshans H., Chatterjee S. (2010). MicroRNAses and the regulated degradation of mature animal miRNAs. Adv. Exp. Med. Biol..

[144] Gantier M.P., McCoy C.E., Rusinova I., Saulep D., Wang D., Xu D., Irving A.T., Behlke M.A., Hertzog P.J., Mackay F., Williams B.R.G. (2011). Analysis of microRNA turnover in mammalian cells following Dicer1 ablation. Nucleic Acids Res..

[145] Winter J., Diederichs S. (2011). Argonaute proteins regulate microRNA stability: Increased microRNA abundance by Argonaute proteins is due to microRNA stabilization. RNA Biol..

[146] Perez-Ortin J.E., Alepuz P., Chavez S., Choder M. (2013). Eukaryotic mRNA decay: methodologies, pathways, and links to other stages of gene expression. J. Mol. Biol..

[147] Kingston E.R., Bartel D.P. (2019). Global analyses of the dynamics of mammalian microRNA metabolism. Genome Res..

[148] Yang J.S., Lai E.C. (2011). Alternative miRNA biogenesis pathways and the interpretation of core miRNA pathway mutants. Mol. Cell.

[149] Remez L.A., Onishi A., Menuchin-Lasowski Y., Biran A., Blackshaw S., Wahlin K.J., Zack D.J., Ashery-Padan R. (2017). Pax6 is essential for the generation of late-born retinal neurons and for inhibition of photoreceptor-fate during late stages of retinogenesis. Dev. Biol..

[150] Conte I., Carrella S., Avellino R., Karali M., Marco-Ferreres R., Bovolenta P., Banfi S. (2010). miR-204 is required for lens and retinal development via Meis2 targeting. Proc. Natl. Acad. Sci. USA.

[151] Dyer M.A., Cepko C.L. (2000). p57(Kip2) regulates progenitor cell proliferation and amacrine interneuron development in the mouse retina. Development.

[152] Marquardt T., Ashery-Padan R., Andrejewski N., Scardigli R., Guillemot F., Gruss P. (2001). Pax6 is required for the multipotent state of retinal progenitor cells. Cell.

[153] Oron-Karni V., Farhy C., Elgart M., Marquardt T., Remizova L., Yaron O., Xie Q., Cvekl A., Ashery-Padan R. (2008). Dual requirement for Pax6 in retinal progenitor cells. Development.

[154] Li Y., Shen Y., Cai D., Shen Y. (2021). Sox2 knockdown in the neonatal retina causes cell fate to switch from amacrine to bipolar. Brain Res..

[155] Soller M., White K. (2004). Elav. Curr. Biol..

[156] Perrone-Bizzozero N., Bolognani F. (2002). Role of HuD and other RNA-binding proteins in neural development and plasticity. J. Neurosci. Res..

[157] Mulligan M.R., Bicknell L.S. (2023). The molecular genetics of nELAVL in brain development and disease. Eur. J. Hum. Genet..

[158] Ueki Y., Wilken M.S., Cox K.E., Chipman L., Jorstad N., Sternhagen K., Simic M., Ullom K., Nakafuku M., Reh T.A. (2015). Transgenic expression of the proneural transcription factor Ascl1 in Müller glia stimulates retinal regeneration in young mice. Proc. Natl. Acad. Sci. USA.

[159] Yao K., Qiu S., Tian L., Snider W.D., Flannery J.G., Schaffer D.V., Chen B. (2016). Wnt Regulates Proliferation and Neurogenic Potential of Muller Glial Cells via a Lin28/let-7 miRNA-Dependent Pathway in Adult Mammalian Retinas. Cell Rep..

[160] Le N., Vu T.D., Palazzo I., Pulya R., Kim Y., Blackshaw S., Hoang T. (2023). Robust reprogramming of glia into neurons by inhibition of Notch signaling and NFI factors in adult mammalian retina. bioRxiv.

[161] Tastsoglou S., Alexiou A., Karagkouni D., Skoufos G., Zacharopoulou E., Hatzigeorgiou A.G. (2023). DIANA-microT 2023: including predicted targets of virally encoded miRNAs. Nucleic Acids Res..

[162] Brummer A., Hausser J. (2014). MicroRNA binding sites in the coding region of mRNAs: extending the repertoire of post-transcriptional gene regulation. Bioessays.

[163] Buhagiar A.F., Kleaveland B. (2024). To kill a microRNA: emerging concepts in target-directed microRNA degradation. Nucleic Acids Res..

[164] Kutsche L.K., Gysi D.M., Fallmann J., Lenk K., Petri R., Swiersy A., Klapper S.D., Pircs K., Khattak S., Stadler P.F. (2018). Combined Experimental and System-Level Analyses Reveal the Complex Regulatory Network of miR-124 during Human Neurogenesis. Cell Syst..

[165] Kaufman M.L., Goodson N.B., Park K.U., Schwanke M., Office E., Schneider S.R., Abraham J., Hensley A., Jones K.L., Brzezinski J.A. (2021). Initiation of Otx2 expression in the developing mouse retina requires a unique enhancer and either Ascl1 or Neurog2 activity. Development.

[166] Karampelas M., Sim D.A., Keane P.A. (2014). Spectral-domain OCT of the RPE. Optical coherence tomography has evolved to the extent that we can now image the retinal microstructure. Retin. Physician.

[167] Pandya B.U., Grinton M., Mandelcorn E.D., Felfeli T. (2024). RETINAL OPTICAL COHERENCE TOMOGRAPHY IMAGING BIOMARKERS: A Review of the Literature. Retina.

[168] Severns M.L., Johnson M.A. (1993). The care and fitting of Naka-Rushton functions to electroretinographic intensity-response data. Doc. Ophthalmol..

[169] Evans L.S., Peachey N.S., Marchese A.L. (1993). Comparison of three methods of estimating the parameters of the Naka-Rushton equation. Doc. Ophthalmol..

[170] Cobb W., Morton H.B. (1952). The human retinogram in response to high-intensity flashes. Electroencephalogr. Clin. Neurophysiol..

[171] Liao F., Liu H., Milla-Navarro S., Villa P.d.l., Germain F. (2023). Origin of Retinal Oscillatory Potentials in the Mouse, a Tool to Specifically Locate Retinal Damage. Int. J. Mol. Sci..

[172] Wachtmeister L. (1998). Oscillatory potentials in the retina: what do they reveal. Prog. Retin. Eye Res..

[173] Wachtmeister L., Dowling J.E. (1978). The oscillatory potentials of the mudpuppy retina. Investig. Ophthalmol. Vis. Sci..

[174] Akula J.D., Mocko J.A., Moskowitz A., Hansen R.M., Fulton A.B. (2007). The oscillatory potentials of the dark-adapted electroretinogram in retinopathy of prematurity. Investig. Ophthalmol. Vis. Sci..

[175] Naarendorp F., Sieving P.A. (1991). The scotopic threshold response of the cat ERG is suppressed selectively by GABA and glycine. Vision Res..

[176] Sieving P.A., Frishman L.J., Steinberg R.H. (1986). Scotopic threshold response of proximal retina in cat. J. Neurophysiol..

[177] Saszik S., Bilotta J. (2001). Constant dark-rearing effects on visual adaptation of the zebrafish ERG. Int. J. Dev. Neurosci..

[178] Kang S., Wohl S.G. (2022). Primary Cell Cultures to Study the Regeneration Potential of Murine Muller Glia after MicroRNA Treatment. J. Vis. Exp..

[179] Lee S.H., Won Y., Gibbs D., Caldwell B., Goldstein A., Choi E., Goldenring J.R. (2024). Amphiregulin Switches Progenitor Cell Fate for Lineage Commitment During Gastric Mucosal Regeneration. Gastroenterology.

[180] Cao J., Spielmann M., Qiu X., Huang X., Ibrahim D.M., Hill A.J., Zhang F., Mundlos S., Christiansen L., Steemers F.J. (2019). The single-cell transcriptional landscape of mammalian organogenesis. Nature.

[181] Qiu X., Mao Q., Tang Y., Wang L., Chawla R., Pliner H.A., Trapnell C. (2017). Reversed graph embedding resolves complex single-cell trajectories. Nat. Methods.

[182] Trapnell C., Cacchiarelli D., Grimsby J., Pokharel P., Li S., Morse M., Lennon N.J., Livak K.J., Mikkelsen T.S., Rinn J.L. (2014). The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. Nat. Biotechnol..

[183] McInnes L., Healy J., Melville J. (2020). UMAP: Uniform Manifold Approximation and Projection for Dimension Reduction. arXiv.

[184] Martin M. (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet. J..

[185] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[186] Anders S., Pyl P.T., Huber W. (2015). HTSeq--a Python framework to work with high-throughput sequencing data. Bioinformatics.

[187] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[188] Quinlan A.R., Hall I.M. (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[189] Subramanian A., Tamayo P., Mootha V.K., Mukherjee S., Ebert B.L., Gillette M.A., Paulovich A., Pomeroy S.L., Golub T.R., Lander E.S., Mesirov J.P. (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA.

[190] Sticht C., De La Torre C., Parveen A., Gretz N. (2018). miRWalk: An online resource for prediction of microRNA binding sites. PLoS One.

[191] Eichelser C., Stückrath I., Müller V., Milde-Langosch K., Wikman H., Pantel K., Schwarzenbach H. (2014). Increased serum levels of circulating exosomal microRNA-373 in receptor-negative breast cancer patients. Oncotarget.

# Supplementary material for: Dicer is essential for proper maturation, composition, and function in the postnatal retina
**Source:** iScience. 2025 Oct 17;28(11):113794. doi: 10.1016/j.isci.2025.113794
**Supplement:** Document S1. Figures S1–S10 and Tables S1–S9

Supplemental information

Dicer is essential for proper maturation, composition, and function in the postnatal retina

Seoyoung Kang, Daniel Larbi, Eik Bruns, Konstantin Hahne, Alireza Khodadadi-Jamayran, Chaitra Sreenivasaiah, Mariana Lima Carneiro, Monica Andrade, Khulan Batsuuri, Shaoheng Chen, Julia Jager, Suresh Viswanathan, Brian Stewart Clark, and Stefanie Gabriele Wohl

Supplementary
Figures and
Tables

Kang et al., 2025

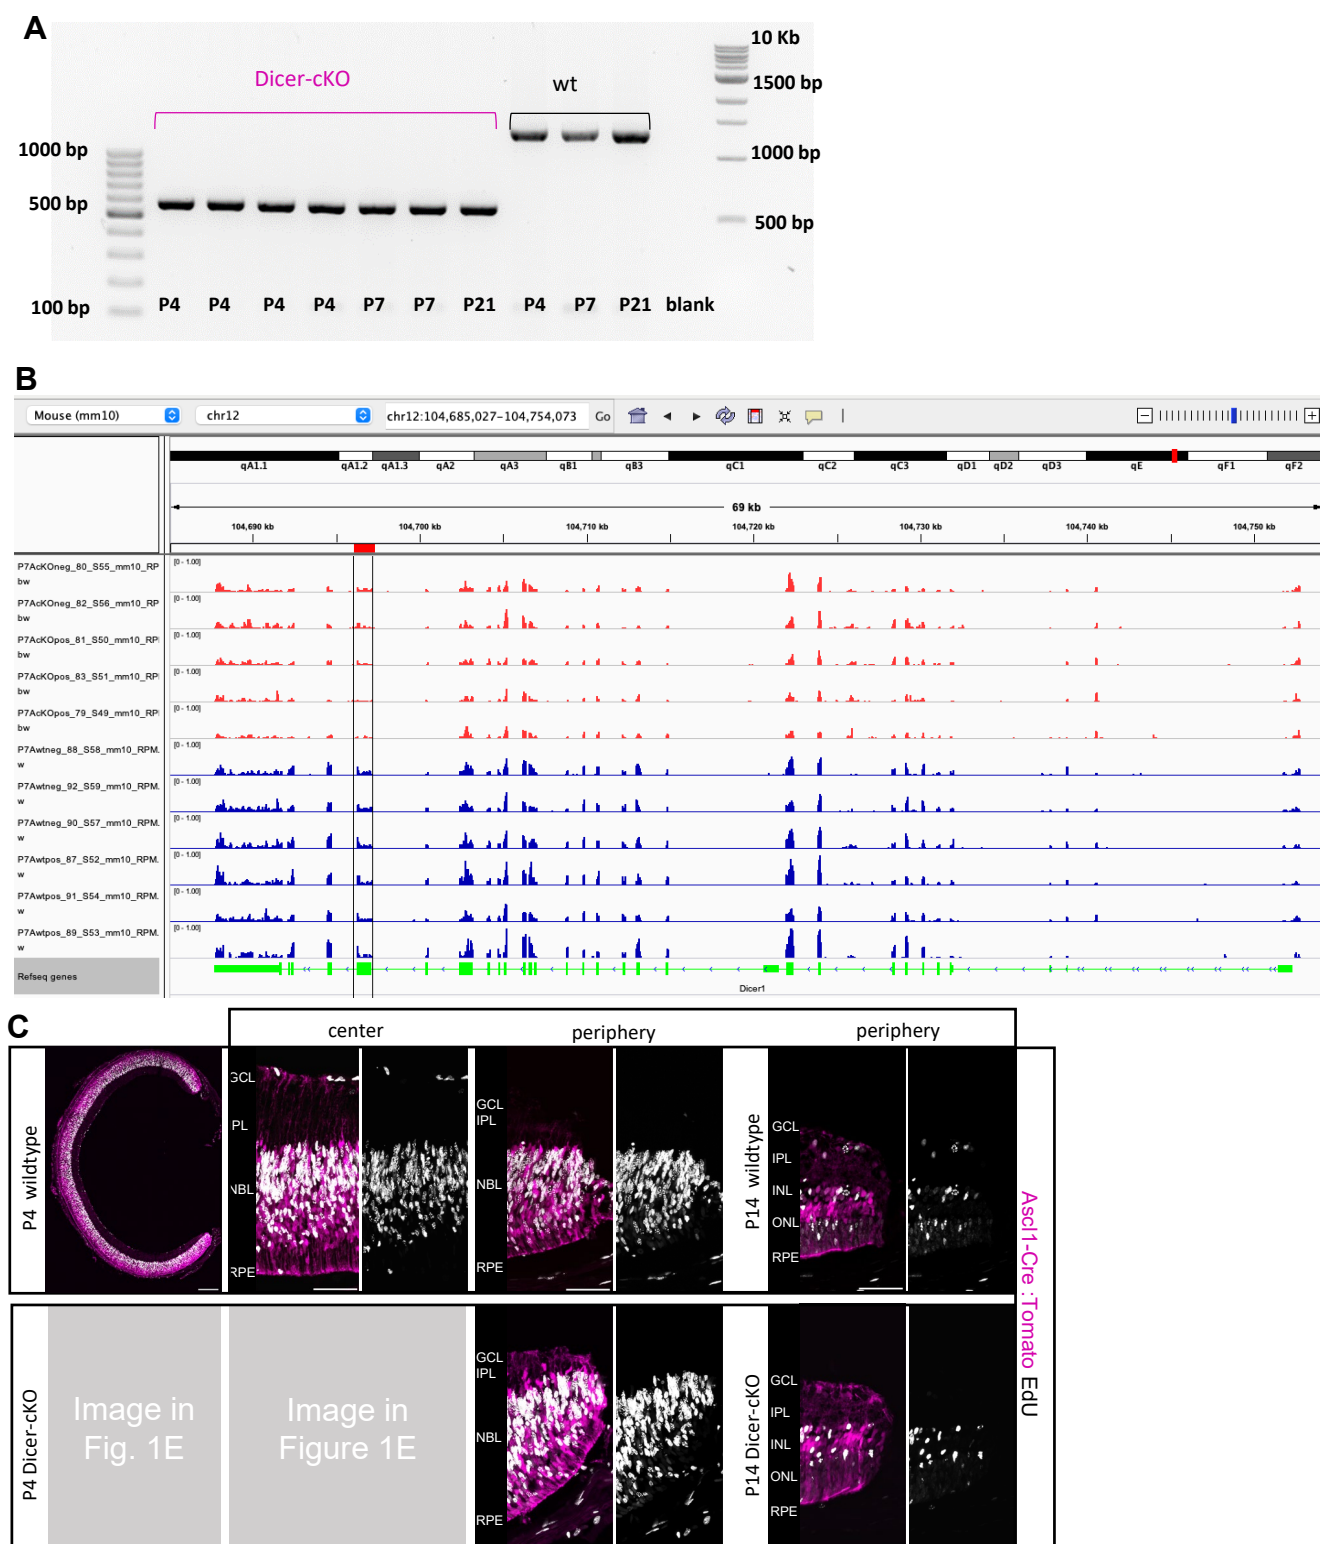

Figure S1. Dicer depletion in late proliferating retinal progenitor cells (related to Figure 1). **A:** Gel image visualizing successful exon 23 deletion of *Dicer1* (~550 bp transcript) in P4, P7, and P21 retinal lysates of *Ascl1-Cre:Dicer* cKO mice (Dicer-cKO) mice as well as unaffected *Dicer* genes (1300 bp transcript) in P4, P7 and P21 wildtype (wt) retinal lysates. **B:** Screenshot of bulk RNA-seq data (BigWig files using Integrative Genomics Viewer IGV) showing exon 23 loss in P7 Dicer-cKO (AckOpos) FACS-purified tomato+ cells as well as unaffected exons in wildtype (Awtpos) and reporter-negative cells (AckOneg). **C:** P4 and P14 retinal cross sections with insets in higher magnification of central and peripheral areas, visualizing endogenous reporter expression of RPC progenies labeled at P1-3 as well as EdU-labeled cells at P3. Scale bar in while retinal image in C 200 μ m, scale bars in higher magnification images: 50 μ m. GCL: ganglion cell layer, IPL: inner plexiform layer, INL: inner nuclear layer, OPL: outer plexiform layer, ONL: outer nuclear layer, NBL: neuroblastic layer, RPE: retinal pigment epithelium.

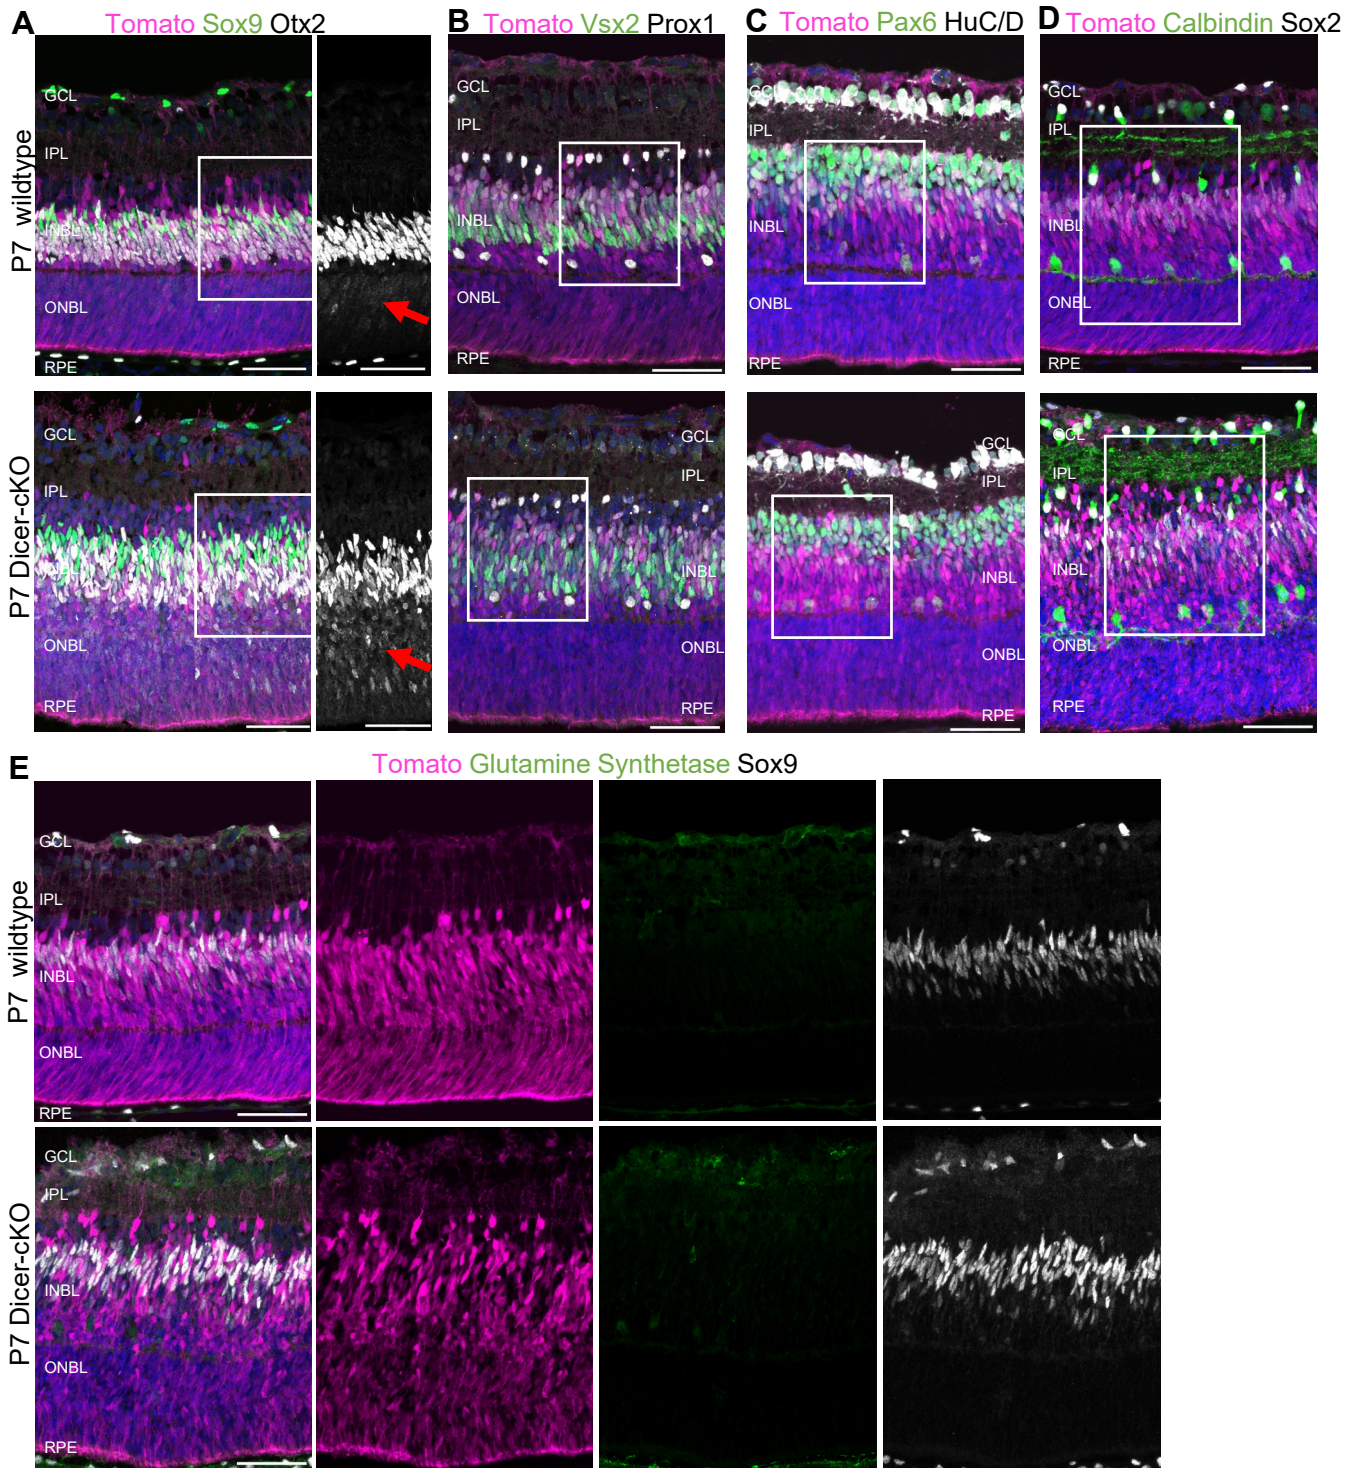

Figure S2. Dicer loss in late RPCs results in altered cellular structures of RPC progenies (related to Figure 1). **A-E:** Immunofluorescent labeling with antibodies against Sox9, Otx2 (A), Vsx2, Prox1 (B), Pax6, HuC/D (C), Calbindin, Sox2 (D), and glutamine synthetase (GS), Sox9 (E) of P7 wildtype or Dicer-cKO central retinal cross sections to characterize Tomato+ RPC progenies in the INL. Insets in B-E are shown in the main Figure 2. Red arrows indicate Otx2+ cells in the ONBL. Scale bars in A-E: 50 μ m. GCL: ganglion cell layer, IPL: inner plexiform layer, INBL: inner neuroblastic layer, ONBL: outer neuroblastic layer, RPE: retinal pigment epithelium.

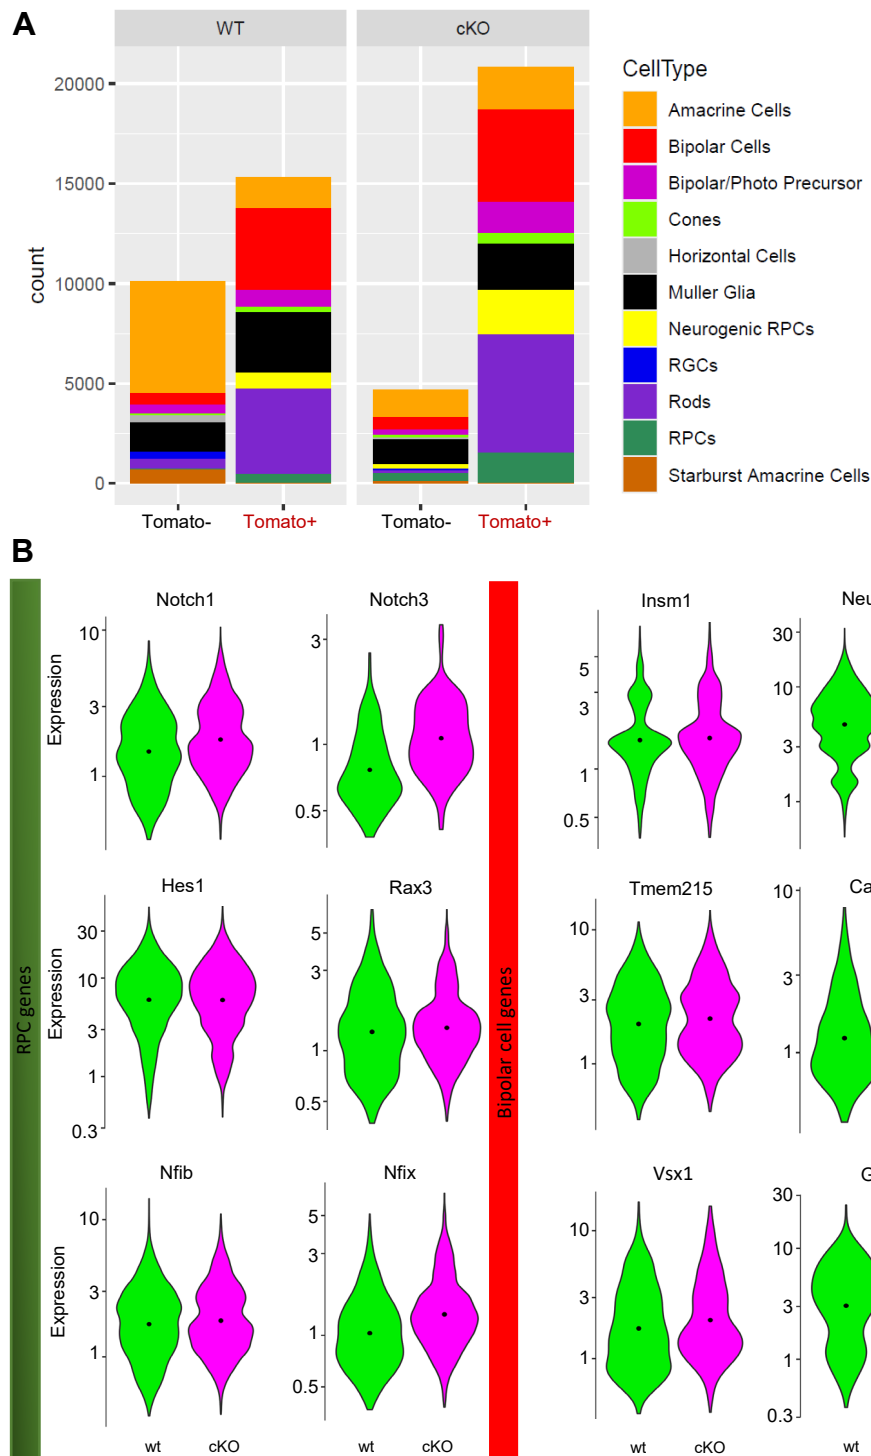

Figure S3. scRNA-Seq of P7 progenies reveals altered populations and gene expression (related to Figure 2). **A:** Numbers (counts) of scRNA-seq captured cells of FACS-purified P7 progenitor populations of *Ascl-Cre:tdTomato* wildtype and *Dicer-cKO* mice, as well as corresponding Tomato-negative fractions, colored by annotated cell type as determined by marker gene expression. **B:** Violin plots of the cellular expression of marker genes of RPCs, Müller glia, and bipolar cells faceted by genotype. RPCs: retinal progenitor cells, RGCs: retinal ganglion cells.

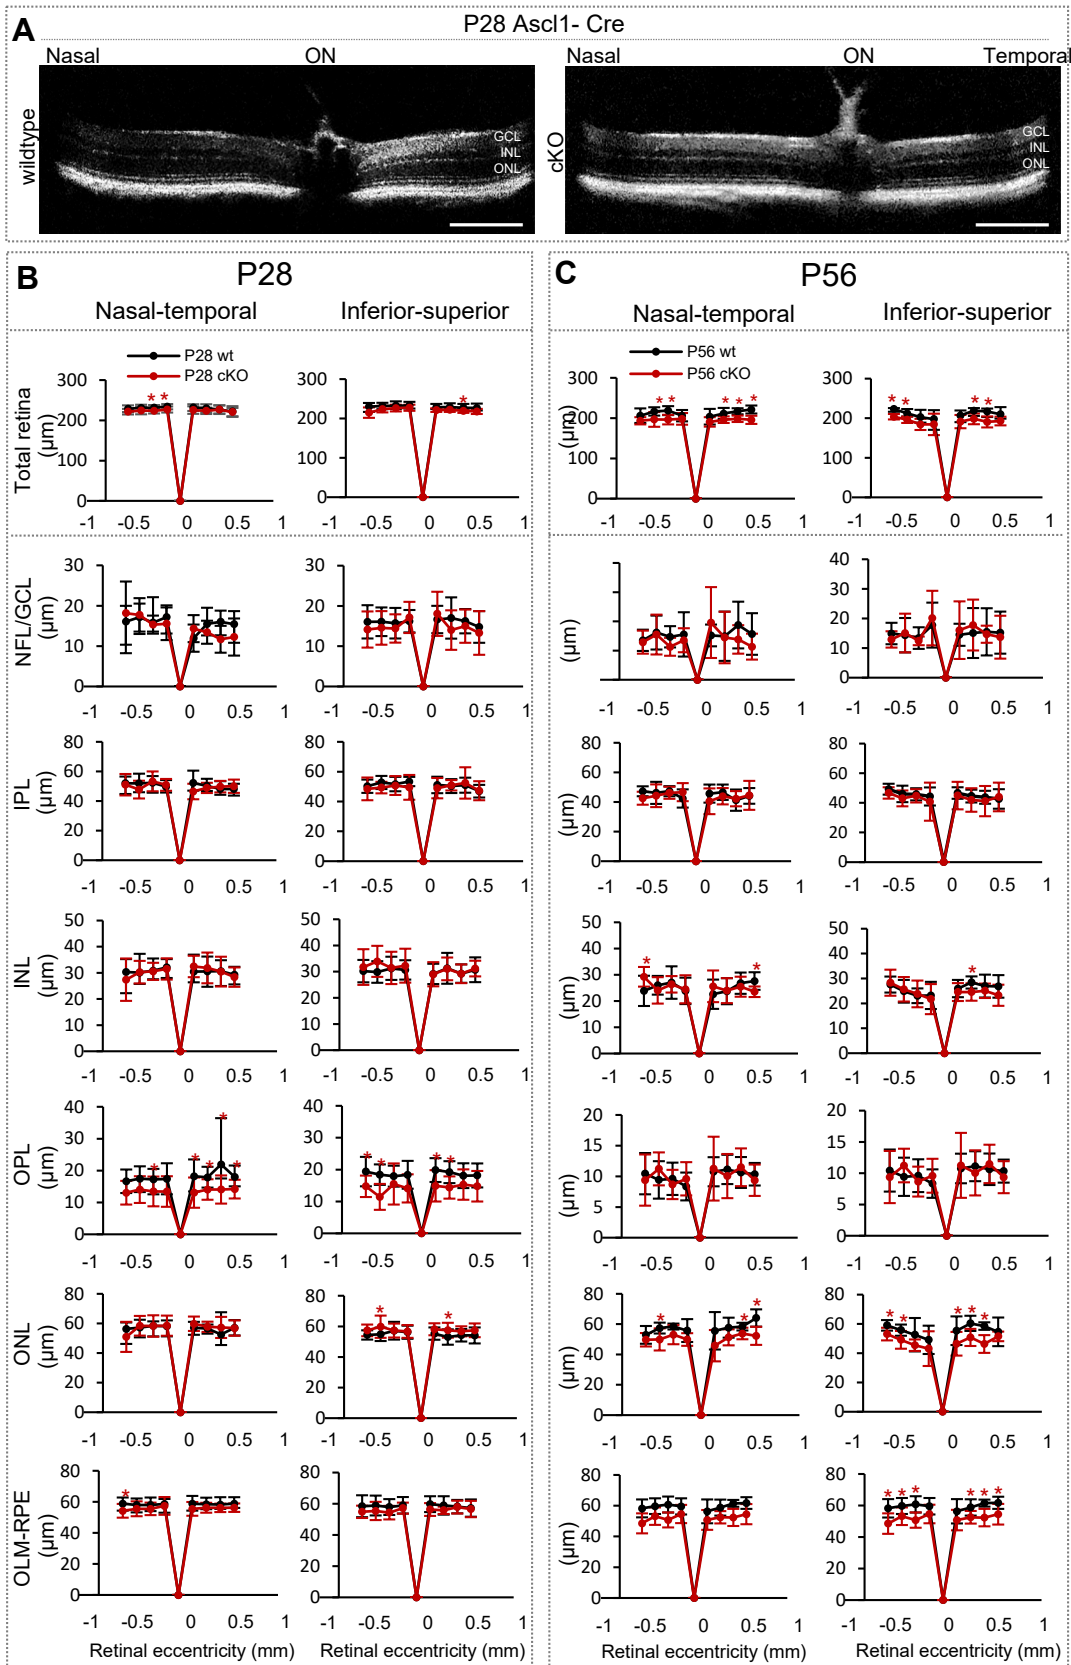

Figure S4: P28 and P56 Dicer-cKO retinas have normal appearance *in vivo* and minimal laminar alterations (related to Figure 4). **A:** Spectral-domain optical coherence tomography (SD-OCT) images of postnatal day P28 wildtype (wt) and Ascl1-Cre:Dicer cKO_{RPC} retinas (cKO), scale bars: 200 μ m. **B-C:** Spider plots of the thickness (μ m) of the total retina and individual layers measured at the nasal-temporal or inferior-superior axis, of P28 (B) wt (n=13) and P28 cKO (n=10) mice and (C) p56 wt (n=8) and P56 cKO (n=9) mice. Mean $\pm$ S.D. Significant differences are indicated, Mann-Whitney-U-test: *: $p \leq 0.05$. NFL: nerve fiber layer, GCL: ganglion cell layer, IPL: inner plexiform, INL: inner nuclear layer, OPL: outer plexiform layer, ONL: outer nuclear layer, OLM: outer limiting membrane, RPE: retina pigment epithelium, ON: optic nerve.

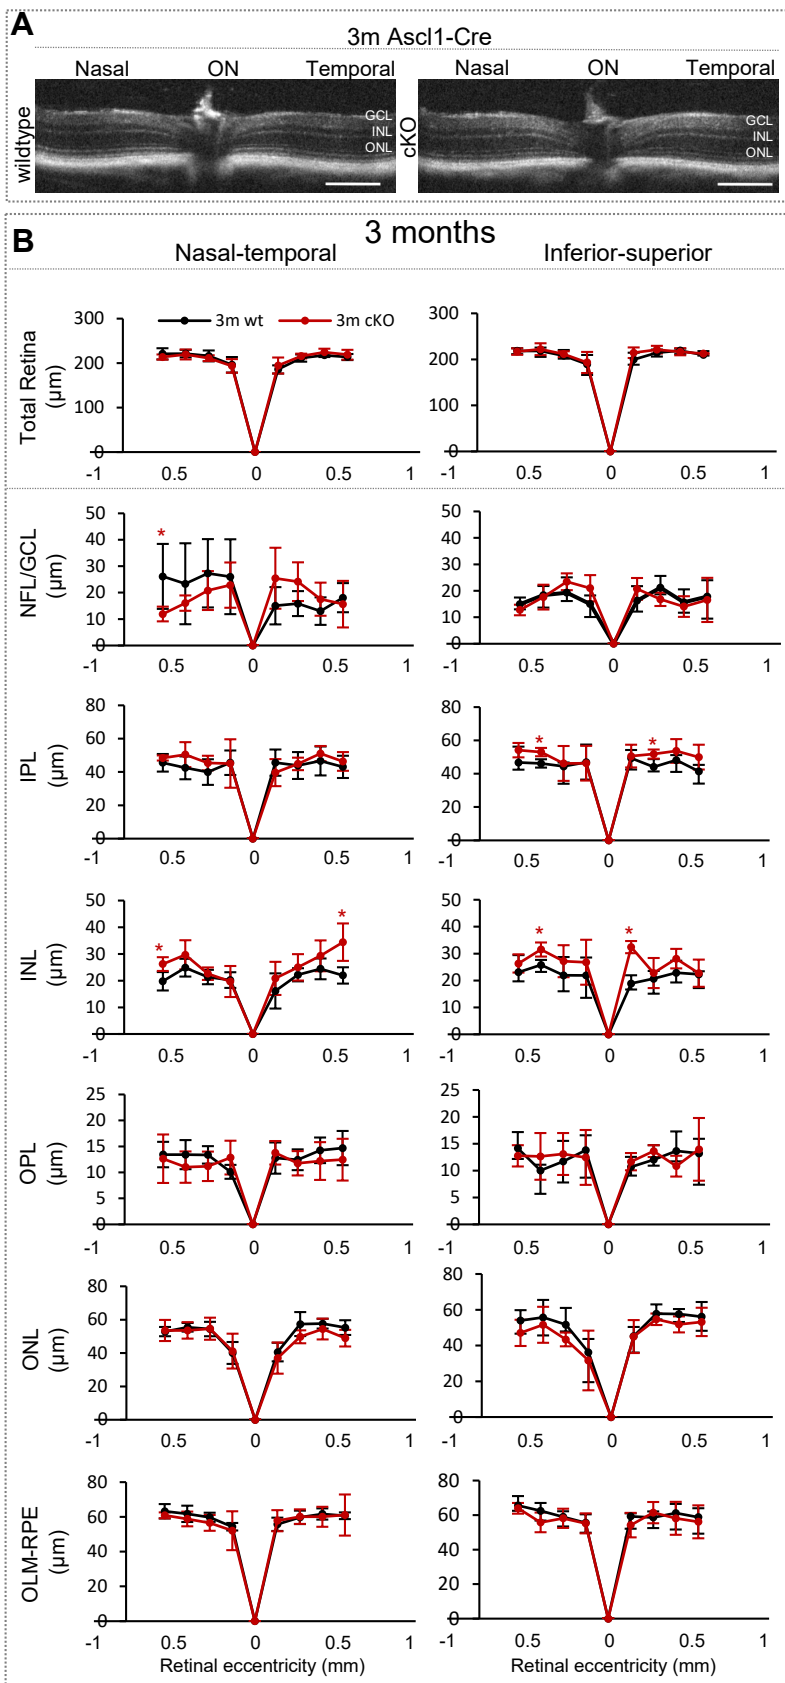

Figure S5: Three-month Dicer-cKO retinas show minimal laminar alterations (related to Figure 4). **A:** Spectral-domain optical coherence tomography (SD-OCT) images of 3-month-old wildtype (wt) and Ascl1-Cre:Dicer cKO_{RPC} mouse (cKO) retinas, scale bars 200 μm. **B:** Spider plots of the thickness (μm) of the total retina and individual layers measured at the nasal-temporal or superior-inferior axis, of 3-month old wt (n=8) and 3 month cKO (n=4) mice. mean ± S.D. Significant differences are indicated, Mann-Whitney-U-test: *: p ≤ 0.05. NFL: nerve fiber layer, GCL: ganglion cell layer, IPL: inner plexiform, INL: inner nuclear layer, OPL: outer plexiform layer, ONL: outer nuclear layer, OLM: outer limiting membrane, RPE: retina pigment epithelium, ON: optic nerve.

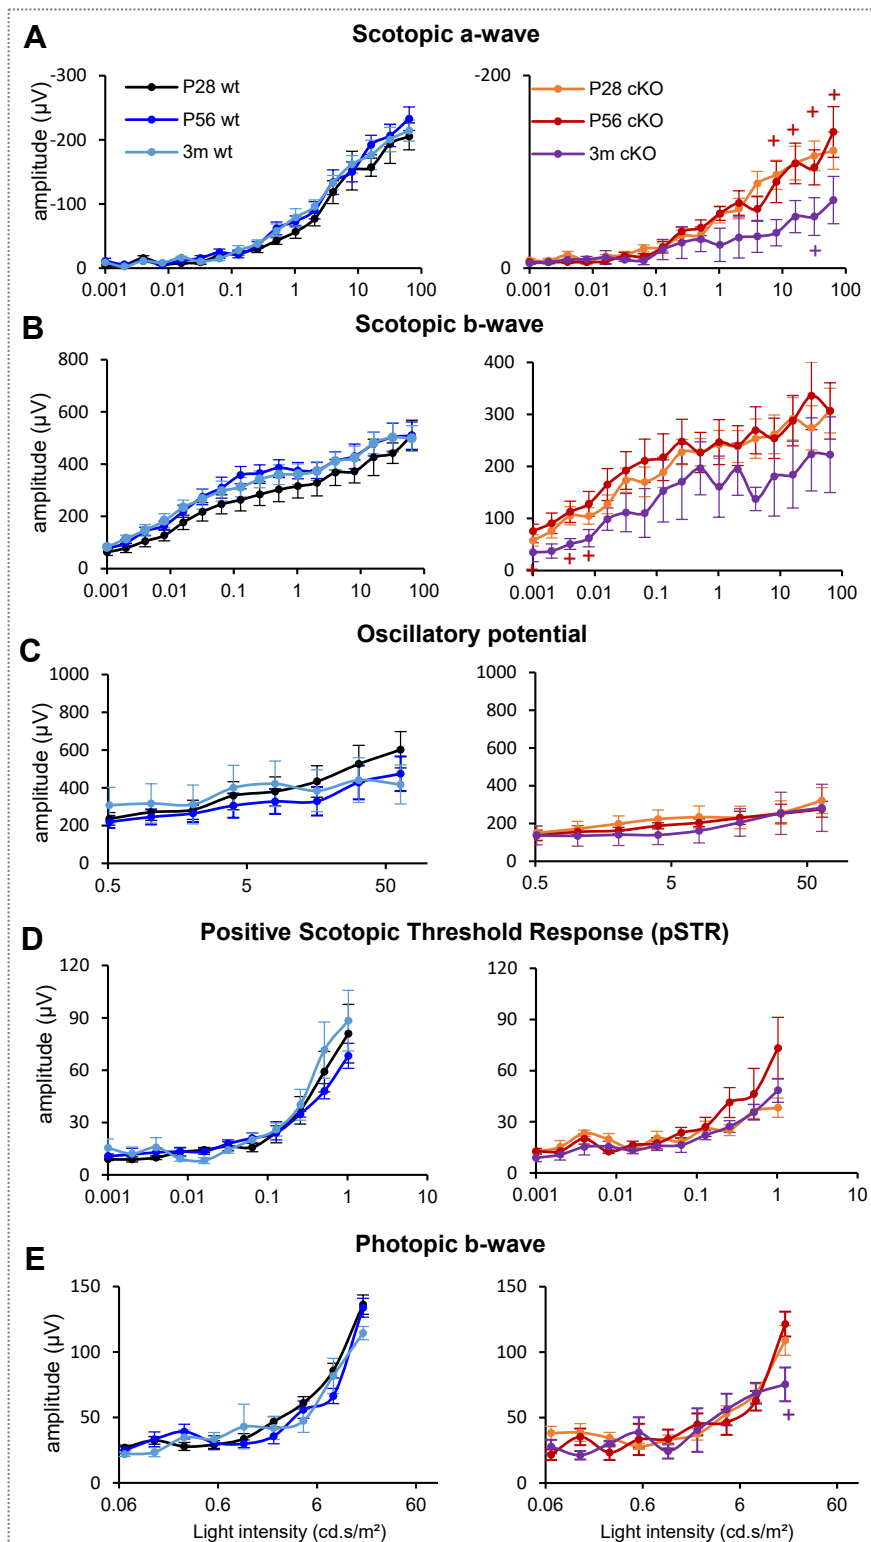

Figure S6: miRNA loss in late RPCs leads to impairments of rod function but only minimal alteration in cone function (related to Figures 4-8). **A-B:** a-wave (A) and b-wave (B) of full-field scotopic electroretinogram recordings of postnatal day P28, P56, and 3-month-old wildtype (wt: P28: n=9, P56: n=11, 3m: n=5) and *Ascl1-Cre:Dicer-cKO_{RPC}* mice (cKO, P28: n=10, P56: n=7, 3m: n=5). **C:** Full-field scotopic electroretinogram recordings showing oscillatory potential amplitudes as selected wave forms and intensity-dependent graphs for wildtypes (P28: n=8, P56: n=6, 3m: n=4) and *Dicer-cKO* mice (P28: n=5, P56: n=6, 3m: n=4). **D:** Positive scotopic threshold response (pSTR) of wildtypes (P28: n=9, P56: n=10, 3m: n=5) and *Dicer-cKO* mice (P28: n=10, P56: n=6, 3m: n=5). **E:** Full-field photopic electroretinogram recordings showing b-wave amplitudes as selected wave forms and intensity-dependent graphs of wildtypes (wt, P28: n=10, P56: n=11, 3m: n=5) and *Dicer-cKO* mice (P28: n=10, P56: n=7, 3m: n=5). All values are given as mean ± SEM. Mann-Whitney-U-test: wt vs. wt or cKO vs. cKO: +: p ≤ 0.05.

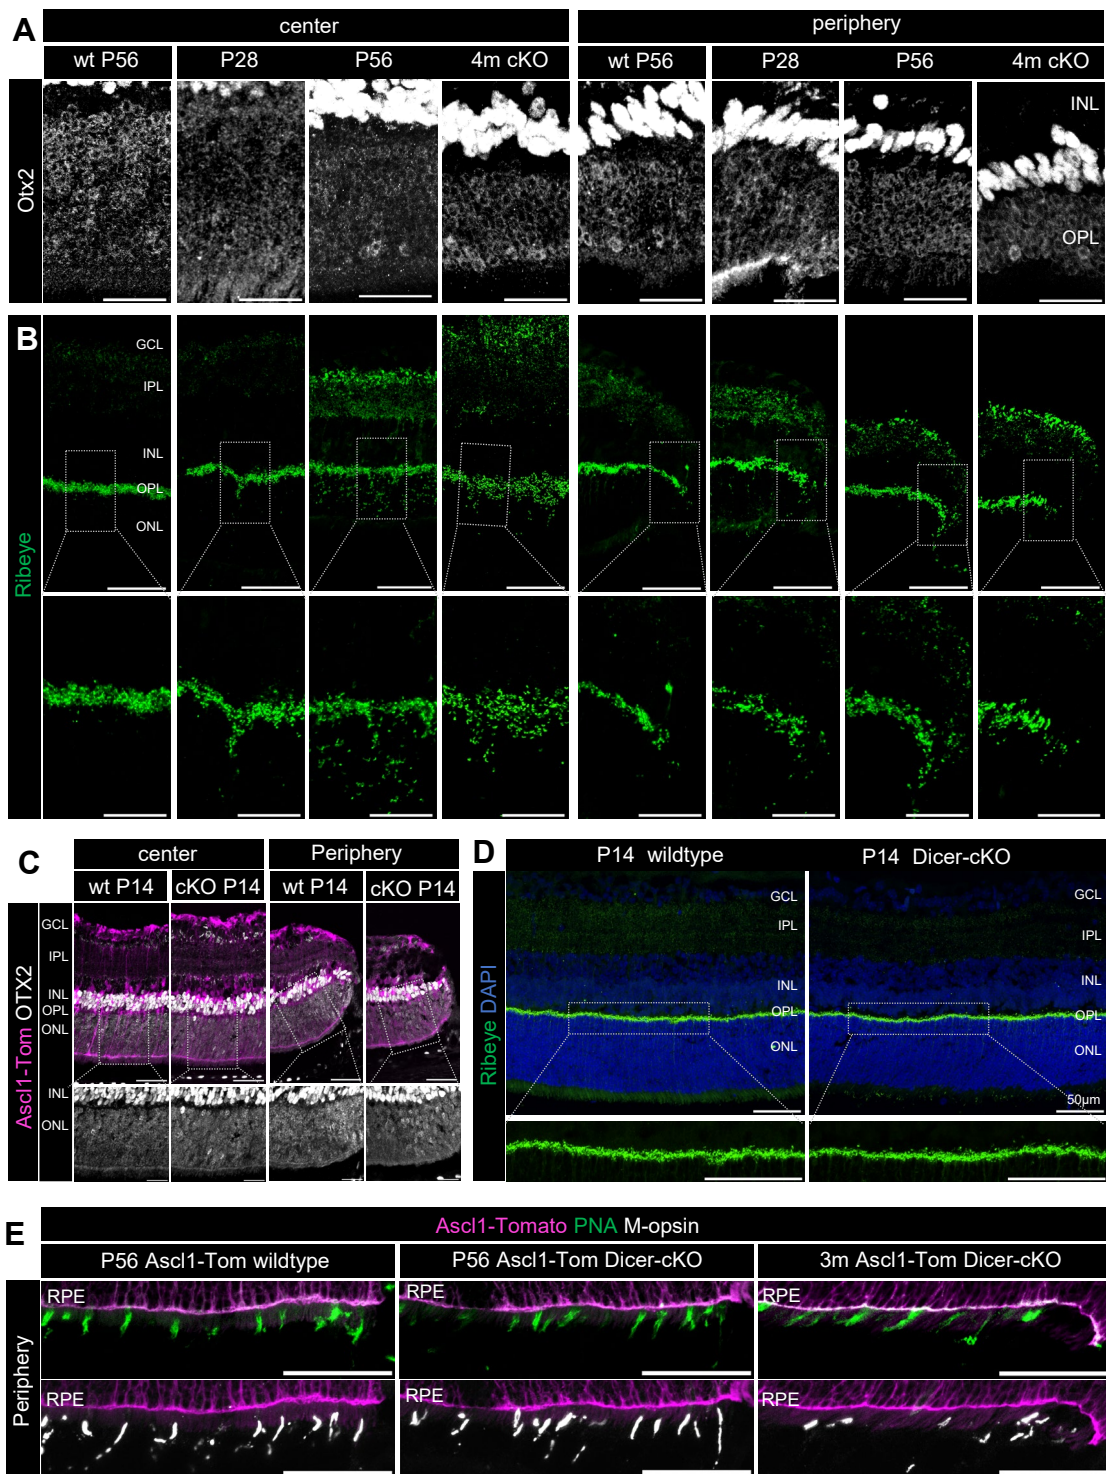

Figure S7: miRNA loss in late RPCs leads to reduced rod function and subsequent rod degeneration (related to Figures 4 and 5). **A:** Immunofluorescent labeling using antibodies against Otx2 to label photoreceptor nuclei in the ONL in central or peripheral wildtype (wt) or Ascl1-Cre:Dicer cKO_{RPC} (Dicer-cKO, cKO) retinas. **B:** Ribeye labeling to visualize ribbon synapse connections in central or peripheral retinas of P28 and P56 wildtype or Dicer-cKO retinas. **C:** Immunofluorescent labeling with antibodies against Otx2 in central or peripheral areas of P14 wildtype or Dicer-cKO retinas. **D:** Ribeye labeling in central or peripheral areas, as well as DAPI nuclear staining of P14 wildtype or Dicer-cKO retinas. **E:** Antibodies staining against peanut agglutinin (PNA) or to label entire cones or M-opsin to label L/M cones of peripheral P56 wildtype or Dicer-cKO retinas. Scale bars in A: 25 μ m, in B, C: 50 μ m, insets: 25 μ m, in D, E: 50 μ m. GCL: ganglion cell layer, IPL: inner plexiform layer, INL: inner nuclear layer, OPL: outer plexiform layer, ONL: outer nuclear layer, RPE: retinal pigment epithelium.

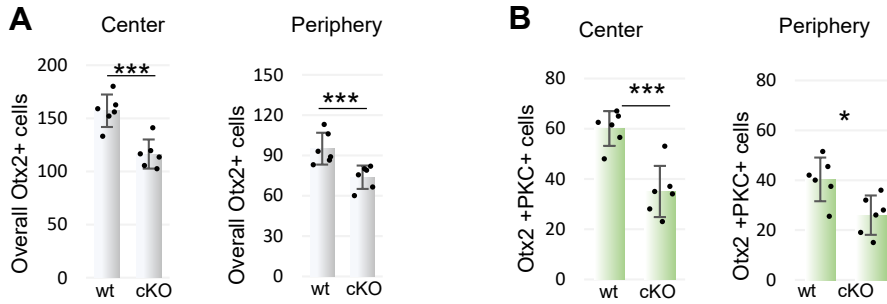

Figure S8. Bipolar cell numbers in P56 wt and cKO retinas (related to Figure 6): **A-B**: Absolute overall number of Otx2+ bipolar cells (BCs, A) and Otx2+ PKC+ rod BCs (B) in the central and peripheral retina of P56 wildtypes or Dicer-cKO mice; wt: n=6, cKO: n=6, mean ± S.D., Mann-Whitney-U-test: *: $p \leq 0.05$; **: $p \leq 0.01$; ***: $p \leq 0.005$. Cells per field.

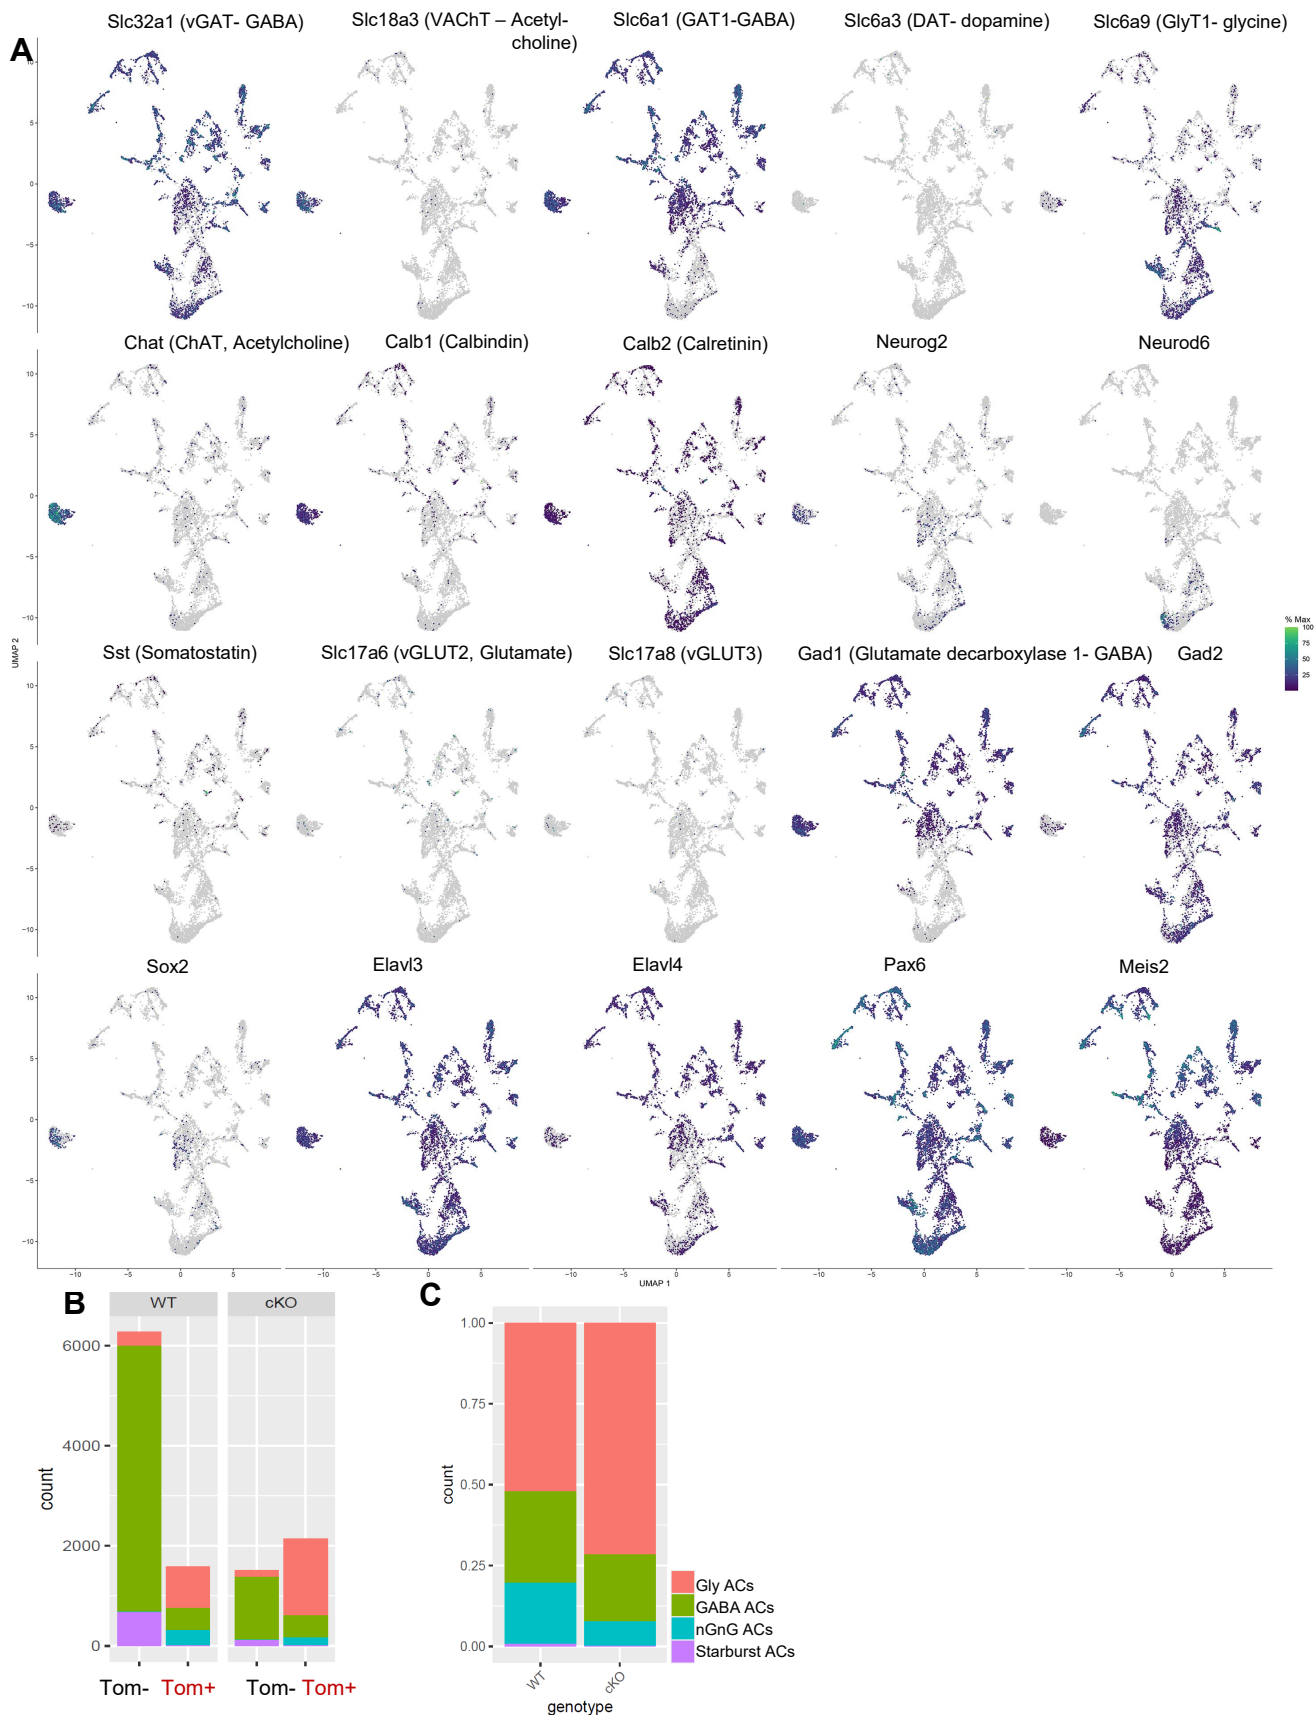

Figure S9. scRNA-Seq of P7 progenies shows altered amacrine cell populations (related to Figure 7). **A:** UMAP-dimension reduction of scRNA-seq FACS-purified integrated P7 Tomato+ wildtype (WT) and Dicer-cKO (cKO) amacrine cell (AC) progenies colored by annotated marker gene expression. **B:** AC type counts in scRNA-seq P7 wt and cKO AC Tomato+ progenies and Tomato- non-progenies, colored by annotated cell type as determined by marker gene expression. **C:** AC type proportions in scRNA-seq P7 wt and cKO AC progenies colored by annotated cell type as determined by marker gene expression.

gene	P7 wt1	P7 wt2	P7 wt3	P7 wt4	P7 cKO1	P7 cKO2	P7 cKO3	P7 cKO4
Aqp4	463	1123	821	1022	21	11	279	17
Ascl1	905	1243	1119	1134	1850	1371	1480	2161
Bak1	33	27	25	31	18	26	30	22
Bax	3322	1362	1025	1471	1459	1090	1217	1297
Cabp5	7363	8027	6363	5923	1003	2247	2549	1617
Calb1	260	707	532	570	50	598	615	552
Calb2	747	1830	2044	962	995	1820	2124	1204
Car2	65035	34155	27823	60612	29335	60450	53574	67692
Casp3	4455	9286	6090	6035	5604	7923	6312	6328
Casp6	1770	957	857	1307	1451	1789	1441	1696
Casp7	960	657	524	528	447	691	657	596
Casp8	124	156	213	154	111	355	226	335
Casp9	1935	1425	1605	1784	2423	1558	1527	1548
Casp9	1935	1425	1605	1784	2423	1558	1527	1548
Cas21	3608	1808	2007	2702	5183	2478	2415	2487
Ccnd1	1901	831	746	1577	4608	1705	1377	1772
Dkk3	62122	66867	52061	66636	72876	80585	69856	86045
Elavl3	568	539	416	524	940	795	1053	628
Elavl4	474	1691	1883	1325	645	1770	2136	1883
Glul	4866	3972	3273	4559	3974	4607	4153	4391
Gnat1	7988	982	2591	2727	1431	1370	1964	782
Gsg1	3536	1901	1337	1426	1296	779	854	944
Hes1	6897	3766	3186	6446	3775	6674	5497	12750
Hes5	4097	3078	2436	3571	2097	4577	3339	6878
Insm1	4341	3776	5683	5630	2149	5723	4603	3895
Meis2	4527	5633	6541	5873	6782	6486	5960	5822
Mki67	365	1286	2185	607	2918	4375	2138	2942
Neurod1	17289	33342	47585	60398	31479	57001	51259	64913
Neurog2	1447	2230	1437	2005	2131	1807	2285	4585
Nfia	2582	10110	7619	8745	3417	9313	9005	11303
Nfib	8202	24350	18898	17728	12847	21371	18302	20667
Nfic	3121	846	832	1580	3395	1223	1487	1491
Nfix	2178	1407	842	2142	2056	1815	2430	1882
Notch1	4613	2308	1477	3540	12170	3299	3726	4973
Notch3	226	179	127	254	369	211	206	225
Nr2e3	122293	32227	49395	53307	67437	50596	48604	40599
Nrl	41994	13677	28423	23027	20758	23018	22588	16834
Olig2	265	255	288	281	702	370	326	496
Otx2	49237	70426	63653	49407	64394	59837	47575	58020
Pax6	6914	12443	9566	12470	9859	16936	16905	19142
Pcna	4225	4488	5994	3858	3990	6432	5823	5565
Pcp2	1785	574	207	1177	109	93	186	118
Pde6b	79832	27069	50624	42745	43809	40666	43775	25862
Prkca	6784	11944	8331	10395	2627	4534	5128	5316
Rax	9037	1959	1509	4305	8091	2714	3536	4361
Rcvrn	13063	1993	3483	3868	1914	2473	3773	1939
Rho	210769	37802	85932	91998	63431	68416	90446	49855
Rilbp1	60708	30255	24088	39149	37776	42692	37809	44712
Slc1a3	44546	80362	63417	75463	34539	96305	79555	100466
Snap25	62349	93462	117633	95424	35215	93656	84557	67788
Sox2	1264	1812	1313	2734	1260	2957	2123	4242
Sox9	6186	5875	4630	7677	9887	7070	8033	12869
Sun1	7488	3580	4068	5399	10112	4527	5474	5085
Syne1	130	241	137	238	121	155	149	145
Tgs1	2217	7109	7328	4371	2806	5683	5088	5653
Tmem215	13993	25853	17930	18902	5208	9888	10337	8836
Trpm1	6924	4607	2201	3453	618	932	1554	1080
Vsx1	4454	10353	7915	6397	1616	3777	3754	3025
Vsx2	102155	75834	59592	72119	54051	42040	43055	44939

Table S1: Expression (normalized counts) of 60 selected genes (alphabetical order) in P7 wildtype (wt) and Dicer-cKO from bulk RNA-seq. Data related to Figures 2 and 9.

gene/miR	Accession number	wt	wt2	wt3	cko1	cko2	cko3	% reduction
Mirlet7b	MIMAT0000522	140279	115562	117639	54744	89637	67492	-43
Mir183	MIMAT0000212	58101	80167	61463	10395	30107	16059	-72
Mirlet7g	MIMAT0000121	34245	28671	25254	12371	31046	14956	-34
Mirlet7i	MIMAT0000122	18260	15204	14813	6818	12077	7622	-45
Mir342	MIMAT0000590	15699	14074	10122	6207	13386	9176	-28
Mir204	MIMAT0000237	15898	11639	11801	3210	13630	10734	-30
Mir182	MIMAT0000211	7100	9398	6927	2041	9029	3638	-37
Mir423	MIMAT0003454	5293	5817	5007	3412	5077	4633	-19
Mir130b	MIMAT0000387	5453	5102	4643	3795	4856	3300	-21
Mir328	MIMAT0000565	5206	5173	4809	4987	6823	5365	13
Mir23b	MIMAT0000125	4779	4611	3805	1840	4092	3094	-32
Mir99b	MIMAT0000132	3913	4101	3233	1294	3180	2218	-40
Mir98	MIMAT0000545	4273	3363	2821	704	2289	956	-62
Mir674	MIMAT0003740	3610	3202	2990	3405	3658	3024	3
Mir130a	MIMAT0000141	3520	3241	2954	5124	4031	2977	25
Mirlet7f	MIMAT0000525	4148	3037	2489	1046	3119	1424	-42
Mir210	MIMAT0000658	3560	2613	3055	2652	2989	1932	-18
Mirlet7c	MIMAT0000523	3289	2808	2355	1006	2062	1456	-46
Mir151	MIMAT0004536	2558	2624	1968	1504	2021	1760	-26
Mir30a	MIMAT0000128	2549	2138	1843	1540	2605	1365	-16
Mir744	MIMAT0004187	2172	2158	1931	962	1487	1488	-37
Mir92b	MIMAT0004899	1923	1827	1801	469	1430	1958	-31
Mirlet7a	MIMAT0000521	1998	1965	1502	601	1785	1010	-38
Mir15b	MIMAT0000124	1887	1853	1366	635	1794	1172	-29
Mir149	MIMAT0000159	1830	1531	1540	876	2098	1418	-10
Mir296	MIMAT0000374	1525	1449	1256	1312	1549	1239	-3
Mir484	MIMAT0003127	1415	1474	1106	351	1330	911	-35
Mir298	MIMAT0000376	1316	1373	1104	1354	983	686	-20
Mir181c	MIMAT0000674	1016	1484	1116	643	909	549	-42
Mir7a	MIMAT0000677	1267	1147	1119	720	1290	849	-19
Mir532	MIMAT0004781	1300	1202	1016	969	1314	1052	-5
Mir23a	MIMAT0000532	1231	1022	820	460	942	737	-30
Mir26b	MIMAT0000534	1171	1051	773	176	1064	512	-42
Mir382	MIMAT0000747	1052	1080	701	564	843	486	-33
Mir672	MIMAT0003735	1012	845	786	247	766	447	-45
Mir106b	MIMAT0000386	888	883	727	584	716	485	-29
Mir184	MIMAT0000213	800	870	708	247	861	906	-15
Mir96	MIMAT0000541	687	891	741	347	823	352	-34
Mir140	MIMAT0000151	658	665	612	638	855	589	8
Mir211	MIMAT0000668	994	322	504	573	558	223	-26
Mir335	MIMAT0000766	732	480	599	125	1001	482	-11
Mir384	MIMAT0004745	759	483	521	133	651	269	-40
Mir361	MIMAT0000704	524	648	437	469	488	382	-17
Mir34a	MIMAT0000542	474	623	506	174	306	271	-53
Mir340	MIMAT0004651	602	452	477	123	464	209	-48
Mir326	MIMAT0000559	502	447	422	499	566	276	-2
Mir30b	MIMAT0000130	447	442	405	149	598	299	-19
Mir323	MIMAT0000551	466	472	321	136	448	181	-39
Mir351	MIMAT0000609	431	396	381	147	441	387	-19
Mir676	MIMAT0003782	404	435	354	153	326	281	-36

Table S2: Top 50 highly expressed P7 wildtype (wt) miRNAs and their expression levels in the P7 Dicer-cko retina (highest to lowest wt expression, normalized counts, bulk RNA-seq), Data related to Figure 9.

	GO biological process complete	Mus musculus - REFLIST (21836)	171	expected	over/under	fold Enrichment	raw P-value	FDR
1	cell-cell adhesion involved in synapse maturation (GO:0090125)	2	2	0.02	+	> 100	6.10E-05	3.99E-03
2	positive regulation of neuromuscular synaptic transmission (GO:1900075)	3	2	0.02	+	85.13	1.82E-04	9.28E-03
3	regulation of neuromuscular synaptic transmission (GO:1900073)	3	2	0.02	+	85.13	1.82E-04	9.25E-03
4	nucleokinesis involved in cell motility in cerebral cortex radial glia guided migration (GO:0021817)	3	2	0.02	+	85.13	1.82E-04	9.22E-03
5	ascending aorta morphogenesis (GO:0035910)	4	2	0.03	+	63.85	3.62E-04	1.58E-02
6	nuclear migration along microtubule (GO:0030473)	4	2	0.03	+	63.85	3.62E-04	1.58E-02
7	modulation of microtubule cytoskeleton involved in cerebral cortex radial glia guided migration (GO:0021815)	4	2	0.03	+	63.85	3.62E-04	1.57E-02
8	negative regulation of amacrine cell differentiation (GO:1902870)	4	2	0.03	+	63.85	3.62E-04	1.57E-02
9	retrograde trans-synaptic signaling by trans-synaptic protein complex (GO:0098942)	5	2	0.04	+	51.08	6.00E-04	2.27E-02
10	ascending aorta development (GO:0035905)	5	2	0.04	+	51.08	6.00E-04	2.26E-02
11	positive regulation of basement membrane assembly involved in embryonic body morphogenesis (GO:1904261)	5	2	0.04	+	51.08	6.00E-04	2.25E-02
12	regulation of basement membrane assembly involved in embryonic body morphogenesis (GO:1904259)	5	2	0.04	+	51.08	6.00E-04	2.25E-02
13	metanephric nephron tubule morphogenesis (GO:0072282)	8	3	0.06	+	47.89	2.57E-05	1.92E-03
14	primitive erythrocyte differentiation (GO:0060319)	6	2	0.05	+	42.57	8.96E-04	3.12E-02
15	vascular endothelial growth factor receptor-2 signaling pathway (GO:0036324)	6	2	0.05	+	42.57	8.96E-04	3.11E-02
16	NMDA glutamate receptor clustering (GO:0097114)	6	2	0.05	+	42.57	8.96E-04	3.10E-02
17	cell motility involved in cerebral cortex radial glia guided migration (GO:0021814)	6	2	0.05	+	42.57	8.96E-04	3.10E-02
18	positive regulation of peptidyl-lysine acetylation (GO:2000758)	7	2	0.05	+	36.48	1.25E-03	4.00E-02
19	contact inhibition (GO:0060242)	7	2	0.05	+	36.48	1.25E-03	4.00E-02
20	negative regulation of hepatocyte proliferation (GO:2000346)	7	2	0.05	+	36.48	1.25E-03	3.99E-02
21	pointed-end actin filament capping (GO:0051694)	7	2	0.05	+	36.48	1.25E-03	3.98E-02
22	positive regulation of extracellular matrix assembly (GO:1901203)	14	4	0.11	+	36.48	3.42E-06	3.41E-04
23	angiogenesis involved in coronary vascular morphogenesis (GO:0060978)	7	2	0.05	+	36.48	1.25E-03	3.97E-02
24	negative regulation of photoreceptor cell differentiation (GO:0046533)	7	2	0.05	+	36.48	1.25E-03	3.96E-02
25	postsynaptic density protein 95 clustering (GO:0097119)	7	2	0.05	+	36.48	1.25E-03	3.95E-02
26	common bile duct development (GO:0061009)	7	2	0.05	+	36.48	1.25E-03	3.95E-02
27	metanephric tubule morphogenesis (GO:0072173)	11	3	0.09	+	34.83	7.43E-05	4.74E-03
28	commissural neuron axon guidance (GO:0071679)	15	4	0.12	+	34.05	4.63E-06	4.42E-04
29	detection of cell density (GO:0060245)	8	2	0.06	+	31.92	1.66E-03	4.91E-02
30	negative regulation of hepatocyte apoptotic process (GO:1903944)	8	2	0.06	+	31.92	1.66E-03	4.90E-02
31	male sex determination (GO:0030238)	16	4	0.13	+	31.92	6.14E-06	5.67E-04
32	regulation of photoreceptor cell differentiation (GO:0046532)	8	2	0.06	+	31.92	1.66E-03	4.89E-02
33	regulation of amacrine cell differentiation (GO:1902869)	8	2	0.06	+	31.92	1.66E-03	4.88E-02
34	positive regulation of vascular endothelial growth factor receptor signaling pathway (GO:0030949)	14	3	0.11	+	27.36	1.61E-04	8.59E-03
35	metanephric nephron morphogenesis (GO:0072273)	19	4	0.15	+	26.88	1.28E-05	1.08E-03
36	regulation of extracellular matrix assembly (GO:1901201)	20	4	0.16	+	25.54	1.60E-05	1.29E-03
37	angiogenesis involved in wound healing (GO:0060055)	16	3	0.13	+	23.94	2.45E-04	1.18E-02
38	endothelial cell morphogenesis (GO:0001886)	17	3	0.13	+	22.53	2.96E-04	1.37E-02
39	peptidyl-tyrosine autophosphorylation (GO:0038083)	17	3	0.13	+	22.53	2.96E-04	1.36E-02
40	ventricular trabecula myocardium morphogenesis (GO:0003222)	17	3	0.13	+	22.53	2.96E-04	1.36E-02
41	positive regulation of branching involved in ureteric bud morphogenesis (GO:0090190)	23	4	0.18	+	22.21	2.86E-05	2.06E-03
42	metanephric nephron tubule development (GO:0072234)	18	3	0.14	+	21.28	3.53E-04	1.56E-02
43	microtubule anchoring (GO:0034453)	24	4	0.19	+	21.28	3.41E-05	2.38E-03
44	regulation of branching involved in ureteric bud morphogenesis (GO:0090189)	25	4	0.2	+	20.43	4.04E-05	2.76E-03
45	metanephros morphogenesis (GO:0003338)	26	4	0.2	+	19.65	4.74E-05	3.19E-03
46	nuclear migration (GO:0007097)	33	5	0.26	+	19.35	5.52E-06	5.19E-04
47	pharyngeal system development (GO:0060037)	34	5	0.27	+	18.78	6.43E-06	5.87E-04
48	metanephric nephron epithelium development (GO:0072243)	21	3	0.16	+	18.24	5.66E-04	2.16E-02
49	positive regulation of mesenchymal cell proliferation (GO:0002053)	35	5	0.27	+	18.24	7.45E-06	6.73E-04
50	sex determination (GO:0007530)	28	4	0.22	+	18.24	6.42E-05	4.16E-03

Table S3: Gene Ontology (GO) analysis showing the top 50 biological processes of genes identified as P7 miRNA targets and to be upregulated in the P7 cKO. Data related to Figure 9.

	miR ID	Accession number	Nanostring P2 RPC counts	RNA-Seq bulk P7 RPC count
1	**mmu-miR-9**	**MIMAT0000142**	**63981**	**83**
2	**mmu-miR-16**	**MIMAT0000527**	**35845**	**40**
3	mmu-miR-204	MIMAT0000237	25967	9191
4	**mmu-miR-181a**	**MIMAT0000210**	**25080**	**100**
5	**mmu-miR-20a**	**MIMAT0000529**	**21395**	**0**
6	**mmu-miR-25**	**MIMAT0000652**	**20511**	**0**
7	mmu-miR-15b	MIMAT0000124	20032	1200
8	mmu-let-7g	MIMAT0000121	15750	19458
9	**mmu-let-7d**	**MIMAT0000383**	**15516**	**0**
10	mmu-miR-96	MIMAT0000541	12811	507
11	mmu-let-7i	MIMAT0000122	12334	8839
12	**mmu-miR-125a-5p**	**MIMAT0000135**	**9841**	**0**
13	mmu-let-7a	MIMAT0000521	9477	1132
14	**mmu-miR-15a**	**MIMAT0000526**	**8593**	**81**
15	**mmu-miR-1944**	**MIMAT0009409**	**8207**	**Not found**
16	mmu-miR-183	MIMAT0000212	7352	18854
17	mmu-let-7c	MIMAT0000523	7030	1508
18	mmu-miR-124	MIMAT0000134	7015	190
19	mmu-let-7b	MIMAT0000522	6889	70624
20	**mmu-miR-19a**	**MIMAT0000651**	**6501**	**0**
21	mmu-miR-125b-5p	MIMAT0000136	4547	80
22	mmu-miR-301a	MIMAT0000379	4339	Not found
23	mmu-miR-30c	MIMAT0000514	4087	40
24	mmu-let-7e	MIMAT0000524	4076	0
25	mmu-miR-135a	MIMAT0000147	3862	30
26	mmu-miR-130a	MIMAT0000141	3847	4044
27	mmu-let-7f	MIMAT0000525	3836	1863
28	mmu-miR-19b	MIMAT0000513	3405	7
29	mmu-miR-130b	MIMAT0000387	2976	3983
30	mmu-miR-1937a	MIMAT0009401	2592	Not found
31	mmu-miR-182	MIMAT0000211	2267	4903
32	mmu-miR-93	MIMAT0000540	2106	0
33	mmu-miR-342-3p	MIMAT0000590	1897	9589
34	mmu-miR-106b	MIMAT0000386	1689	595
35	mmu-miR-99b	MIMAT0000132	1669	2231
36	mmu-miR-103	MIMAT0000546	1479	20
37	mmu-miR-340-5p	MIMAT0004651	1380	265
38	mmu-miR-99a	MIMAT0000131	1375	185
39	mmu-miR-335-5p	MIMAT0000766	1352	536
40	mmu-miR-30d	MIMAT0000515	1330	0
41	mmu-miR-1937c	MIMAT0009429	1299	Not found
42	mmu-miR-350	MIMAT0000605	1212	261
43	mmu-miR-872	MIMAT0004934	1043	192
44	mmu-miR-210	MIMAT0000658	964	2525
45	mmu-miR-151-5p	MIMAT0004536	934	1762
46	mmu-miR-191	MIMAT0000221	917	0
47	mmu-miR-148a	MIMAT0000516	822	32
48	mmu-miR-30b	MIMAT0000130	770	349
49	mmu-miR-29c	MIMAT0000536	760	0
50	mmu-miR-30a	MIMAT0000128	691	1837

Table S4. 50 miRNAs highly expressed in P2 RPCs (Nanostring, *Wohl et. al., 2019*) and P7 RPCs/PCs (bulk RNA-Seq, averaged normalized counts). Top 10 miRNAs found only at P2 are highlighted in dark blue. *Expression levels *per se* cannot be compared as data were obtained from different techniques. Data related to Figure 9.

miRNA	Tools	Ensembl ID	Ensembl transcript	RefSeq ID	miRNA binding site in mRNA	binding region in mRNA	true target predicted probability	thermodynamic stability energy of duplex, < -15	miRNA seed binding
mmu-miR-20a-5p	miRWalk	ENSMUST000000003501.9	Canonical-current	NM_010487.2	660-676	CDS	1	-20.6	0
	StarMir	ENSMUST000000003501.9	Canonical-current	NM_010487.2	2389-2436	3'UTR	0.405	-15.7	1
	DT: TarBase	ENSMUST000000003501.9	n/a	n/a	n/a	n/a	n/a	n/a	n/a
	TargetScan	ENSMUST000000003501.7	Canonical - outdated	n/a	n/a	n/a	n/a	n/a	n/a
mmu-miR-15b-5p	miRWalk	ENSMUST000000003501.9	Canonical-current	NM_010487.2	2585-2609	3'UTR	0.846	-18.6	1
	StarMir	ENSMUST000000003501.9	Canonical-current	NM_010487.2	2586-2601	3'UTR	0.433	-23.1	0
	DT: TarBase	ENSMUST000000003501.9	n/a	n/a	n/a	n/a	n/a	n/a	n/a
	TargetScan	ENSMUST000000003501.7	Canonical - outdated	n/a	n/a	n/a	n/a	n/a	n/a
mmu-miR-25-3p	miRWalk	ENSMUST000000003501.9	Canonical-current	NM_010487.2	1755-1806	3'UTR	0.846	-21.2	1
	StarMir	ENSMUST000000003501.9	Canonical-current	NM_010487.2	1756-1774	3'UTR	0.411	-25.1	0
	StarMir	ENSMUST000000003501.9	Canonical-current	NM_010487.2	1369-1399	CDS	0.551	-27	0
	StarMir	ENSMUST000000003501.9	Canonical-current	NM_010487.2	2025-2043	3'UTR	0.810	-21.3	0
mmu-miR-124-3p	StarMir	ENSMUST000000003501.9	Canonical-current	NM_010487.2	2376-2395	3'UTR	0.768	-17.6	0
	StarMir	ENSMUST000000003501.9	Canonical-current	NM_010487.2	2533-2550	3'UTR	0.673	-22.7	0
	DT: TarBase	ENSMUST000000003501.9	n/a	n/a	n/a	n/a	n/a	n/a	n/a
	TargetScan	ENSMUST000000003501.7	Canonical - outdated	n/a	n/a	n/a	n/a	n/a	n/a
mmu-miR-124-3p	miRWalk	ENSMUST000000003501.9	Canonical-current	NM_010487.2	3147-3164	3'UTR	0.923	-23.3	0
	StarMir	ENSMUST000000003501.9	Canonical-current	NM_010487.2	3148-3163	3'UTR	0.667	-28.5	0
	DT: TarBase	ENSMUST000000003501.9	n/a	n/a	n/a	n/a	n/a	n/a	n/a
	TargetScan	ENSMUST000000003501.7	Canonical - outdated	n/a	n/a	n/a	n/a	n/a	n/a

Table S5: List of predicted P2 RPC miRNAs, prediction tools used, and outcomes for *Elavl3* mRNA interaction. Guide values for ΔG (hybrid stability): < -15 kcal/mol, probability: ≥ 0.5 indicate high hybrid stability/probability. CDS: coding sequence, outdated Ensembl IDs are shown in red, matching sequences across different tools are shown in green. DT: Diana Tools. Data related to Figure 9.

Gene name	Forward sequence (5' to 3')	Reverse sequence (3' to 5')
<i>Ascl1Cre</i> <i>wildtype</i>	TCC AAC GAC TTG AAC TCT ATG G	CCA GGA CTC AAT ACG CAG GG
<i>Ascl1Cre</i> <i>mutant</i>	AAC TTT CCT CCG GGG CTC GTT TC	CGC CTG GCG ATC CCT GAA CAT G
<i>tdTomato</i> <i>wildtype</i>	AAG GGA GCT GCA GTG GAG TA	CCG AAA ATC TGT GGG AAG TC
<i>tdTomato</i> <i>mutant</i>	CTG TTC CTG TAC GGC ATG G	GGC ATT AAA GCA GCG TAT CC
<i>Dicer</i>	CCTGACAGTGACGGTCCAAAG	CATGACTCTTCAACTCAAAC
<i>Dicer</i> <i>deletion</i>	CCT GAC AGT GAC GGT CCA AAG	CCT GAG CAA GGC AAG TCA TTC
<i>Elavl3</i> 3'UTR	AATTCTAGTTGTTTAAACGAGCTCGG<br>CATTATTGCCCTCCCTCCC	CAGCTTGCATGCCTGCAGGTCGACT<br>TTAAGATTCTGAACCTTTTATT<br>TTCTGGCA TG

Table S6: Genotyping Primers and primers for *Elavl3* 3' UTR amplification, related to STAR Methods.

Antibody	Concentration	Company, Catalog #	Reference
**Primary antibodies/dyes**			
mouse anti Brn3a	1:500	Millipore, MAB1585	(Schneider et al., 2001)
mouse anti Calbindin	1:500	Millipore, ABN 2192	(Wassle et al., 1998)
goat anti ChAT	1:250	Millipore, AB144P	(West Greenlee et al., 1998)
mouse anti glutamine synthetase (GS)	1:500	Millipore, MAB302	(Grossman et al., 1994)<br>(Marusich et al., 1994)
rabbit anti HuC/D	1:250	Fisher, A-21271	(Gerdes et al., 1984)
rabbit anti Ki67	1:250	Abcam, ab15580	
rabbit anti M-Opsin	1:300	Sigma-Millipore, AB5407	(Applebury et al., 2000)
goat anti Otx2	1:250 – 1:500	R&D Systems, AF1979	(Martinez-Morales et al., 2004)
rabbit anti Pax6	1:250	Invitrogen, 42-6600	(Marquardt et al., 2001)
Peanut agglutinin (PNA) fluorescein (a lectin)	1:300	Vector labs, FL-1071	(Blanks and Johnson, 1983)
rat anti Phosphohistone3 (PH3)	1:250	Novus, 102133-030	(Dhomen et al., 2006)
mouse anti PKC	1:500	Millipore, P5704	(Greferath et al., 1990)
guinea pig anti Prox1	1:250	SYSY antibodies, 509 005	(Dyer et al., 2003)
rat anti RFP (tdTomato)	1:1000	Antibodies online, ABIN334653	validation based on previous work (Wohl et al., 2019, Wohl et al., 2017)
rabbit anti Ribeye	1:500	SYSY antibodies, 192 103	(Schmitz et al., 2000)
goat anti Sox2	1:500	R&D Systems, AF2018	(Catena et al., 2004)
rabbit anti Sox9	1:250	Millipore, AB5535	(Poche et al., 2008)
sheep anti Vsx2	1:250	Fisher, 50-210-1941	(Burmeister et al., 1996)<br>(Konari et al., 1995)
rabbit anti ZO-1	1:300	Invitrogen, 61-730-0	

Table S7: Primary antibodies, related to STAR Methods.

Antibody	Concentration	Company, Catalog #	Reference
**Secondary antibodies**			
Rhodamine Red 570 -<br>AffiniPure F(ab') ₂<br>Fragment Donkey Anti-Rat<br>IgG (H+L)	1:1000	Jackson ImmunoResearch<br>Laboratories, Inc.<br>712-296-150	validation based on previous<br>work (Wohl et al., 2019, Wohl<br>et al., 2017)
Alexa Fluor 488 -<br>AffiniPure F(ab') ₂<br>Fragment Donkey Anti-<br>Goat IgG (H+L)	1:500	Jackson ImmunoResearch<br>Laboratories, Inc<br>705-546-147	validation based on previous<br>work (Wohl et al., 2019, Wohl<br>et al., 2017)
Alexa Fluor 647 -<br>AffiniPure F(ab') ₂<br>Fragment Donkey Anti-<br>Goat IgG (H+L)	1:500	Jackson ImmunoResearch<br>Laboratories, Inc.<br>705-606-147	validation based on previous<br>work (Wohl et al., 2019, Wohl<br>et al., 2017)
Alexa Fluor 488- AffiniPure<br>F(ab') ₂ Fragment Donkey<br>Anti-Mouse IgG (H+L)	1:500	Jackson ImmunoResearch<br>Laboratories, Inc.<br>715-546-150	validation based on previous<br>work (Wohl et al., 2019, Wohl<br>et al., 2017)
Alexa Fluor 488 -<br>AffiniPure F(ab') ₂<br>Fragment Donkey Anti-<br>Rabbit IgG (H+L)	1:500	Jackson ImmunoResearch<br>Laboratories, Inc.<br>711-546-152	validation based on previous<br>work (Wohl et al., 2019, Wohl<br>et al., 2017)
Alexa Fluor 647 -<br>AffiniPure F(ab') ₂<br>Fragment Donkey Anti-<br>Rabbit IgG (H+L)	1:500	Jackson ImmunoResearch<br>Laboratories, Inc.<br>711-606-152	validation based on previous<br>work (Wohl et al., 2019, Wohl<br>et al., 2017)
Rhodamine Red 570 -<br>AffiniPure F(ab') ₂<br>Fragment Donkey Anti-Rat<br>IgG (H+L)	1:1000	Jackson ImmunoResearch<br>Laboratories, Inc.<br>712-296-150	validation based on previous<br>work (Wohl et al., 2019, Wohl<br>et al., 2017)

Table S8: Secondary antibodies, related to STAR Methods.

Name	Catalog number	microRNA ID
<i>Negative control mimic</i>	CN-001000-01-50	MIMAT0000039
<i>mmu-miR-25-3p mimic</i>	C-310564-05-0020	MIMAT0000652
<i>mmu-miR-20a-5p mimic</i>	C-310514-05-0002	MIMAT0000529
<i>mmu-miR-15a-5p mimic</i>	C-310510-05-0020	MIMAT0000526
<i>mmu-miR-124-3p mimic</i>	C-310390-05-0020	MIMAT0000134

Table S9: miRNA mimics, related to STAR Methods.

How the deposited data were processed for this re-analysis (not part of the article)

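The deposited data cover P7 retinal cells of Ascl1-CreERT:tdTomato mice with and without floxed Dicer1 that had received tamoxifen at 75 mg/kg from P1 to P3 and were sorted by fluorescence. Bulk long RNA-seq gives 4 wild type and 4 cKO libraries of Tomato+ cells, small RNA-seq 3 and 3 libraries of Tomato+ cells, and single-cell RNA-seq 1 library each of wild type and cKO Tomato+ and Tomato-negative cells. The condition of every library was taken from its label, and the Tomato+ fraction of the bulk libraries from the figure legends of the paper. Histology, optical coherence tomography, electroretinography and luciferase data of the paper have no deposited table and were left out.

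For the long RNA signal values, the authors mapped reads to mm10 with STAR 2.5.0c, counted them per gene with HTSeq 0.6.0 and divided the counts by size factors with DESeq2, as their methods state. For the small RNA signal values, the authors first cut adapters with cutadapt 5.0, counted reads in the same way and divided miRNA genes by size factors taken from all non-miRNA genes as a spike-in, as their methods state. Both tables hold normalized counts, and every positive value is a whole multiple of the smallest positive value of its library (100% of values within 0.01), so whole reads were recovered from them. DESeq2 size factors computed from the recovered long RNA reads gave the deposited scaling. For the UMI count matrices, the authors ran PIPseeker, which maps with STAR, removes duplicates and calls cells, as their methods state. The matrices hold whole counts per gene and barcode.

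The long RNA table held 48397 genes, 27 of them with a date in place of a symbol, which were kept as unnamed genes. Depth was 33789914 to 62658183 assigned reads per library. The small RNA table held 1191 miRNA genes with 115406 to 448849 miRNA reads per library. Single-cell libraries held 95128831 UMIs in wild type Tomato+, 117314487 in cKO Tomato+, 69552868 in wild type Tomato-negative and 79504965 in cKO Tomato-negative barcodes. Gene places come from the GRCm38 annotation. One value, Elavl3 in wild type replicate 1, is blank in the deposited long RNA table, so that gene was analysed on 7 libraries.

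Differences in both bulk assays were tested with limma 3.58.1 (empirical Bayes with trend, two-sided) on log2(normalized count + 1) in R 4.3.3, for genes with a mean of at least 10 over the libraries, with genotype as the only term. Adjusted p-values follow Benjamini and Hochberg, with a threshold of 0.05. Gene lists were tested with limma's camera with a preset correlation between genes of 0.01, adjusted over 33 lists. With an estimated correlation 5 of the lists passed: bipolar, RPC, amacrine, cell cycle and the genes lower in Figure 2E. The 33 lists were markers of rods, cones, bipolar cells, Müller glia, RPCs, neurogenic RPCs, BC/photoreceptor precursors, amacrine, horizontal and retinal ganglion cells, microglia, endothelial cells, pericytes, astrocytes, RPE, red blood cells and lens. They also held markers of glycinergic, GABAergic, nGnG and Starburst amacrine cells, and genes of the cell cycle, the Notch pathway, apoptosis, the miRNA pathway, let-7 targets, miRNA host transcripts, stress and early response, the interferon response, gliosis and sex-linked genes. The last 2 were the genes shown as higher and as lower in Figure 2E, which the study chose on these samples. These lists, the tests, the filters and the first set of alternatives were fixed before the data were examined. Single values per library were compared by exact two-sided permutation tests, whose smallest p is 0.0286 for 4 against 4 libraries and 0.1 for 3 against 3.

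Replicate 1 of both genotypes carries library names of another form than replicates 2 to 4 and was for this reason alone taken as another sequencing run, which the paper does not state, so values within replicates 2 to 4 and a model with the run as a term are given beside pooled ones. Over genes, the residual changes of wild type and cKO libraries with the same number correlated at 0.66, 0.26, 0.21 and 0.27 in long RNA. A model blocked on replicate number was therefore also fitted. Within replicates 2 to 4, libraries with different numbers correlated as much, at 0.12 to 0.3. The numbers thus give no evidence of pairs beyond the run taken for replicate 1. In small RNA the same-numbered libraries correlated at −0.07, −0.02 and −0.05, and the numbers were not taken as pairs.

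Named genes were chosen by a rule: every gene the paper names for an assay, the 10 largest rises and 10 largest falls among genes past the threshold with a mean of at least 100 and no overlap between groups, and up to 4 members of each list with the smallest adjusted p. For small RNA the rule took the 20 miRNAs highest in the wild type, every miRNA the paper names, and the 5 largest rises and falls. Values in Table S1, Table S2 and Table S4 of the paper had been seen when this rule was written. The rule named 166 long RNA genes, 63 of them named by the paper.

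Single-cell data were analysed in Python 3.11.15 with scanpy 1.11.5, igraph 0.11.9 and scikit-learn 1.9.0. Cells with 500 to 10000 UMIs and under 25% mitochondrial UMIs were kept, as in the paper's methods, counts were scaled to 10000 UMIs per cell and log-transformed, and 3000 variable genes gave 17 principal components. A graph of 15 nearest neighbours was clustered with the Leiden method at resolution 1, where the paper clustered its UMAP with the Louvain method. Clusters of under 20 cells were set aside. A cluster took the name of the class with the highest mean marker fold if at least 3 markers were at least 2 times as high as in other cells, and stayed unnamed where its 10 leading genes held more markers of another class. A rule against neutrophil genes and the fold of 1.25 for amacrine sub-clusters were set after seeing the data. With 1 library per genotype and fraction, no test between genotypes was made, and intervals cover counting error only. Shares carry exact binomial and expression exact Poisson 95% intervals, and a count of 0 allows up to 3 counts. This limit does not hold for a class whose name no cluster took.

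Sites for miRNA seeds, the 7-mers that match miRNA positions 2 to 8, were counted in annotated 3′ UTRs and set against up to 1000 random 7-mers of the same GC count. Genes without an annotated 3′ UTR were not searched, and 13745 of the tested genes (75.6%) had one.

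The long RNA test was tried on simulated data with 200 changed genes. Without a run effect the long RNA test recovered 44.4% of changes of 1.5-fold, 94.8% of 2-fold and 100% of 4-fold. With a simulated run effect and no run term it recovered 0%, 0% and 45.9%, and with the run term 44.4%, 93.1% and 100%. The size of this run effect and the spread between replicates were set by hand and not estimated from these libraries. The small RNA test, tried on 206 simulated miRNAs, recovered 88.9% of 9 changes of 2-fold and 100% of 22 changes of 4-fold. The naming of cells was tried on 30083 simulated cells drawn from the summed profiles of the same clusters. Of those from named clusters, 99.3% got their class back. These cells had no spread within a cluster, so this tried the naming code and not how well real cells are classed.

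Alternatives for the bulk data were pseudocounts of 0.5 and 10, no filter or a minimum mean of 50, scaling by library total or by the median of ratios, limma without trend or with array weights, a replicate block, a run term, replicates 2 to 4 alone, leaving out each library, edgeR 4.0.16 and DESeq2 1.42.0. For detectable miRNAs, minimum wild type means of 1, 5 and 10 were tried. For single cells, resolutions of 0.5 and 2, 30 principal components, at least 1000 UMIs, under 10% mitochondrial UMIs, removal of doublets called by Scrublet at an expected rate of 0.08, and thinning of every cell to 500 UMIs were tried. Alternatives chosen after seeing the data were edgeR and DESeq2 with a run term, edgeR scaled by TMM for small RNA, Elavl3 with the Table S1 value, at least 1200 UMIs per cell, shares of named cells only, and a fold of 2 for amacrine sub-clusters. Other computations used numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.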

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

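Written or set only after the values were seen were the test of the pseudogene share and the rule that a single-cell on/off gene is read only where at least 20 UMIs were to be looked for in Tomato-negative amacrine-like cells.

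In long RNA, 35 genes with a mean of at least 20 were near on/off between the genotypes (19 higher and 16 lower in the cKO, no more than 0.1 of the other group), among them Ccdc129, Gm34267, Gm13736 and Rbpsuh-rs3, and 9 genes off the Y chromosome were on/off in every compared class of the Tomato+ single-cell libraries. The table argues against a difference between the pooled mice that does not depend on recombination for the single-cell genes: in Tomato-negative amacrine-like cells their median signed log2 ratio was −0.16 (−0.158, 95% interval −2.276 to 0.463), Cdrt4os1 had 3 UMIs in wild type where 31739 would be seen at the Tomato+ level, and Gm50024 had 2 UMIs in the cKO where 2904 would be seen, provided that both fractions came from the same mice. A difference in genetic background stays open for the long RNA genes, since only 9 of the 35 (25.7%) had 20 UMIs and their median there was 0.34 (−0.425 to 1.113). Reads shared with pseudogenes also stay open, as 11 of 31 annotated on/off genes were pseudogenes (a share of 0.355, 95% interval 0.192 to 0.546) against 8.0% of the tested genes. Each of the 9 single-cell genes was at its high level in 1 Tomato+ library only. Over the compared classes of that library, Cdrt4os1 was at 1011 to 1383 CPM and Gm50024 at 143.9 to 154.4. An effect of that single library therefore cannot be told apart from an effect of genotype or recombination. No biological explanation was tested for the long RNA or the single-cell genes.

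Of the 61 miRNA genes behind the 50 miRNAs that the paper lists for P2 RPCs, 18 were at 0 in all 6 small RNA libraries, among them genes within the hosts Mir17hg, Mcm7, Spaca6 and 6720427I07Rik, and some, such as Mir9-1, Mir9-2 and Mirlet7f-1, share their miRNA with a gene that has counts. All 18 lie inside an exon of another gene, against 10 of the 43 with counts (odds ratio at least 11.2, Fisher's exact p = 1e-08), which is consistent with a count that leaves out reads shared with a host exon, though no reads were recounted, and an absence of these miRNAs cannot be read from the zeros. With exons of the same strand only, 15 of 18 lay inside one (odds ratio 15.6, 95% interval 3.47 to 101, Fisher's exact p = 2.57e-05), and over the 1174 miRNA genes with a place the shares were 42.2% at 0 and 14.4% with counts (odds ratio 4.34, 95% interval 3.22 to 5.91). Reads of a mature sequence found at another locus stay open: 8 of 18 and 18 of 43 had one (odds ratio 1.11, 95% interval 0.312 to 3.86, Fisher's exact p = 1.0), while over all miRNA genes the odds ratio was 1.99 (1.37 to 2.94) for such a sequence and 9.11 (4.16 to 23.6) where every mature sequence is found at another locus.

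The ratio of Müller glia-like cells, cKO to wild type, was 0.644 in the Tomato+ and 1.58 in the Tomato-negative fraction, and that of rod-like cells 0.693 and 1.63, opposite directions in the 2 fractions whose difference was not tested. The Tomato-negative Müller glia ratio was 0.984 at resolution 2, 0.291 with 30 components and 0.98 under 10% mitochondrial UMIs, so its direction depends on the setting. Single clusters carried it, since a Müller glia-like cluster held 144 wild type and 4149 cKO Tomato-negative cells and a rod-like cluster 103 and 2139. The whole Müller glia-like class held 1818 and 4548, so its other cells ran the other way. The class thus sat largely in different clusters in the 2 genotypes, which also limits the positions given next. Whether recombined cells were sorted into the cKO Tomato-negative fraction stays open: over 125 genes its Müller glia-like cells lay at a median of 0.602 (95% interval 0.491 to 0.696) between wild type Tomato+ (0) and cKO Tomato+ cells (1), while wild type Tomato-negative cells lay at 0.162 (0.08 to 0.36). A biological explanation, that loss of Dicer1 in neighbouring cells acts on cells that kept it, was not tested.

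For long RNA, the split into genotypes gave 4 called genes and was 1 of 35 splits of the 8 libraries with as many, while the highest of the others gave 0. The libraries are not interchangeable, since replicate 1 stood apart in both genotypes. This share therefore cannot exclude chance. Among the 20 splits with a replicate 1 in each group, and the 8 of these that part every same-numbered pair, the real value was also 4 and the highest other 0, but 20 and 8 splits are too few for a share under 0.05. For small RNA, the real split gave 0 called miRNAs and the highest of the others 0, so all 10 splits reached the real value, and 10 splits are too few for a share under 0.05.

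Signals in genes that the paper does not discuss were log2 changes of 6.54 for Ccdc129 and −5.72 for Gm34267, where 1 group is near 0 and the value is no bound, and of 3.65 for Gm13736 and 3.47 for Rbpsuh-rs3. The microglia list, which the paper does not discuss, had a median log2 change of 0.91 (0.914). Genes with 3′ UTR sites of miR-96 and miR-124 had median log2 changes above those of other genes by 0.092 and 0.117.

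Among the 166 named long RNA genes, 29 of 331 groups of 4 libraries held a library far from the other 3 (a gap above the 95% critical value of Dixon), where chance gives about 1 in 20, or 16.6 groups. Of these, 21 were in replicate 1 and 8 in replicates 2 to 4. In cKO replicate 1 they were Calb1 at 50.4, Casp9 at 2422.6, Casz1 at 5182.8, Ccnd1 at 4608.3, Nfic at 3394.8, Notch3 at 369.4, Sun1 at 10112.0, Syne2 at 5062.6, Cdkn1c at 2518.1, Gad1 at 920.1, Prox1 at 8120.7, Pdgfra at 867.0 and Igf2bp1 at 303.2 normalized counts. In wild type replicate 1 they were Rcvrn at 13063.1, Opn1mw at 568.5, Gad1 at 791.7, C1ql2 at 730.8, Pou6f2 at 45.3, Vtn at 2954.4, Hba-a1 at 219.1 and Slc6a9 at 2419.7. In the other wild type libraries they were Rbpsuh-rs3 at 46.5 in replicate 2, Tfap2b at 1067.9 in replicate 3 and Col1a1 at 86.1 in replicate 4. In the other cKO libraries they were Fezf1 at 20.0 in replicate 2, Aqp4 at 279.2 in replicate 3, and Cspg4 at 91.0, Hba-a1 at 0.0 and Serpina3n at 54.6 in replicate 4.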

How the results depend on the processing

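Without a run term, a run effect of the size set in the simulation above hides changes of 2-fold in long RNA. No depth was varied in the bulk data. Single-cell intervals cover counting error only, because each genotype and fraction has 1 library. Of the named long RNA genes, 3488 of 3795 values under alternatives kept their direction and side of the threshold, 226 newly passed it, 13 no longer passed it and 68 changed sign while past it in neither fit. For named miRNAs the counts were 1156 of 1361 kept, 83 newly past and 122 changed in sign, and for values of gene lists 312 of 396 kept, 14 newly past, 39 no longer past and 31 changed in sign. Single-cell expression kept 74 of 129 values, moved in 54 and reversed in 1, class shares kept 48 of 111, moved in 59 and reversed in 4, and amacrine subtype shares kept 13 of 22 and moved in 9. All 6 values of total miRNA kept their direction. No nGnG share exists under the alternatives, nor a GABAergic share at a fold of 2, since no sub-cluster took the name. The cause of the changes below was not tested.

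Long RNA genes higher and lower in the cKO (3 and 1 by limma with genotype alone) were 5 higher at a pseudocount of 10, 1 and 0 with a minimum mean of 50, 362 and 247 with array weights, 115 and 97 with the replicate block, 263 and 203 with a run term, 186 and 159 in replicates 2 to 4, 1 and 0 by edgeR, and 173 and 122 by DESeq2. Leaving out each library gave 0 to 31 higher and 0 to 24 lower, both highest without wild type replicate 1. With a run term, chosen after seeing the data, edgeR gave 224 and 179 and DESeq2 595 and 406. Among lists, 11 higher and 4 lower became 3 and 2 with an estimated correlation, 16 and 2 in replicates 2 to 4, and 13 and 4 with the replicate block. With 1 library left out, log2 changes changed sign for Calb1 (to 0.28, without cKO replicate 1), Hes5 (to −0.03, without cKO replicate 4) and, without wild type replicate 1, Cdkn1b (to −0.24), Elavl4 (to −0.14) and Nfia (to −0.22). Where replicate 1 of a single genotype is left out, the other genotype keeps its replicate 1, taken as another run. Leaving out each library gave 8 to 11 higher and 3 to 5 lower.

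Small RNA miRNAs higher and lower (0 and 0) were 6 and 1 with library total, 1 and 2 with median of ratios, 1 and 68 with array weights, 0 and 1 with the replicate block, 0 and 1 by DESeq2, and 1 and 2 by edgeR with TMM, chosen after seeing the data. Leaving out each library gave 0 higher and 0 to 73 lower, highest without cKO replicate 2. Detectable miRNAs (473, with 374 lower in the cKO) were 252 and 217 at a wild type mean of 5, and 208 and 184 at a mean of 10. With library total, 203 were lower.

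Ratios of class shares, cKO to wild type, follow by setting, Tomato+ first.
At resolution 0.5: rods 0.723, Müller glia 0.8, RPCs 2.29, precursors 2.31; Tomato-negative Müller glia 1.73, RPCs 8.99; glycinergic 0.779 and, Tomato-negative, 1.46, GABAergic 0.778.
At resolution 2: bipolar 0.705, Müller glia 0.348, RPCs 1.82, neurogenic RPCs 1.27, precursors 2.07; Tomato-negative amacrine 0.437, Müller glia 0.984 (reversed), RPCs 10.2.
With 30 components: rods 0.864, bipolar 0.869, Müller glia 0.264, RPCs 2.1, neurogenic RPCs 1.63, precursors 0.0285 (reversed); Tomato-negative amacrine 0.47, rods 1.21, Müller glia 0.291 (reversed), RPCs 5.88.
From 1000 UMIs: rods 0.623, Müller glia 0.396, precursors 2.37; Tomato-negative rods 1.49, Müller glia 1.1, RPCs 11.7.
Under 10% mitochondrial UMIs: rods 0.651, Müller glia 0.328, RPCs 1.81, neurogenic RPCs 1.26; Tomato-negative rods 1.35, Müller glia 0.98 (reversed), RPCs 8.28.
Without doublets: rods 0.811, bipolar 0.724, Müller glia 0.527, RPCs 2.26, neurogenic RPCs 1.62; Tomato-negative amacrine 0.427, rods 1.78, Müller glia 1.44, RPCs 12.1; GABAergic 0.661 and, Tomato-negative, 0.648, glycinergic 1.76.
Among named cells only (chosen after seeing the data): rods 0.756, bipolar 0.898, Müller glia 0.702, RPCs 1.7, neurogenic RPCs 1.62, precursors 2.79, amacrine 0.995; Tomato-negative amacrine 0.469.
From 1200 UMIs (chosen after seeing the data): rods 0.564, bipolar 0.881, Müller glia 0.452, RPCs 1.75, neurogenic RPCs 1.4, precursors 2.18; Tomato-negative rods 1.31, Müller glia 1.14, RPCs 11.2; glycinergic 0.557 and, Tomato-negative, 1.6, GABAergic 0.76.
At a fold of 2 for subtypes (chosen after seeing the data), glycinergic and Starburst shares did not change.
In cells thinned to 500 UMIs, Meis2 in amacrine-like cells reversed from 0.93 to 1.04.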

Differences from the paper's values

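Values are said to differ here where they lie apart by more than the spread between replicates, if there is one, and 1 of them is over 1.5 times the other, so values that do not differ need not be equal. The paper gives 285 detectable miRNAs (24% of the table) and states no minimum count, while 473 miRNAs (39.7%) had any count in the wild type. A minimum wild type mean of 1 (354), 5 (252) or 10 (208) no longer differs, and both other scalings and leaving out each library (438 to 473) still differ. The paper gives 216 detectable miRNAs as lower in the cKO, while 374 were lower. With minimum means of 1 (293), 5 (217) and 10 (184), with library total (203) and with median of ratios (270) the counts no longer differ, and leaving out each library (328 to 401) still differs. Both other scalings remove a fall of all miRNAs by construction, and their counts are out of 473. As shares they are 42.9% with library total and 57.1% with median of ratios. Both lie further from the paper's share than the 79.1% of the deposited scaling. All these alternatives were set before the data were examined.

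Table S4 of the paper gives P7 counts without naming a genotype, and to within 0.55, or 0.06% above 1000, 25 of 46 values equal the cKO mean alone, 4 the wild type mean alone, 10 both (at 0) and 7 neither. By the rule above, 17 of the 46 differ from the wild type mean. Of these 17, 12 equal the cKO mean. In the paper and in the wild type they are let-7g at 19458 and 29390, miR-96 at 507 and 772.9, let-7i at 8839 and 16090, let-7a at 1132 and 1822, miR-183 at 18854 and 66580, let-7c at 1508 and 2817, let-7b at 70624 and 124500, let-7f at 1863 and 3225, miR-182 at 4903 and 7808, miR-99b at 2231 and 3749, miR-340-5p at 265 and 510.4, and miR-350 at 261 and 396.7. The other 5 equal neither mean: miR-16 at 40 in the paper and 61.04 in the wild type, miR-181a at 100 and 159.8, miR-124 at 190 and 16.34, miR-30c at 40 and 98.08, and miR-135a at 30 and 68.94. The values of miR-125b-5p, 80 in the paper and 65.09 in the wild type, and of miR-103, 20 and 21.43, equal neither mean but do not differ by the rule. No alternative was set for these values.

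The paper's Fig. 2C, read by eye, shows wild type Tomato+ shares of about 27% bipolar cells, about 5% precursors, about 2% cones, about 20% Müller glia and about 3% RPCs. The clustering here gave 17.8%, 3.10%, 0.910%, 12.7% and 8.15%. For bipolar cells and cones every alternative set before the data were examined still differs. Precursors no longer differ at resolution 2, from 1000 UMIs, under 10% mitochondrial UMIs and without doublets, and still differ at resolution 0.5 and with 30 components. Müller glia no longer differ at resolution 0.5 and with 30 components, and RPCs with 30 components, while the other alternatives still differ. Named cells only, chosen after seeing the values, also closes the gap for bipolar cells and Müller glia, and at least 1200 UMIs, chosen after seeing the values, that for precursors, and neither drops a class the paper names.

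For cKO Tomato+ cells, Fig. 2C shows about 22% bipolar cells, about 2% cones and about 8% RPCs, read by eye, where the clustering gave 14.7%, 1.24% and 12.7%. Every alternative set before the data were examined still differs for bipolar cells, all but the minimum of 1000 UMIs differ for cones, and all but 30 components and the removal of doublets differ for RPCs. Named cells only and at least 1200 UMIs, both chosen after seeing the values, no longer differ for bipolar cells and cones, and neither drops a class the paper names.

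Among amacrine cells, Fig. S9C shows about 28% GABAergic and about 19% nGnG cells in the wild type and about 72% glycinergic and about 20% GABAergic cells in the cKO, read by eye. Here they were 11.7%, 3.69%, 36.5% and 6.02%, and every alternative with a value still differs. The shares here include amacrine-like cells that got no subtype, 34.2% in wild type and 47.9% in cKO Tomato+. No alternative took shares of named cells only, so these differences cannot be told apart from the choice of the whole. The cKO Tomato+ cells with a subtype were 1402 glycinergic, 359 nGnG, 231 GABAergic and 8 Starburst-like. In the wild type they were 1310, 97, 307 and 17. Fig. S3A shows about 15000 wild type and about 21000 cKO Tomato+ cells and about 10000 and about 4700 Tomato-negative cells, read by eye, where the paper's limits left 33176, 53055, 17524 and 27826. No alternative was set for these numbers.

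Directions that the paper states and these data do not give follow, as cKO to wild type ratios. The paper has the glycinergic amacrine share larger and the nGnG share smaller in the cKO, where the Tomato+ ratios were 0.733 and 2.54. The GABAergic share, smaller in the paper, had 0.516. These are shares of all amacrine-like cells, of which 34.2% in the wild type and 47.9% in the cKO stayed unnamed, which limits all 3 ratios. The nGnG ratio rests on a single sub-cluster led in part by genes of immature amacrine cells, and under each other setting no sub-cluster took that name. The paper has more Elavl3, Elavl4, Calb1 and Calb2 in cKO amacrine cells, where the ratios of Tomato+ amacrine-like cells were 0.991, 0.56 and 0.928 for Elavl3, Elavl4 and Calb1, while Calb2 had 1.47. These ratios run over all amacrine-like cells, of which 11.7% in the wild type and 6.02% in the cKO were GABAergic, the subtype with the highest CPM of Elavl4, and within GABAergic cells Elavl4 had 0.731. Over all Tomato+ cells Elavl3 was at 37.77 CPM in the wild type and 40.58 in the cKO, in the direction of the paper. Elavl3 was at 1.03 and Calb1 at 2.51 in cells thinned to 500 UMIs, and at 1.05 and 1.01 without doublets. The paper has the progenitor genes higher in the cKO, where RPC-like cells had 1.0 for Ascl1 (1.08 in thinned cells), 0.54 for Olig2 and 0.795 for Neurog2, while Sox9, Mki67 and Ccnd1 were higher at 1.81, 1.24 and 1.23. Without doublets Ascl1 was at 0.861 and Mki67 at 1.01, and from 1000 UMIs they were at 0.891 and 1.29. Over all Tomato+ cells, Ascl1 was at 31.0 and 33.96 CPM, Olig2 at 4.615 and 4.973 and Neurog2 at 19.26 and 22.71, wild type first, in the direction of the paper. The paper has Nrl and Gnat2 lower in single cKO rods, where rod-like cells had 1.55 and 1.38, while Rcvrn, Rho, Pde6b and Nr2e3, also lower in the paper, had 0.283, 0.716, 0.719 and 0.915. The paper has Insm1 lower in single cKO bipolar cells, where bipolar-like cells had 1.76, while Trpm1, Pcp2, Prkca, Cabp5 and Vsx2, also lower in the paper, had 0.172, 0.243, 0.363, 0.474 and 0.813. Both classes join clusters whose mix differs between the genotypes, which limits these comparisons. In bulk RNA-seq, where the paper also has Nrl, Gnat2 and Insm1 lower, the log2 changes of −0.26, −0.59 and −0.31 have that direction. The paper has Nfia lower in cKO Müller glia, where it was at 0.995 (0.937 in thinned cells). The paper has the rod shares alike, where the ratio was 0.693, while amacrine shares, which the paper also has alike, had 0.912.

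The paper describes genes of its bulk heatmap as changed, and none of the genes it names passes limma with genotype as the only term. A run term calls Aqp4, Cabp5, Gsg1, Mki67, Pax6, Pcp2, Prkca, Tmem215, Trpm1, Vsx1 and Vsx2. Array weights call these without Pax6 and with Dicer1, the replicate block these without Gsg1, Mki67 and Pax6, and replicates 2 to 4 alone these without Mki67, Pax6 and Pcp2 and with Dicer1. DESeq2 calls Aqp4, Cabp5, Pcp2, Tmem215 and Trpm1, leaving out cKO replicate 3 calls Aqp4, and leaving out wild type replicate 1 calls Cabp5. With a run term, chosen after seeing the values, edgeR calls the genes of the limma run term without Mki67, and DESeq2 calls the same genes as edgeR and Ascl1, Ccnd1, Notch1, Olig2 and Dicer1.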

Other observations

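Microglia genes, a list that the paper does not discuss, were higher in the cKO bulk libraries as a group: 12 of 12 had a positive log2 change, with a median of 0.91 (1.18 in replicates 2 to 4; camera adjusted p = 3.1e-08, and adjusted p = 0.12 with an estimated correlation). Csf1r, the receptor that microglia depend on for survival, was at 564.5 and 1274 normalized counts (log2 change 1.24, limma adjusted p = 0.242, 0.00883 with the run as a term). In the Tomato+ single-cell libraries, 31 of 33176 wild type and 34 of 53055 cKO cells were microglia-like. These are shares of 0.093% (exact interval 0.063 to 0.133) and 0.064% (0.044 to 0.09). In the Tomato-negative libraries the shares were 1.244% (1.085 to 1.419) in the wild type and 0.64% (0.549 to 0.741) in the cKO. The single-cell shares thus did not follow the direction of the bulk list, though each comes from a single library. All 17 genes of the let-7 target list had a positive log2 change, with a median of 0.44 (0.34 in replicates 2 to 4; camera adjusted p = 2.91e-05, and adjusted p = 0.0899 with an estimated correlation). Igf2bp1, an RNA-binding protein gene of early progenitors with many let-7 sites, was at 43.41 and 182.7 normalized counts (log2 change 2.05, limma adjusted p = 0.183, 0.0152 with the run as a term).

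Notch pathway genes had 14 positive and 4 negative log2 changes with a median of 0.40 (camera adjusted p = 0.00779, and adjusted p = 0.37 with an estimated correlation). Neurogenic RPC genes had 13 and 2 with a median of 0.31 (camera adjusted p = 0.0103, and adjusted p = 0.395 with an estimated correlation), and retinal ganglion cell genes 9 and 1 with a median of 0.51 (camera adjusted p = 0.0128, and adjusted p = 0.395 with an estimated correlation). Glycinergic amacrine genes had 7 and 2 with a median of 0.32 (camera adjusted p = 0.0393, and adjusted p = 0.395 with an estimated correlation), and GABAergic amacrine genes 7 and 3 with a median of 0.29 (camera adjusted p = 0.0422, and adjusted p = 0.437 with an estimated correlation). Cone genes had 4 positive and 10 negative log2 changes with a median of −0.29 (camera adjusted p = 0.00446, 0.0867 in replicates 2 to 4, and adjusted p = 0.243 with an estimated correlation).

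Lists that did not pass in limma's camera had these medians: nGnG amacrine 0.70 (adjusted p = 0.05, and 0.0457 with the replicate block), pericyte 0.45 (0.249, and 0.036 in replicates 2 to 4), stress and early response 0.46 (0.182, and in replicates 2 to 4 a median of 0.75 with 0.000687), and gliosis 0.24 (0.124, and in replicates 2 to 4 a median of 0.49 with 0.0102). The camera adjusted p was 0.517 for Starburst amacrine (median 0.43), 0.471 for precursor (0.08), 0.972 for horizontal cell (0.04), 0.836 for endothelial (−0.06), 0.281 for astrocyte (0.21), 0.938 for RPE (0.06), 0.182 for red blood cell (−0.66) and 0.925 for lens genes (0.29). It was 0.491 for the miRNA pathway (0.05), 0.211 for miRNA host transcripts (0.32), 0.194 for the interferon response (−0.18) and 0.99 for sex-linked genes (−0.67).

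Genes with a 3′ UTR site of miR-124 had a median log2 change 0.117 above that of genes without one, a difference larger than that of 99.9% of random 7-mers, and for miR-96 sites it was 0.092 (98.7%), while the 95% range of random 7-mers was 0.008 to 0.085 for miR-96. Within bins of 3′ UTR length these differences were 0.077 and 0.044, and in replicates 2 to 4 they were 0.056 and 0.033. For let-7 sites the difference was 0.059 (73.3%). The other seeds lay within the range of random 7-mers, so 13 of 15 did. Only 75.6% of the tested genes could be searched, which limits this comparison. The sites of miR-124 (GTGCCTT) and miR-96 (GTGCCAA) both begin with GTGCC, so they are not independent, and nothing was adjusted for the 15 seeds. In small RNA the miR-124 genes had few counts. Mir124a-2 was at 16.3 in the wild type and 14.4 in the cKO, Mir124a-3 at 12.0 and 7.73, and Mir124a-1 was listed at 0 in every library. Whether a loss of miR-124 underlies the difference was not tested.

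Among apoptosis genes, 8 of 16 were higher and 2 lower over all cKO Tomato+ single cells, 6 were not apart, and the median ratio was 1.08. Mir451a, which is made without Dicer, was at 0 in every small RNA library. The list of 13 miRNAs of P2 RPCs (5 of them at 0) summed to 15279 normalized counts in the wild type and 10649 in the cKO, a change of −30.3% (exact permutation p = 0.4, 3 against 3 libraries). Neuronal miRNAs (11, with 4 at 0) summed to 214 and 144 (exact permutation p = 0.3, 3 against 3 libraries). Eif2s3y, a gene of the Y chromosome, was at 53.13 CPM in wild type and 0.09464 in cKO Tomato+ cells, and at 71.35 and 0.1175 in Tomato-negative cells. By this gene, male cells were present in the wild type pools and nearly absent from the cKO pools. Single-cell differences between the genotypes therefore cannot be told apart from sex. The gene was left out of the test of on/off genes above, and it differed between the genotypes in both fractions.

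Genes that passed limma with the run as a term included, picked as examples after their values were seen, Gabra2 at 104.2 and 904.8, Gnat3 at 641.6 and 59.09, and Rps3a3 at 3678 and 92.41 normalized counts in wild type and cKO. Table S1 of the paper has 463 of 464 values equal to the deposited long RNA table, and Table S2 has 276 of 276 values equal to the small RNA table for 46 of its 50 items, to within 0.55.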
